# Wnt-dependent ontogeny of acellular cementum-forming cementoblasts on the tooth root surface

**DOI:** 10.1038/s41467-026-72712-1

**Published:** 2026-05-13

**Authors:** Taishi Komori, Mizuki Nagata, Natnicha Praneetpong, Hanwen Fan, Yuxiao Zhou, Noriaki Ono, Wanida Ono

**Keywords:** Bone development, Mesoderm

## Abstract

Cementum is a specialized mineralized tissue that covers the tooth root surface and anchors the tooth to the surrounding periodontal ligament. The cervical acellular cementum (AC) is indispensable for periodontal attachment and represents a key target for periodontal regenerative therapies. However, the developmental origin and molecular identity of AC-forming cementoblasts remain poorly understood. Here, through an integrated spatial and single-cell transcriptomic analysis, we identify AC-forming cementoblasts as a distinct population of noncanonical mineralizing cells enriched for cell-matrix organization and Wnt signaling signatures, distinguishing them from cellular cementum-forming cementoblasts localized in the apical portion. Lineage tracing using a *Wnt inhibitory factor 1 (Wif1-creER)* demonstrates that AC-forming cementoblasts originate exclusively from peri-epithelial apical *Wif1*^+^ cells of the elongating tooth root via canonical Wnt signaling activation. Collectively, our findings uncover the unique ontogeny and molecular signature of acellular cementum, providing insights into the formation and maintenance of the periodontal attachment apparatus.

## Abstract (web summary)

Acellular cementum (AC) on the tooth root surface is essential for periodontal attachment. Here, the authors identify the origin and molecular identity of AC-forming cementoblasts arising from peri-epithelial apical cells via Wnt-mediated mechanisms.

## Introduction

Cementum is one of the least characterized mineralized tissues in mammals. It is uniquely localized on the tooth root surface, forming the interface between the tooth and the surrounding periodontal ligament^1–3^. Notably, no analogous mineralized structure exists at bone-bone interfaces, such as cranial sutures. Functionally, cementum is an indispensable component of the periodontal attachment apparatus and serves as a critical target for periodontal regenerative therapies^4^. Of particular importance, cementum prevents ankylosis (fusion) between the tooth and the alveolar bone, thereby maintaining the lifelong machinery that dissipates masticatory forces exerted upon the tooth and transmits them to the bone^5^.

Cementum is broadly classified into two types: acellular cementum (AC) and cellular cementum (CC)^6,7^. AC forms an extremely thin mineralized layer covering the cervical portion of the tooth root, whereas CC constitutes a thicker mineralized structure on the apical portion, containing embedded cementocytes^8^. AC plays an essential role in periodontal attachment, providing the anchoring site for principal periodontal fibers. Loss of AC is closely associated with attachment loss and progression of periodontitis^9^. However, unlike CC, AC shows limited intrinsic regenerative potential following periodontal destruction^10^. Efficient regeneration of AC thus remains a long-standing goal of periodontal therapy. A fundamental limitation to achieving this goal is the lack of understanding of the molecular identity and developmental origin of cementoblasts, particularly those responsible for forming AC.

Cementum originates from neural crest-derived ectomesenchymal cells during tooth root formation. Its formation is initiated immediately after the root dentin deposition through tightly regulated epithelial-mesenchymal interactions^11,12^. Cementoblasts arise from two major sources: the dental follicle (DF) and the apical papilla (AP). Within the DF, parathyroid hormone-related protein (PTHrP)-expressing cells adjacent to the down-growing Hertwig’s epithelial root sheath (HERS) represent a potent source of AC-forming cementoblasts^13,14^. In parallel, C-X-C motif chemokine ligand 12 (CXCL12)-expressing cells in the AP provide a crucial source of cementoblasts along the entire root surface^15^.

Cementoblasts are functionally distinct from, yet molecularly similar to, osteoblasts^16,17^. Both cell types express overlapping markers such as *Col1a1* (type 1 collagen) and *Bglap* (osteocalcin). However, only a few reliable markers differentiate cementoblasts from osteoblasts^18,19^. One of the most robust is *Pthlh* (encoding PTHrP), which is highly expressed in cementoblasts along the root surface but absent in alveolar bone osteoblasts^13,20^. Nonetheless, PTHrP^+^ cells on the root surface are heterogeneous, encompassing cementoblasts associated with both AC and CC, as well as peri-cementoblast cells within the periodontal ligament. While skeletal and stromal cell hierarchies have been well-characterized in bone marrow^21^, the hierarchical organization and lineage relationships of cementoblast-lineage populations remain largely unresolved, representing a major gap in our understanding of cementoblast biology.

In this study, we sought to elucidate the ontogeny and molecular identity of cementoblast lineage cells. First, we mapped the transcriptomic landscape of cementoblasts in murine molars through an integrated spatial and single-cell transcriptomic analysis. Our spatial analysis resolved the periodontium into discrete clusters, including alveolar bone, periodontal ligament, and cementum, allowing the identification of cementoblasts via co-expression of *Pthlh* and *Bglap*. For single-cell analysis, we utilized a *Pthrp-mCherry* reporter knock-in allele to isolate cementoblasts and their precursors. Second, we investigated the developmental origin of cementoblasts through in vivo lineage tracing. Based on our single-cell data, we identified *Wnt inhibitory factor 1* (*Wif1*) as a putative marker of cementoblast precursor cells. To trace their lineage, we generated a tamoxifen-inducible *Wif1*-*creER* knock-in allele, targeting Wif1^+^ peri-epithelial cells located at the apical front of the elongating tooth root. Furthermore, we conditionally inactivated canonical Wnt signaling in *Wif1*^+^ cells to examine its functional requirement in cementum formation.

Together, our findings define the developmental trajectory and molecular features of AC-forming cementoblasts as a distinct population of noncanonical mineralizing cells enriched for cell-matrix organization and Wnt signaling signatures, distinguishing them from CC-forming cementoblasts in the apical portion.

## Results

### PTHrP-expressing cementoblasts on acellular and cellular cementum in mouse molars

We first examined the structural characteristics of the cementum using scanning electron microscopy (SEM) for anatomical reference. In murine molars, AC predominantly covers the cervical portion of the root, whereas CC is mainly distributed in the apical and furcation regions^22^. To visualize the transition from AC to CC, we analyzed the mid-root surface of the mandibular first molar (M1) at postnatal day (P) 25 when tooth root formation is complete (Fig. 1A-a). Distinct structural differences were evident along the root surface (Fig. 1A,b). The cervical cementum exhibited a laminar appearance with vertically oriented, fiber-containing terrains characteristic of AC (Fig. 1A-c-c’), whereas the apical cementum displayed a granular morphology with large hole-like indentations (Fig. 1A-d-d’). These observations indicate that the cementum undergoes a marked structural transition from cervical to apical regions, consistent with the distribution of AC and CC.

**Fig. 1:**
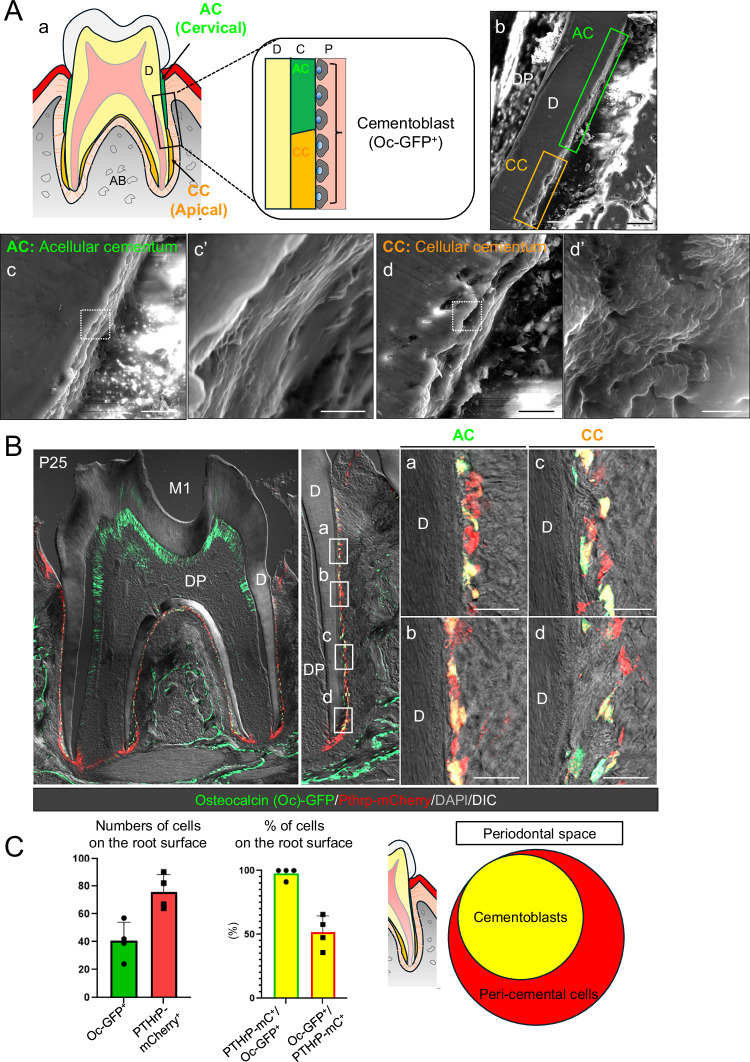
PTHrP-expressing cementoblasts on acellular and cellular cementum in mouse molars. **A** Scanning electron microscopy (SEM) images of the AC and CC. Mandibular first molar (M1) section of C57BL/6J at postnatal day (P) 25. (a) Schematic overview of the tooth root. (b) SEM image of mid-root surface showing the AC-CC transition zone. Green and orange labels/boxes indicate AC and CC regions, respectively. High magnification of AC (c, c′) and CC (d, d′). Dashed boxes indicate regions shown at higher magnification. Scale bars*:* 500 µm (b), 20 µm (c,d), and 10 µm (c’, d’). D dentin, C cementum, P periodontal ligament space, AB alveolar bone, AC acellular cementum, CC cellular cementum. **B** Pthrp-mCherry expression in mandibular first molar (M1) of *Pthrp*^*mCherry/+*^*; Oc-GFP* mice at P25. Enlarged distal-root image (middle). Higher magnification of AC (a, b) and CC (c, d). Green: Oc-GFP, red: Pthrp-mCherry, gray: DAPI/DIC. Scale bars: 25 µm. M1 mandibular first molar, DP dental pulp. **C** Quantification and summary schematic. Bar graphs show the number of Oc-GFP⁺ and Pthrp-mCherry⁺ cells per root surface (left) and the percentages of Pthrp-mCherry⁺ cells among Oc-GFP⁺ cells (right, green line), and Oc-GFP⁺ cells among Pthrp-mCherry⁺ cells (right, red line) (mean ± s.d., *n* = 4 mice per group). Dots represent individual mice. The schematic depicts the relationship between the two populations. Yellow: Oc-GFP⁺Pthrp-mCherry⁺ cementoblasts, Red: Oc-GFP^neg^Pthrp-mCherry^+^ cells. Representative images of at least three independent biological samples are shown in the figures.

The observed structural heterogeneity suggests region-specific cementogenic activity along the root surface. To further define these regions at the cellular level, we analyzed PTHrP expression in cementoblasts using *Osteocalcin (Oc)-GFP; Pthrp*^*mCherry/+*^ double-reporter mice. Oc-GFP labels mineralized matrix-producing cells, including cementoblasts, osteoblasts, and odontoblasts, but not periodontal ligament (PDL) fibroblasts^23^. In contrast, Pthrp-mCherry specifically marks cementoblasts and their precursor cells on the root surface, but not osteoblasts or odontoblasts^13,20^. Thus, Oc-GFP^+^Pthrp-mCherry^+^ double-positive cells identify mature cementoblasts, whereas Oc-GFP^neg^PthrP-mCherry^+^ cells represent their precursors.

At the onset of cementogenesis (P6), Pthrp-mCherry^+^ cells were localized in the dental follicle (DF), negative for Oc-GFP, and distinct from cytokeratin 5 (CK5)^+^ epithelial cells of the HERS (Fig. S1A-a). By P15, when the tooth root was approximately half-formed, a subset of Pthrp-mCherry^+^ cells on the root surface began expressing Oc-GFP, while those near the apical area largely remained Oc-GFP^neg^ (Fig. S1A-b), confirming that our double-reporter system effectively distinguishes cementoblasts from their precursors.

At P25, most Pthrp-mCherry^+^ cells directly adjacent to the cementum surface were Oc-GFP^+^, while surrounding cells included both Oc-GFP⁺ and Oc-GFP^neg^ populations (Fig. 1B, a–d). Notably, Oc-GFP^neg^Pthrp-mCherry^+^ single-positive cells were particularly enriched in the apical region. Quantitative analysis revealed an average of 41 ± 14 Oc-GFP⁺ cells and 76 ± 12 Pthrp-mCherry^+^ cells per root surface, with nearly all Oc-GFP^+^ cells co-expressing Pthrp-mCherry (97.8 ± 4.2%), whereas approximately half of Pthrp-mCherry^+^ cells were Oc-GFP^+^ (51.7 ± 12.9%) (*n* = 4; mean ± s.d.) (Fig. 1C). These findings indicate that Oc-GFP^+^ cementoblasts constitute a substantial subset of the Pthrp-mCherry^+^ population on the root surface. The pattern persisted through 8 weeks of age (Fig. S1A-c).

Collectively, these results demonstrate that the Pthrp-mCherry and Oc-GFP double-reporter system reliably and efficiently identifies cementoblasts associated with both AC and CC, as well as peri-cementoblast populations across distinct stages of tooth root formation.

### Spatial transcriptomic mapping identifies two cementoblast subtypes

To comprehensively define the transcriptomic landscape of cementoblasts, we generated a cellular-resolution spatial transcriptomic map of the murine mandible at P25. We employed the 10X Genomics Visium HD platform, consisting of 2 × 2 µm barcoded grids; all downstream analyses were performed using standard 8 × 8 µm grids bins. Initial quality assessment confirmed that our dataset met high sequencing and spatial integrity standards (Fig. S2A).

The spatial transcriptomic profiles successfully resolved distinct periodontal tissue compartments, including odontoblasts (red), dental pulp cells (purple-blue), and periodontal ligament fibroblasts (green) (Fig. 2A). In contrast, cementoblasts and alveolar bone osteoblasts were initially grouped into unified clusters (brown and magenta), reflecting the overall transcriptomic similarity.

**Fig. 2:**
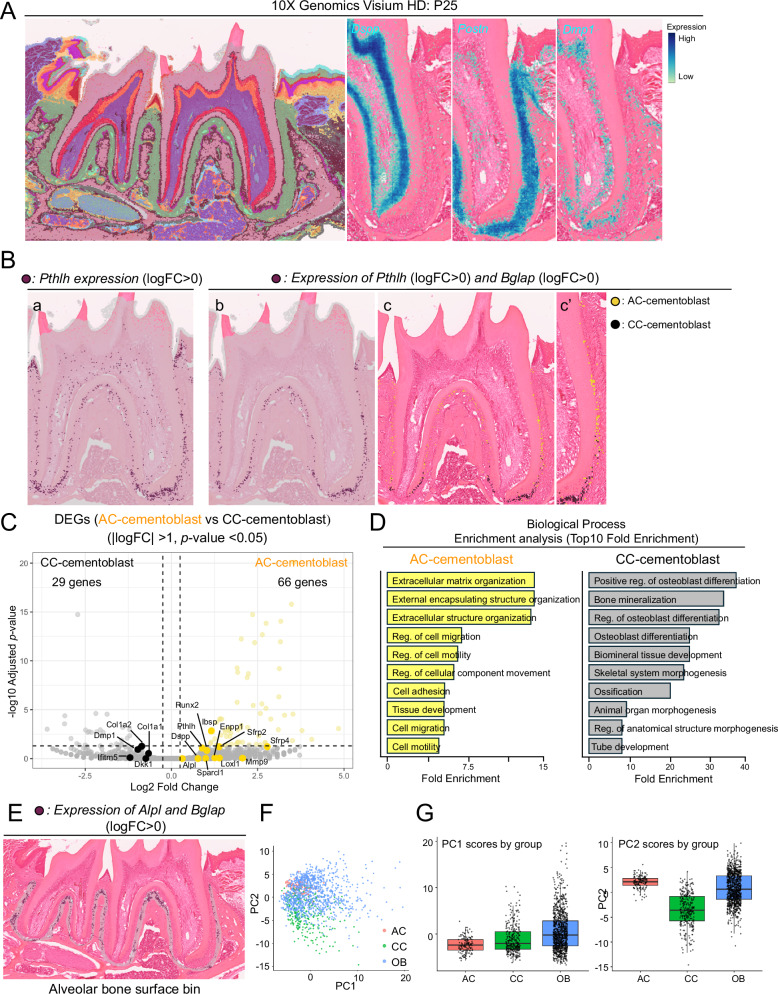
Spatial transcriptomic mapping identifies two cementoblast subtypes. **A** Tissue-level clustering and marker expression in Visium HD (8 × 8 µm bins). Left: Unsupervised clustering resolves the major cell types constituting teeth and surrounding tissues, including odontoblasts (red), dental pulp cells (purple–blue), and PDL fibroblasts (green). Right: representative marker gene expression. *Dspp* marks odontoblasts, *Postn* marks PDL fibroblasts, and *Dmp1* marks cementoblasts and osteoblasts. **B** Cementoblast subsetting and subclustering. (a) *Pthlh* expression (logFC > 0). (b) Co-expression of *Pthlh* and *Ibsp* (logFC > 0) delineates cementoblasts along the root surface. (c, c’) Subclustering of cementoblasts. Yellow: AC-cementoblasts, Black: CC-cementoblasts. (c’) shows a higher-magnification view of (c). **C** Volcano plot showing differentially expressed genes (DEGs) between two cementoblast subtypes. (|log₂FC| > 1; *p* < 0.05) Yellow and gray points indicate genes enriched in AC-cementoblasts and CC-cementoblasts, respectively. Highlighted genes are mineralization-associated genes. Statistical significance was assessed using the 10x Genomics differential expression pipeline based on a negative binomial test, and *p* values were adjusted for multiple comparisons using the Benjamini–Hochberg procedure. **D** Top 10 enriched Gene Ontology (GO) terms stratified by fold enrichment. Yellow and gray bars indicate GO terms enriched in AC-cementoblasts and CC-cementoblasts, respectively. **E** Alveolar bone osteoblast subsetting. Co-expression of *Alpl* and *Bglap* (logFC > 0) within alveolar bone surface bin. **F** PCA plot (PC1 vs PC2) of Visium HD spots classified as AC- and CC- forming cementoblasts and alveolar bone osteoblasts (OB). Red: AC, green: CC, blue: OB. **G** Boxplots of PC1 and PC2 scores for AC, CC, and OB. The center lines indicate the median. The box limits indicate the 25th and 75th percentiles. The whiskers indicate the most extreme data points within 1.5 times the interquartile range. Dots represent individual Visium HD bins. No statistical test was performed; the plots are shown for descriptive visualization of the distribution of PC scores across groups.

To refine the identification of cementoblasts, we subset the dataset using *Pthlh* and *Bglap* expression, guided by our findings from the *Pthrp-mCherry; Oc-GFP* double-reporter model. Applying a positive expression threshold (logFC > 0) for both *Pthlh* and *Bglap* specifically delineated cementoblasts along the tooth root surface (Fig. 2B-a,b). Subsequent subclustering revealed two spatially distinct cementoblast populations: those adjacent to the cervical (AC-cementoblasts, yellow) and those localized near the apical cellular cementum (CC-cementoblasts, black) (Fig. 2B,c).

Analysis of differentially expressed genes (DEGs) identified 66 and 29 genes that were upregulated in AC-cementoblasts and CC-cementoblasts, respectively (log_2_FC > 1, *p* < 0.05) (Fig. 2C). The 66 DEGs enriched in AC-cementoblasts included *Ibsp*, a known marker for cementoblasts^23,24^, and genes related to extracellular matrix (ECM) organization and cell-matrix interactions, including *Aspn*, *Htra1*, *Thbs2-4*, and *Timp2-3*, as well as those related to fibrous matrix, including *Postn*, *Tnn*, and collagens-encoding genes. By highlighting several genes pertinent to mineralization in the plots to denote potential functional differences between AC and CC, we found that mature osteoblast-related genes including *Ifitm5* and *Dmp1* were relatively enriched in CC-cementoblasts (Fig. 2C). Gene Ontology (GO) enrichment analyses revealed that AC-cementoblasts were enriched for the terms related to cell dynamics and development, including cell migration/motility and tissue development programs, while CC-cementoblasts were enriched for those related to mineralization (Fig. 2D). This could indicate that AC-cementoblasts are primed to orchestrating periodontal attachment-interface remodeling through cell mobilization.

Historically, cementoblasts have often been compared to osteoblasts^16^. To define the cementoblast-osteoblast relationship, we further extracted alveolar bone osteoblasts (OB) by creating a band-like spatial bin along the alveolar bone surface and selecting *Alpl*^*+*^*Bglap*^*+*^ cells (*Alpl*: logFC>0 AND *Bglap*: logFC>0) (Fig. 2E). Principal component analysis (PCA) revealed that AC- and CC-cementoblasts segregated clearly along PC2, indicating their distinct transcriptional identities (Fig. 2F, G red: AC, green: CC). In contrast, OB overlapped substantially with both AC- and CC-cementoblasts (Fig. 2F, G, blue: OB), consistent with the notion that alveolar bone osteoblasts represent a heterogeneous cell population that shares a core matrix-producing program with cementoblasts. Pairwise differential gene expression analysis revealed that AC-cementoblasts were enriched for tooth- and cementum-associated genes, including *Pthlh*, the dental follicle marker *Spon1*, dentin matrix genes such as *Dsp*, and Wnt-related components, including *Wnt5a* and *Fzd1* (Fig. S3). In contrast, alveolar bone OBs were relatively enriched for canonical osteoblast markers (e.g., *Alpl*), extracellular matrix and adhesion-related genes (e.g., *Thbs1*, *Serpine2*, *Ccdc80*, *Col13a1*), as well as remodeling-associated markers (e.g., *Acp5*). Moreover, compared with CC-cementoblasts, alveolar bone OBs showed higher expression of perivascular and basement membrane-associated genes (e.g., *Rgs5*, *Col4a1*, *Olfml2a*) (Fig. S3), reflecting the dynamic bone-surface microenvironment in the alveolar bone. Together, these analyses indicate that AC- and CC-cementoblasts broadly share fundamental matrix-producing features with alveolar bone osteoblasts, while maintaining distinct cementoblast-specific features, including expression of *Pthlh* and Wnt-related components.

Collectively, our cellular-resolution spatial transcriptomic analysis identifies the unique properties and spatial arrangement of AC-forming cementoblasts in murine molars.

### Single-cell transcriptomics defines two cementoblast subtypes and their origin

Building on the spatial transcriptomic findings, we next investigated the ontogeny and hierarchy of the cementoblast lineage using single-cell transcriptomics. To this end, we utilized the *Pthrp-mCherry* knock-in allele, which marks cementoblasts and their precursor cells along the tooth root across multiple developmental stages. Pthrp-mCherry^+^ cells were isolated by fluorescent-activated cell sorting (FACS) at P15 (completion of AC formation), P25 (onset of CC formation), and 8 weeks (maturation), followed by single-cell RNA-sequencing (scRNA-seq). 

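Sorted cells pooled from mandibles gave a single library per time point (P15, P25 and 8 weeks), so no time point had a replicate and no difference between time points was tested. For each library, the authors deposited the counts of unique molecular identifiers (UMIs) per gene and cell that Cell Ranger gave, without normalization. The P15 library held 12926 cells with 188157997 UMIs, a median of 14253.5 UMIs per cell. The P25 library held 8971 cells with 169712592 UMIs, a median of 15834 per cell. The 8-week library held 5192 cells with 46234378 UMIs, a median of 8712.5 per cell. The counts of P15 and 8 weeks came from Cell Ranger 6.1.2, and those of P25 from version 6.0.1 with a larger gene reference. The software version and gene reference therefore cannot be told apart from the P25 time point. The 21446 gene identifiers shared by the 3 libraries were used, and the P6 library was not analysed here. Cells were clustered with Seurat after integration of the libraries by reciprocal PCA, where the study used LIGER. All deposited cells were kept, possible doublets included. UMIs were then summed per library and class of cells and given as CPM, scaled by the total of the summed UMIs. Shares and CPM of single libraries are given with exact 95% intervals (Clopper-Pearson for shares, Poisson for CPM), which cover counting error only.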

We then computationally integrated these datasets with a previously published Pthrp-mCherry dataset from P6 [GSE120108]^13^ using LIGER^25,26^ (Fig. 3A). This approach enabled the reconstruction of a developmental trajectory from precursor to mature cementoblasts by capturing transcriptomic snapshots spanning sequential stages of tooth root formation. Because later-stage samples (P25 and P8W) were expected to be enriched for CC-associated cementoblasts, we anticipated that this integration would facilitate the identification of AC-specific transcriptional features.

**Fig. 3:**
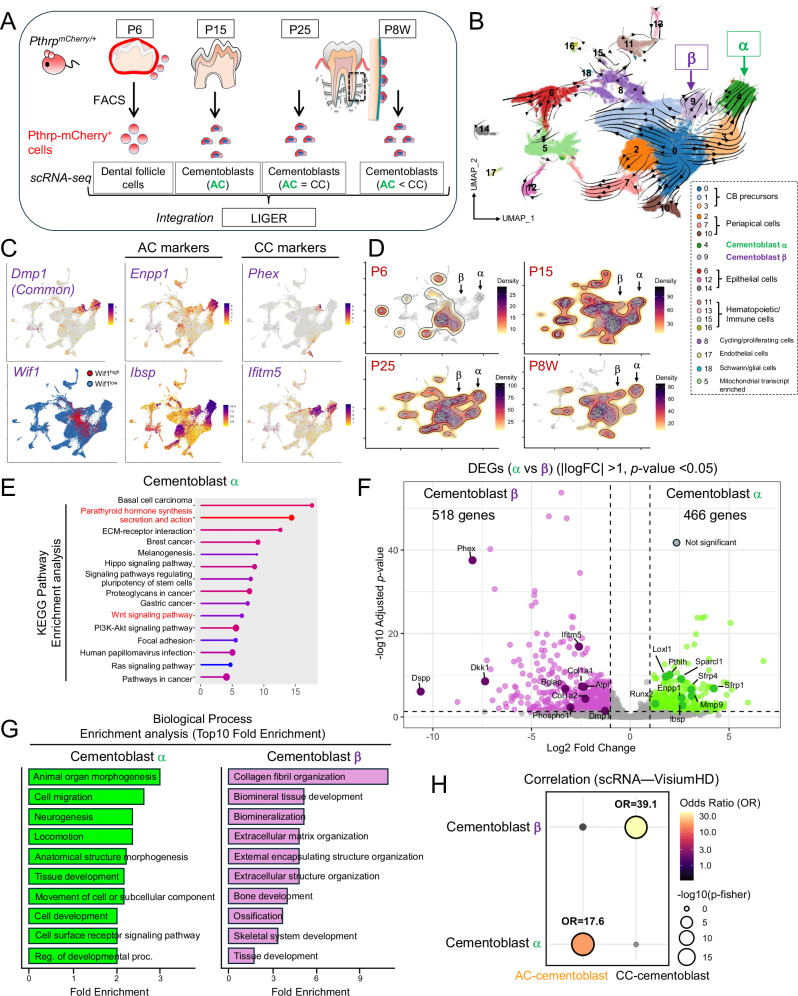
Single-cell transcriptomics defines cementoblast subtypes and their origin. **A** Experimental design. Pthrp-mCherry⁺ cells were FACS-isolated at P15 (AC formation), P25 (onset of CC formation), and 8 weeks (maturation) and integrated with our published P6 dataset (GSE120108) using LIGER. **B** UMAP plot of the integrated clusters with RNA velocity vectors (black arrows) indicating the inferred developmental trajectory from progenitors toward differentiated states. **C** Representative marker gene expression. Feature plots of *Dmp1* (pan-cementoblast), *Enpp1, Ibsp* (AC-associated cementoblast), *Phex*, and *Ifitm5* (CC-associated cementoblast). *Wif1*^*high*^ is highlighted in red (scaled expression ≥1.5). **D** Density plot showing distribution of cells at each time point. P6: enriched for precursors; P15: contributed predominantly to Cementoblastα (AC formation); P25: additionally populated *Cementoblast β* (onset of CC formation); 8 W: contributed comparably to both subtypes. **E** Top 15 enriched KEGG pathway terms of Cementoblast α DEGs. **F** Volcano plot showing DEGs between Cementoblast α and β. (|log₂FC| > 1; *p* < 0.05). Highlighted are the identical mineralization-related gene sets as in the spatial dataset. The DEGs were determined by runPairwiseDEG() in rliger. The default pseudo-bulk method was used, which aggregates cells by biological replicate and applies the DESeq2 Wald test. Adjusted *p* values are shown. **G** Top 10 enriched GO terms of Cementoblast α and *β* stratified by fold enrichment. **H** Jaccard indices comparing single-cell and Visium HD DEG sets between cementoblast subtypes. Cementoblast α and β (single-cell) correlated with AC-cementoblast and CC-cementoblast (spatial), respectively. Statistical significance of overlap was assessed using two-sided Fisher’s exact tests, with *p* values adjusted by the Benjamini-Hochberg method.

The integrated dataset revealed substantial heterogeneity within the PTHrP^+^ cementoblast lineage. In total, 29,190 Pthrp-mCherry^+^ cells were analyzed (P6: 2101, P15: 12,926, P25: 8971, 8W: 5192 cells), which were distributed across 19 clusters. These included matrix-producing cementoblasts (Clusters 4, 9; *Dmp1/Enpp1/Ibsp and Dmp1/Ifitm5/Phex*), cementoblast precursors (Clusters 0, 1, 3; *Ogn/Cxcl12/Sfrp1, Pcp4/Vcan/Bambi/ Crabp1, and Alpl/Thbs4/Col16a1*), and periapical cells (Clusters 2, 7, 10; *Nts/Hand2/Alx1, Itgbl1/Htra1/Col18a1, and Mgp/Nrp1/Prrx1*), along with minor populations of epithelial and hematopoietic/immune cells. 

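Clustering on 2000 variable genes gave 35 clusters over the 3 libraries. The clustering genes left out 43 genes that the paper names in its results, so that these could be compared between clusters. Clusters were named by the markers of Table S1, which the study drew from these libraries and the P6 library, and the names are therefore not independent of the study. The rule that scored the markers was set after the clusters had been seen. It named 31 clusters and left 4 unnamed, which held 21.7% of the cells at P15, 18.7% at P25 and 18.2% at 8 weeks. Precursor 0-like cells made up 4.05% of the cells at P15, 7.17% at P25 and 8.21% at 8 weeks. The corresponding shares were 7.61%, 6.71% and 12.9% for Precursor 1-like cells and 7.97%, 2.95% and 1.54% for Precursor 3-like cells. Periapical-like cells made up 14.2%, 25.8% and 26.7% in the same order. Epithelial-like cells made up 11.4% of the cells at P15 and 2.56% at 8 weeks, and myeloid-like cells 8.00% and 0.616%. The size of the Precursor 0-like class depended on the clustering. It held 523 cells at P15, but from 1187 (libraries merged without integration) to 1789 (3000 variable genes) where the clustering was changed and the class was named. At 8 weeks it held 426 cells, but 37 with each library clustered by itself.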

(Figs. 3B, S4A and Table S1). 

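The naming rule called 3 of the 35 clusters matrix-producing cementoblasts. A pair of clusters with 1204 and 992 cells carried the name Cementoblast α-like, and a single cluster of 1132 cells the name Cementoblast β-like. P15 contributed 61.3% of the cells of the larger α-like cluster, called early here. The smaller α-like cluster, called late here, drew 3.12% of its cells from P15, 52.0% from P25 and 44.9% from 8 weeks. Among the 10 genes with the largest fold in the late cluster, 2 were α-like markers and 2 were periapical markers. Bglap, which encodes osteocalcin, was at 43.6 CPM at P25 and 157 CPM at 8 weeks in the late cluster. The early cluster held 6173 and 7768 CPM of it, and a periapical-like cluster 55.9 and 129 CPM. The paper reads Pthrp-mCherry cells without Oc-GFP as precursors. Whether the late cluster holds mature cementoblasts therefore stays open. The late cluster lost its name when the libraries were merged without integration or joined by gene symbol, because 3 periapical markers then stood against 2 α-like ones. In the β-like cluster, 4 of those 10 genes were β-like markers and 2 were odontoblast markers, Dmp1 being in both lists. All 11 markers of the α-like and β-like classes, Bglap included, were among the clustering genes. They are not reported as results, and Bglap is given only to describe the late cluster.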

Notably, *Dmp1*^*+*^ matrix-producing cementoblasts formed two discrete clusters: one expressing known cementoblast markers (*Enpp1*, *Ibsp*) (Cluster 4) and the other expressing mature osteoblast-related markers (*Ifitm5, Phex*) (Cluster 9) (Fig. 3C, center and right panels). For clarity, we designated the *Enpp1*^+^/*Ibsp*^+^ cluster as Cementoblast α and the *Ifitm5*^+^/*Phex*^+^ cluster as Cementoblast β.

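Wif1 (ENSMUSG00000020218) lies on chromosome 10 of GRCm38 from 121033960 to 121100650 in the GENCODE annotation and was left out of the clustering genes. It reached 3741 CPM (interval 3701 to 3781) in Precursor 0-like cells at P15, 6905 CPM (6857 to 6954) at P25 and 7333 CPM (7252 to 7414) at 8 weeks. All other cells of the same libraries held 2261, 3113 and 4869 CPM. The mean log2 ratio over the 3 libraries was 0.82 ± 0.29 (SD, n = 3 libraries). When each library was clustered by itself, this mean became -0.66, because the 37 cells then named Precursor 0-like at 8 weeks gave a log2 ratio of -3.46. Summed, the unnamed clusters held 4727 CPM at P15, 7452 CPM at P25 and 10870 CPM at 8 weeks, more than Precursor 0-like cells. At P15, the unnamed clusters held 6672, 4379, 3883 and 1768 CPM. At P25 they held 8874, 6772, 6280 and 3650 CPM, and 3 of the 4 lay below Precursor 0-like cells. At 8 weeks, those with at least 20 cells held 11970, 9387 and 4369 CPM. The cluster with the highest Wif1 level was unnamed at every time point, and 1 unnamed cluster lay below Precursor 0-like cells at every time point. Ranked by Wif1 CPM, the Precursor 0-like cluster was number 4 of 34 clusters at P15, 2 of 29 at P25 and 3 of 22 at 8 weeks. Cementoblast α-like cells held 2723, 2814 and 3622 CPM in the same order, and Cementoblast β-like cells 2237, 1623 and 987 CPM. With each cell thinned to 3000 UMIs, a Wif1 UMI was found in 98.1% of Precursor 0-like cells at P15, 99.7% at P25 and 100% at 8 weeks. Without thinning this share was 100% at every time point. Immune-like cells, which served as background, had a thinned share of 35.8%, 30.5% and 37.0% and an unthinned share of 61.4%, 59.2% and 65.8%. The median depth before thinning was 16470 UMIs in Precursor 0-like and 8401 UMIs in immune-like cells at P15. At P25 these depths were 16490 and 13280 UMIs, and at 8 weeks 10060 and 7379 UMIs. Thinning left out 3499 of the 27089 cells, which held fewer UMIs.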

RNA velocity analysis using VeloVAE^27^ predicted a putative developmental cell origin in Cluster 0 (blue cluster) (Fig. 3B), which exhibited high expression of *Wnt inhibitory factor 1* (*Wif1*) (Fig. 3C, left bottom panel, Fig. S4B). This suggests that *Wif1⁺* cells may serve as precursor cells that give rise to both Cementoblast α and β subtypes.

To further explore developmental dynamics, we examined the distribution of cells from each time point within the integrated dataset. As expected, P6 cells were composed predominantly of precursor populations with minimal contribution to either Cementoblast α or β (Fig. 3D, upper left). By P15, cells contributed extensively to Cementoblast α, consistent with the timing of AC formation (Fig. 3D, upper right). 

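Of the 12926 cells at P15, 769 were Cementoblast α-like (5.95%, interval 5.55% to 6.37%) and 219 were Cementoblast β-like (1.69%, interval 1.48% to 1.93%). The α-like cells made up 77.8% (75.1% to 80.4%) of the cells of both classes together. Of the alternatives set before the data were examined, merging the libraries without integration moved this share most, to 83.3%. Without the early α-like cluster, an alternative chosen after the results were seen, the share was 12.4%. The early α-like cluster held 738 of the α-like cells and the late α-like cluster 31.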

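Of the 8971 cells at P25, 815 were Cementoblast α-like (9.09%, interval 8.50% to 9.70%) and 588 were Cementoblast β-like (6.55%, interval 6.05% to 7.09%). The α-like cells made up 58.1% (55.5% to 60.7%) of both classes together. This share rested on the late cluster, which held 516 of the α-like cells. Without that cluster, an alternative chosen after the data were seen, the α-like share of both classes was 33.7%. The early cluster alone made up 3.33% of the cells (2.97% to 3.73%).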

At P25, cells also contributed substantially to Cementoblast β, reflecting the onset of CC formation (Fig. 3D, lower left). 

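Of the 5192 cells at 8 weeks, 612 were Cementoblast α-like (11.8%, interval 10.9% to 12.7%) and 325 were Cementoblast β-like (6.26%, interval 5.62% to 6.95%). The α-like cells made up 65.3% (62.2% to 68.4%) of both classes together, and 33.9% without the late cluster. The late cluster made up 8.57% (7.82% to 9.37%) of the cells at 8 weeks, 5.75% (5.28% to 6.25%) at P25 and 0.240% (0.163% to 0.340%) at P15. The shares of both α-like clusters and of the β-like cluster are plotted by time point.

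**Figure D1:**
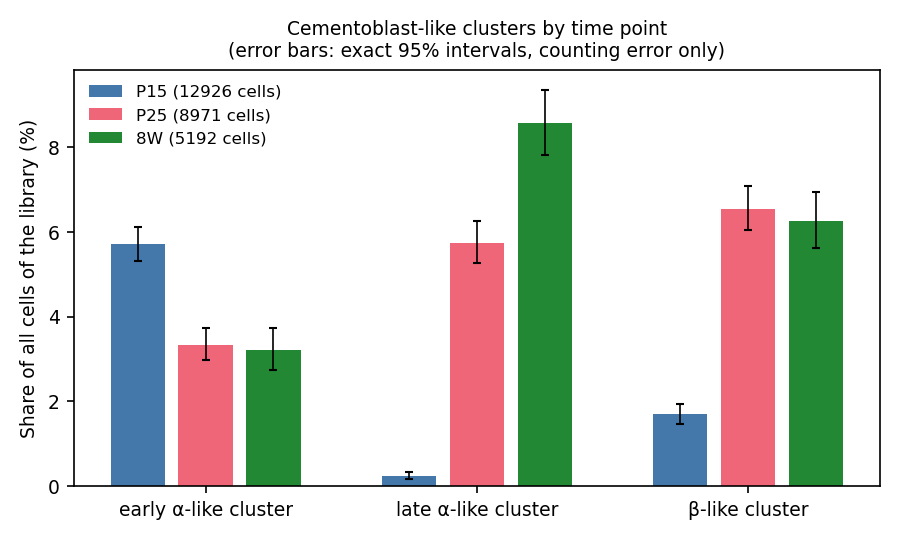
Share of all cells of a library (%) in the early α-like, late α-like and β-like clusters at P15, P25 and 8W, with exact 95% intervals that cover counting error only. The early cluster is at 5.71% at P15 and 3.22% at 8W, the late cluster at 0.240% and 8.57%, and the β-like cluster at 1.69% and 6.26%.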

At 8 weeks, cells contributed comparably to both clusters (Fig. 3D, lower right). These temporal shifts delineate a clear developmental trajectory from PTHrP^+^ precursors to mature cementoblasts during root elongation, capturing the ontogenic transition of AC- to CC-forming populations.

We next characterized the molecular distinctions between Cementoblast α and β. KEGG pathway analysis of cluster-specific DEGs (one-vs-all) revealed both shared and unique functional signatures (Figs. 3E and S4C). Both Cementoblast α and β subtypes were enriched for *parathyroid hormone synthesis, secretion and action* (mmu04928), consistent with their shared PTHrP expression. In contrast, only Cementoblast α was enriched for *Wnt signaling pathway* (mmu04310) (Figs. 3E and S4C); for example, *Wnt5a* was elevated in Cementoblast α compared to Cementoblast β (Fig. S4D).

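Pthlh (ENSMUSG00000048776), which encodes PTHrP, lies on chromosome 6 from 147252101 to 147264183. It reached 647 CPM (interval 632 to 662) in Cementoblast α-like cells at P15, 547 CPM (533 to 561) at P25 and 604 CPM (583 to 624) at 8 weeks. Cementoblast β-like cells held 138 CPM (128 to 149), 166 CPM (159 to 172) and 178 CPM (164 to 194) of Pthlh in the same order. In immune-like cells, Pthlh was at 32.3 CPM (29.3 to 35.4) at P15, 48.1 CPM (41.6 to 55.3) at P25 and 6.57 CPM (0.796 to 23.7) at 8 weeks. Both classes of cementoblasts were thus above this background at every time point.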

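Each of the 5 Wnt genes of Fig. S4D was tested on counts summed per library and class, 6 sums in all, with edgeR's quasi-likelihood test. The classes were built from the same cells, and these 5 genes were left out of the clustering genes. Named genes were called by an adjusted p under 0.05 alone, with no threshold on the size of the fold change. Wnt5a (ENSMUSG00000021994, chromosome 14 from 28504750 to 28527448) had a log2 fold change of 2.33 in Cementoblast α-like against β-like cells (standard error 0.25, adjusted p = 0.00198 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was higher in 3 of 3 libraries. Its level, normalized by edgeR's TMM method, was 681 CPM in α-like and 108 CPM in β-like cells at P15, 630 and 98.6 CPM at P25, and 635 and 180 CPM at 8 weeks. Wnt7b (log2 fold change 2.19, adjusted p = 0.00726) and Wnt5b (1.44, adjusted p = 0.0287) were also higher in α-like cells by the same edgeR test. Wnt6 (-1.34, adjusted p = 0.0139) and Wnt10a (-0.74, adjusted p = 0.0325) were lower by the same edgeR test. Adjusted over the list alone, 3 genes were called higher and 2 lower, the same numbers as over all genes tested. The study chose this list on these libraries, so the count adjusted over the list alone is not independent evidence. Without the P25 library, no gene of the list passed the threshold, and the adjusted p of Wnt5a from the edgeR test was 0.0636. The log2 fold changes were then 2.19 for Wnt5a, 2.58 for Wnt7b, 1.43 for Wnt5b, -1.18 for Wnt6 and -0.59 for Wnt10a. Without the 8-week library, Wnt5b (0.136), Wnt6 (0.0667) and Wnt10a (0.115) failed that edgeR test, and without the P15 library Wnt7b (0.0654) and Wnt10a (0.0514). Of the other alternatives, the late α-like cluster mattered most for Wnt10a, whose log2 fold change was -0.25 without that cluster (adjusted p = 0.432 from edgeR).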

Pairwise DEG analysis identified 466 and 518 genes upregulated in Cementoblast α and β, respectively (log₂FC > 1, *p* < 0.05). 

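In the edgeR test of 11440 genes, 514 genes were higher in Cementoblast α-like and 580 in Cementoblast β-like cells, with an adjusted p under 0.05 and a log2 fold change above 1 in size. These counts include 81 and 149 genes that were used for clustering or naming, whose differences follow in part from the way the classes were built. The genes not used for either numbered 10493, of which 433 were higher in α-like and 431 in β-like cells. Over all genes tested and without the threshold on size, the counts were 793 and 975. Leaving out the P25 library left 23 and 53 genes, and leaving out the 8-week library 211 and 275. With the DESeq2 Wald test that the study used, 633 and 756 genes passed. The summed UMIs of a class ranged from 3189557 in β-like cells at 8 weeks to 16512357 in β-like cells at P25. Scaled by total counts, the median gene lay 0.27 higher on the log2 scale in α-like than in β-like cells, and edgeR's TMM normalization brought this median to 0.02. The fold changes are given relative to the TMM scaling. Among genes not used for clustering or naming, with at least 50 CPM in the higher class and the same direction in 3 of 3 libraries, the 5 largest log2 fold changes towards α-like cells were those of Serpini1 (4.47), Adgrl3 (4.45), Cttnbp2 (4.39), Dchs2 (4.24) and Sfrp2 (4.08). Sfrp2 was carried by the early cluster, and its log2 fold change was -0.59 when α-like cells were taken from the late cluster only. Towards β-like cells, the 5 largest were those of Sema3e (-7.19), Tcea3 (-4.89), Dtna (-4.74), Lurap1l (-4.32) and Nell1 (-4.15). The adjusted p of these 10 genes lay between 0.000261 and 0.0101 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without the P25 library, Serpini1, Adgrl3, Cttnbp2 and Dchs2 no longer passed the threshold in that edgeR test, with adjusted p from 0.0725 for Serpini1 to 0.126 for Dchs2. Their log2 fold changes were then 4.54, 4.32, 4.31 and 4.12.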

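The paper's text names 11 genes as elevated in AC-cementoblasts of the spatial data that did not serve to name the α-like or β-like class. In the edgeR comparison, 8 of these 11 genes were higher and 3 were lower in Cementoblast α-like than in β-like cells. Timp3 (log2 fold change 3.76, standard error 0.53, adjusted p = 0.00672) and Thbs4 (3.66, standard error 0.49, adjusted p = 0.00535) rose most in edgeR's quasi-likelihood test and were higher in 3 of 3 libraries. Postn (2.81, adjusted p = 0.0291) and Thbs2 (0.97, adjusted p = 0.0258) also passed the threshold on adjusted p, which alone set the calls of named genes. With the library as a block, however, the adjusted p of Postn from edgeR was 0.063. Tnn (2.22, adjusted p = 0.182) and Timp2 (0.48, adjusted p = 0.235) did not pass it, and Timp2 did with the block (adjusted p = 0.0195 from edgeR). Thbs3 was lower in α-like cells (-1.30, adjusted p = 0.0297 from the same edgeR test). Aspn (-1.09, adjusted p = 0.215) and Htra1 (-0.74, adjusted p = 0.31) did not pass the threshold of that edgeR test. Runx2 and Pthlh, the remaining 2 of the list, were higher and passed it. Without the P25 library, none of the 7 genes that passed did so, with adjusted p from edgeR between 0.0725 for Pthlh and 0.188 for Postn. The 7 genes kept their direction, with log2 fold changes of 3.54 for Timp3, 3.49 for Thbs4, 2.92 for Postn and -1.36 for Thbs3. Those of Thbs2, Runx2 and Pthlh were 1.18, 1.23 and 1.75. Without the 8-week library, Postn (0.163), Thbs2 (0.0763), Thbs3 (0.2) and Runx2 failed the edgeR test. Without the P15 library, Thbs2 failed it (0.1) and Tnn passed it (0.00851). Tnn and Htra1 also served as markers of the periapical-like class and Thbs4 of the Precursor 3-like class. The levels of Aspn, Htra1 and Tnn at P15 were not above background, since immune-like cells held 142, 35.6 and 52.5 CPM of them, against 28.2, 15.5 and 50.0 CPM in α-like and 46.0, 41.7 and 54.6 CPM in β-like cells by total counts. Median depths at P15 were 8401 UMIs in immune-like, 14480 in α-like and 22810 in β-like cells. At P25, Aspn and Htra1 were not above background beyond counting error either. Immune-like cells then held 45.9 and 46.4 CPM of them, α-like cells 16.8 and 32.9 CPM, and β-like cells 52.8 and 49.8 CPM. Aspn was not above background at 8 weeks, whereas Htra1 at 8 weeks and Tnn at P25 and 8 weeks were. The late α-like cluster alone gave Thbs4 a log2 fold change of 0.52 (adjusted p = 0.66 from edgeR). At resolution 0.5, where the late cluster joined a periapical-like one, Htra1 turned to 0.33. Without the late cluster, Thbs3 was at -0.65 (adjusted p = 0.464 from edgeR).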

The resulting volcano plot highlighted representative DEGs consistent with those identified in the spatial dataset (Fig. 3F). For example, *Ibsp*, *Runx2*, and *Pthlh*, relatively elevated in AC-cementoblasts in the spatial analysis (Fig. 2C), were enriched in Cementoblast α, whereas mineralization-associated genes (*Col1a1*, *Ifitm5*, *Phex*) were enriched in Cementoblast β. 

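Of the 13 genes labelled in Fig. 3F that were not naming markers, 12 passed the low-count filter and 11 of these lay on the side of Fig. 3F. Runx2 (log2 fold change 1.17, standard error 0.17, adjusted p = 0.00509) and Pthlh (1.63, standard error 0.19, adjusted p = 0.00253) were higher in Cementoblast α-like cells in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in 3 of 3 libraries each. Loxl1 (1.66), Sparcl1 (2.86), Sfrp4 (3.11) and Mmp9 (3.43) also passed the threshold. Sfrp4 rested on the early cluster (log2 fold change -0.18 from the late cluster only) and Mmp9 on the late one (0.53 without it). Immune-like cells held 447 CPM of Mmp9 at P15, 69.7 CPM at P25 and 296 CPM at 8 weeks, against 19.3, 57.9 and 57.1 CPM in α-like cells. Sfrp1 had a log2 fold change of -1.11 (standard error 0.39, adjusted p = 0.105 from edgeR) and was lower in α-like cells in 3 of 3 libraries. Its adjusted p was 0.0344 with the DESeq2 Wald test and 0.00191 with edgeR without the P15 library. Sfrp1 also served as a marker of the Precursor 0-like class and Alpl of the Precursor 3-like class. The Sfrp1 level of immune-like cells was above that of both classes at P15 (49.7 CPM) and at P25 (30.4 CPM), and at 8 weeks (13.1 CPM, interval 3.58 to 33.7) its interval overlapped that of β-like cells. Towards β-like cells, Alpl (-3.26, standard error 0.23, adjusted p = 0.000484 from edgeR) kept its call with any 1 library left out. Col1a1 (-2.76, adjusted p = 0.00635), Col1a2 (-2.51, adjusted p = 0.0107), Phospho1 (-3.32, adjusted p = 0.00761) and Dkk1 (-6.44, adjusted p = 0.00919) passed the same edgeR test. The α-like sums held 2 Dkk1 UMIs at P15, 0 at P25 and 1 at 8 weeks, so its fitted value depends on the prior count. By total counts, the Dkk1 level of β-like cells was 114 times that of α-like cells at P15 (interval 30.6 to 952), at least 8.36-fold higher at P25 and 43.3 times at 8 weeks (interval 7.08 to 1777). Dspp did not pass the low-count filter. DESeq2, which tested it, gave a log2 fold change of -8.45 (adjusted p = 0.000194 from its Wald test), and edgeR without that filter gave -8.23, which did not pass the threshold (adjusted p = 0.0997). Adjusted over the list alone, 6 genes were called higher and 6 lower, against 6 and 5 over all genes tested, but the study chose the list on these libraries. Without the P25 library, adjusted p in edgeR rose above the threshold for Runx2 (0.0833), Pthlh (0.0725), Loxl1 (0.087), Sparcl1 (0.126), Sfrp4 (0.143), Mmp9 (0.117), Col1a1 (0.0963), Col1a2 (0.126) and Phospho1 (0.119). Each kept its direction, with log2 fold changes of 1.23, 1.75, 1.5, 2.65, 3.06, 3.35, -2.32, -2.01 and -2.94 in that order. Without the 8-week library, adjusted p in edgeR rose above the threshold for Runx2 (0.0534), Mmp9 (0.0791), Col1a1 (0.0843), Col1a2 (0.113), Dkk1 (0.0888) and Phospho1 (0.0763). From the genes shared with the spatial comparison, the paper states that Cementoblast α is enriched for genes elevated in AC-cementoblasts and Cementoblast β for mineralization-associated genes. The paper also draws on the overlap of the gene sets from both kinds of data (Fig. 3H). It further counted Wnt5a-positive cells by RNAscope (Fig. S4E). Its spatial data come from P25 only, whereas the comparison here joins P15, P25 and 8 weeks.

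**Figure D2:**
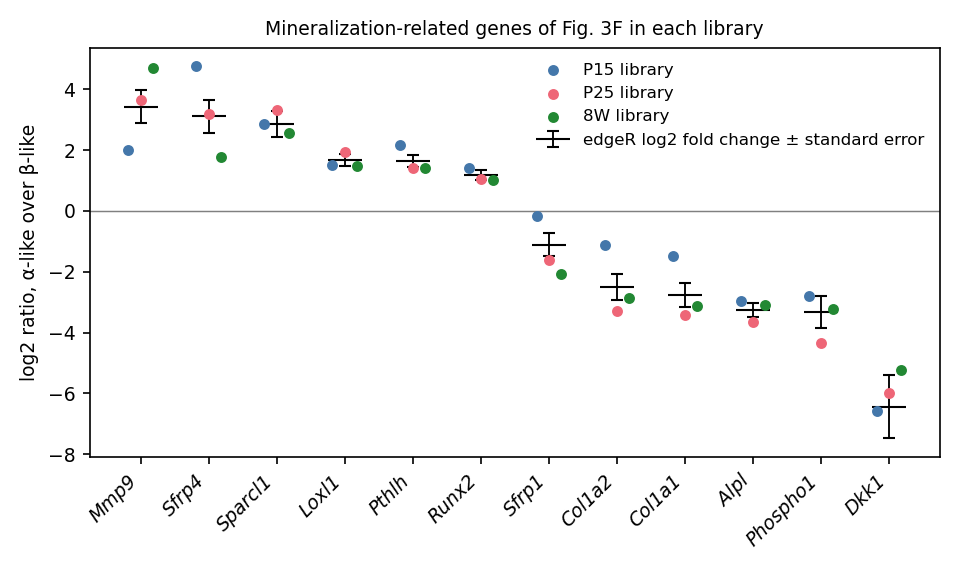
log2 ratio of Cementoblast α-like over β-like cells for the 12 tested genes of Fig. 3F. Points are the P15, P25 and 8W libraries after TMM normalization and horizontal marks the edgeR log2 fold change with its standard error. Mmp9 is at 3.43, Sfrp1 at -1.11 and Dkk1 at -6.44, and the points of each gene lie on 1 side of 0.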

GO enrichment results paralleled these findings: mineralization-related terms were prominent in Cementoblast β, but not in α (Fig. 3G).

To quantitatively assess correspondence between spatial and single-cell modalities, we computed Jaccard indices of DEGs from both datasets. Cementoblast α aligned strongly with AC-cementoblasts, whereas Cementoblast β corresponded to CC-cementoblasts (Fig. 3H). Consistent with this, RNAscope analysis further revealed a higher number of *Wnt5a*^+^ cementoblasts in AC regions compared with CC (Fig. S4E).

We next sought to identify lineage-determining cues that direct *Wif1*^*+*^ cells toward AC-cementoblast fates. To gain insight into the transcriptional networks underlying the AC-forming program, we performed a branchpoint-focused analysis of the origin-state population (Cluster 0), which gives rise to both AC- and CC-cementoblasts (Fig. S5A). CellRank-based fate bias analysis revealed AC- and CC-primed subpopulations within Cluster 0 (Fig. S5B). We then conducted branchpoint differential expression (DE) analysis comparing AC- and CC-primed subpopulations. This analysis identified an AC-biased transcriptional module enriched for canonical Wnt/TCF-LEF-associated components and feedback regulators, including *Tcf7l1, Tcf7l2*, and *Notum*. In contrast, CC-biased cells preferentially engaged an Sp7-linked osteogenic transcriptional program (Fig. S5C). To further characterize these regulatory states, we integrated SCENIC regulon activity with the branchpoint analysis. This analysis revealed significant Tcf7l1(+) regulon activity in AC-primed cells, whereas Sp7(+) regulon activity was enriched in CC-primed cells (Fig. S5D). Notably, several TCF7L1 targets overlapped with AC-upregulated branchpoint DEGs, highlighting a concise set of candidate downstream effectors, including *Smoc2, Fbn1, Igf1, Abcc9, Ebf1* (Fig. S5E). For example, *Smoc2* has recently been implicated in WNT ligand trafficking in the mesenchymal stem cell niche of the incisor^28^. In contrast, CC formation appears comparatively less dependent on the TCF7L1/2-associated module and instead is biased toward an Sp7-centered osteogenic program. Together, these findings refine our proposed “binary switch” model by identifying distinct downstream transcriptional modules that execute AC versus CC lineage commitment and highlight TCF7L1 as a key transcriptional effector of β-catenin-signaling in *Wif1⁺* cells.

To examine the human relevance of our findings, we reanalyzed a publicly available single-cell RNA-seq dataset of the periodontium from human third molars [GSE161267]^29^ (Fig. S6A). Although a distinct cementoblast cluster was not clearly resolved, we identified a *PTHLH*^+^ subset within the fibroblast/stromal cluster (Fig. S6B). Notably, a small fraction of these cells exhibited partial co-expression of *ALPL*, *BGLAP*, and Wnt-associated genes (*SFRP2, SFRP4, WNT5A*) (Fig. S6C,D). These observations support the presence of PTHrP^+^ cementoblast-like populations in human molars.

Collectively, our integrative single-cell transcriptomic analysis delineates two transcriptionally and spatially distinct cementoblast subtypes. AC-associated Cementoblast α cells exhibit enhanced Wnt signaling and cell-matrix organization signatures, whereas CC-associated Cementoblast β cells display mineralization-oriented gene expression and likely include late cementoblasts and early cementocytes. Furthermore, *Wif1⁺* peri-epithelial cells emerge as putative precursors of both cementoblast subtypes, illuminating the cellular origin and molecular diversification of cementoblasts during tooth root development.

### Wif1^+^ peri-epithelial apical cells give rise to cementoblasts in tooth root formation

We next examined the in vivo expression pattern of *Wif1* during tooth root formation using RNAscope, which we identified as a putative marker of common cementoblast precursor cells above. *Wif1* transcripts were detected exclusively in dental follicle (DF) and dental papilla (DP) mesenchymal cells surrounding HERS in the apical region at P3 and P6 (Fig. S7A). Here, we use the term “peri-epithelial” to denote the spatially defined subset of apical mesenchymal cells that reside immediately adjacent to HERS. This peri-epithelial apical expression pattern persisted throughout subsequent stages of tooth root formation (P3-P20, Figs. 4A and S7A). Thus, *Wif1* is specifically expressed in peri-epithelial apical mesenchymal cells adjacent to HERS, suggesting that *Wif1*^+^ cells may give rise to both AC and CC-forming cementoblasts.

**Fig. 4:**
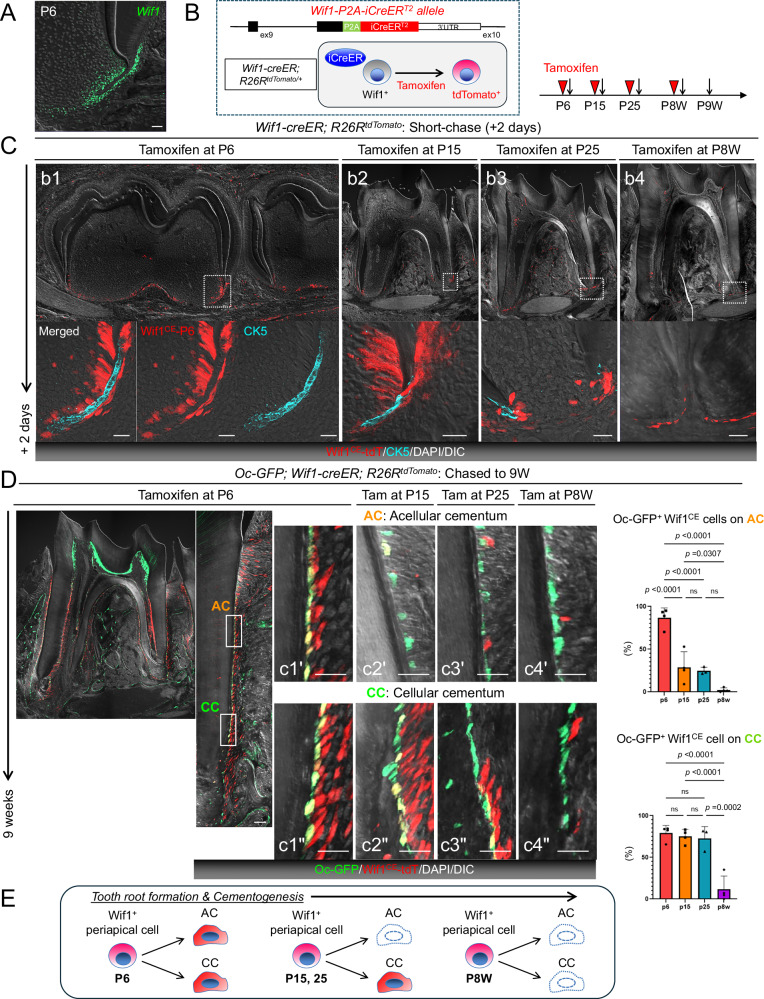
Wif1⁺ peri-epithelial apical cells give rise to cementoblasts in tooth root formation. **A** RNAscope analysis for *Wif1* mRNA expression during tooth root formation. Enlarged images of the HERS surrounding region at P6. Scale bars: 25 µm. Green: *Wif1* mRNA signal. **B** Schematic of *Wif1-iCreER* knock-in allele and in vivo lineage-tracing strategy. **C** Short-chase analysis of *Wif1-creER*^+^ cells. M1 sections from *Wif1*^*creER/+*^*; R26R*^*tdTomato*^ mandibles collected 2 days after tamoxifen injection: P8 (pulsed at P6; Wif1^CE^-P6) (b1), P17 (pulsed at P15; Wif1^CE^-P15) (b2), P27 (pulsed at P25; Wif1^CE^-P25) (b3), P8W+2days (pulsed at P8W; Wif1^CE^-8W) (b4). Dashed boxes indicate regions shown at higher magnification below. Red; Wif1^CE^-tdT, Cyan; CK5, Gray; DIC/DAPI. Scale bars:25 µm. **D** Long-chase analysis of *Wif1-creER*^+^ cells. M1 sections from *Wif1*^*creER/+*^*; R26R*^*tdTomato*^*; Oc-GFP* mandibles chased until 9 weeks of age after tamoxifen injection at P6 (c1’,c1”), P15 (c2’,c2”), P25 (c3’,c3”), and P8W (c4’,c4”). Low magnification image of M1 from Wif1^CE^-P6 (left). Boxed AC and CC regions in the left panel are shown at higher magnification in panels c1’- c4’ and c1”- c4”, respectively. Quantification of Oc-GFP^+^ Wif1^CE^-tdT^+^ on AC (top) and CC (bottom). (mean ± s.d., P6, P15 and P8W; *n* = 4 mice, P25; *n* = 3 mice). Dots represent individual mice. Statistical significance was assessed using one-way ANOVA followed by Tukey’s multiple-comparisons test. Exact adjusted *p* values are shown in the graph. Scale bars: 50 µm (low magnification image), 25 µm (high magnification image). Red: Wif1^CE^-tdT, Green: Oc-GFP. **E** Summary schematic. *Wif1-creER*⁺ peri-epithelial apical cells transiently generate AC-forming cementoblasts at the onset of cementogenesis, a capacity that declines over time, while the potential to generate CC-forming cementoblasts persists until mid-root formation. CK5 cytokeratin 5. Representative images of at least three independent biological samples are shown in the figures.

To test this hypothesis, we performed in vivo lineage tracing of *Wif1*^*+*^ peri-epithelial apical cells. We generated a tamoxifen-inducible *Wif1-iCreER* knock-in allele targeted to the 3’UTR using CRISPR/Cas9 (Figs. 4B and S7B, hereafter referred to as *Wif1-creER*). We first characterized the allele using a short-chase protocol. In *Wif1*^*creER/+*^*; R26R*^*tdTomato*^ mice pulsed with tamoxifen at P6, *Wif1-creER*-labeled tdTomato^+^ (hereafter, Wif1^CE^-tdT^+^) cells were localized to the apical mesenchyme surrounding cytokeratin 5 (CK5)^+^ HERS, closely mirroring the *Wif1* mRNA expression pattern (Figs. 4C-b1, 4A, and S7A). No tdTomato^+^ cells were observed in the absence of tamoxifen in *Wif1*^*creER/+*^*; R26R*^*tdTomato*^ mice (Fig. S7C), confirming the specificity and minimal background activity of the *Wif1-creER* allele. Additional short-chase analyses of *Wif1*^*creER/+*^*; R26R*^*tdTomato*^ mice pulsed at P15, P25, and 8 weeks (examined at P17, P27, and 9 weeks, respectively) consistently revealed Wif1^CE^-tdT^+^ cells surrounding CK5^+^ epithelial cells in the apical region, specifically, HERS at P17, and epithelial rests of Malassez (ERM) at P27 and 9 weeks (Fig. 4C–b2–4). These results demonstrate that *Wif1-creER* specifically marks peri-epithelial apical mesenchymal cells located at the leading root elongation front.

We next determined the lineage contribution of *Wif1*^+^ peri-epithelial cells to cementoblasts using *Oc-GFP*; *Wif1*^*creER/+*^*; R26R*^*tdTomato*^ mice. Tamoxifen was administered at four developmental stages: P6 (at the onset of cementogenesis), P15 (completion of AC formation), P25 (onset of CC formation), and 8 weeks (maturation), and tissues were analyzed at 9 weeks (designated as Wif1^CE^-P6, Wif1^CE^-P15, Wif1^CE^-P25, Wif1^CE^-8W cells, respectively).

Wif1^CE^-P6 cells exhibited robust cementogenic potential, contributing to the majority of Oc-GFP^+^ cementoblasts on both AC and CC surfaces (AC: 87.7 ± 12.3%; CC: 79.2 ± 9.1%, Fig. 4D-c1’”). In contrast, the contribution of *Wif1*^+^ cells to AC cementoblasts declined sharply when pulsed at later stages (Wif1^CE^-P15: 28.9 ± 18.1%, Wif1^CE^-P25: 24.6 ± 4.3%, Wif1^CE^-8W: 2.3 ± 2.5%; Fig. 4D-c2’–4’). However, *Wif1*^+^ cells continued to contribute robustly to CC cementoblasts through P25 (Wif1^CE^-P15: 75.3 ± 8.4%, Wif1^CE^-P25: 73 ± 13.9%), before markedly decreasing by 8 weeks (Wif1^CE^-8W: 11.8 ± 15.9%; Figs. 4D-c2”-4”). Of note, Wif1^CE^-P6 cells also contributed to odontoblasts of the root dentin (Fig. 4D, left panel), indicating that *Wif1*^*+*^ peri-epithelial cells also include odontoblast precursor cells.

Collectively, these findings indicate that the ability to generate AC-forming cementoblasts is a transient property of *Wif1-creER*^+^ peri-epithelial apical mesenchymal cells at the onset of cementogenesis. This capacity diminishes progressively during the later stages of tooth root formation, whereas their potential to produce CC-forming cementoblasts persists until mid-root formation (Fig. 4E).

### Canonical Wnt signaling dependency of acellular cementum formation by Wif1^+^ cells

Finally, we investigated the molecular mechanism governing the differentiation of *Wif1*^+^ peri-epithelial apical cells into cementoblasts, with particular emphasis on those forming AC along the developing tooth root. Our KEGG pathway enrichment analysis revealed that the Wnt signaling pathway is specifically enriched in Cementoblast α cells associated with AC (Fig. 3E), but not in Cementoblast β cells associated with CC (Fig. S4C). Given that *Wif1* encodes a Wnt-responsive extracellular inhibitor^30^ and that canonical Wnt signaling is critical for osteogenesis, odontogenesis, and tooth root morphogenesis^31^, we examined the requirement of β-catenin in *Wif1*^+^ cells during tooth root formation (Fig. 5A).

**Fig. 5:**
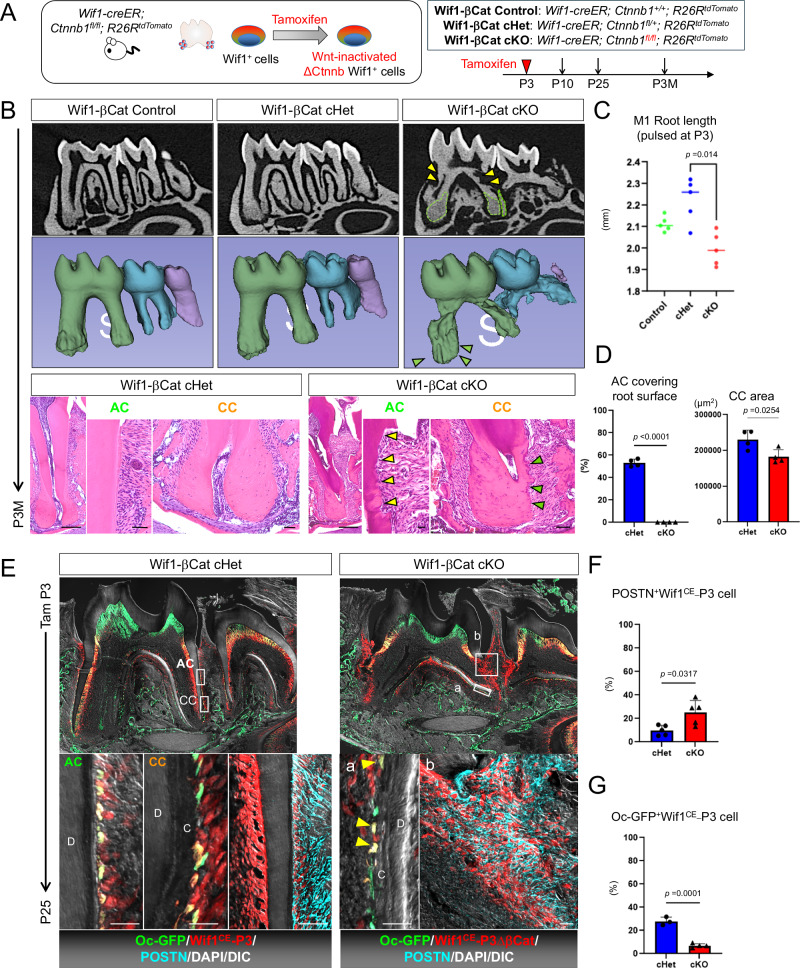
Canonical Wnt signaling dependency of acellular cementum formation by Wif1^+^ cells. **A** Schematic of experiment strategy. Conditional deletion of *Ctnnb1* (β-catenin) in Wif1⁺ peri-epithelial apical cells using *Wif1-creER*. Administration of tamoxifen at P3 (onset of root formation) with analysis at P10, 25, and 3 months of age. **B** 3D-microCT rendering and histology after chasing to 3 months of age (pulsed at P3). Defective AC formation below the cementoenamel junction (CEJ, yellow arrowheads) and CC formation near the apex (green dotted lines/arrowheads) in Wif1-βCat cKO molars. Scale bars:100 µm (low magnification), 50 µm (high magnification). **C** Quantification of M1 root length. (mean ± s.d.; *n* = 5 mice, each group). Statistical significance was assessed using one-way ANOVA followed by Tukey’s multiple-comparisons test. Exact adjusted *p* values are shown in the graph. **D** Quantification of AC coverage per M1 distal root surface (left) and CC area of M1 distal and mesial root. (mean ± s.d.; *n* = 4 mice, each group) Statistical significance was assessed using unpaired two-tailed-tests. Exact adjusted *p* values are shown in the graph. **E**–**G** Wif1^+^ cell fate analysis at P25 (pulsed at P3). Immunofluorescence staining for periostin (POSTN). Sections collected after chasing to P25 (pulsed at P3). **E** Low magnification image of M1 and M2, and enlarged images of AC (left), CC (middle), and PDL space (right) from Wif1-βCat cHet molars. Low magnification image of M1 and M2 from Wif1-βCat cKO molars and enlarged internal (left) and the external root surface (right). Quantification of percentage of POSTN^+^ Wif1^CE^-P3 cells per total Wif1^CE^-P3 cells in PDL space (**F**) (mean ± s.d.; *n* = 5 mice, each group), and percentage of Oc-GFP^+^ Wif1^CE^-P3 per total Wif1^CE^-P3 cells in AC area (**G**). (mean ± s.d.; cHet: *n* = 3 mice, cKO: *n* = 4 mice). Statistical significance was assessed using unpaired two-tailed-tests. Exact adjusted *p* values are shown in the graph. Red; Wif1^CE^-P3, Green; Oc-GFP, Cyan; POSTN. Scale bars: 25 µm. D dentin, C cementum. Representative images from at least three biological replicates are shown in the figures.

To this end, we conditionally deleted *Ctnnb1* (encoding β-catenin) in *Wif1*^*+*^ cells at the onset of tooth root formation by tamoxifen injection at P3. We analyzed *Wif1-creER; Ctnnb1*^*+/+*^*; R26R*^*tdTomato*^ (Wif1-βCat Control), *Wif1-creER; Ctnnb1*^*fl/+*^*; R26R*^*tdTomato*^ (Wif1-βCat cHet), and *Wif1-creER; Ctnnb1*^*fl/fl*^*; R26R*^*tdTomato*^ (Wif1-βCat cKO) littermates at 3 months of age (Fig. 5A). Three-dimensional microCT analyses showed that root and crown morphologies were indistinguishable between Wif1-βCat Control and Wif1-βCat cHet molars (Figs. 5B and S8A), with no significant difference in M1 root length (Fig. 5C). In contrast, Wif1-βCat cKO molars exhibited significantly shorter M1 roots relative to Wif1-βCat cHet molars (Fig. 5C), associated with abnormally developed M2 and M3 (Fig. 5B), indicating that complete, but not partial, loss of β-catenin in *Wif1*^+^ cells impairs tooth root formation.

Histological analyses revealed a prominent structural defect in Wif1-βCat cKO tooth roots, characterized by a “notch” below the cemento-enamel junction, corresponding to defective AC and focal irregularity of the underlying dentin (Fig. 5B, right panel, yellow arrowheads). Dentin and cementum deposition resumed apically beneath the notch, accompanied by robust CC formation near the tooth root apex (Fig. 5B, right panel, green dotted lines and arrowheads). Importantly, dentin architecture appeared largely preserved in Wif1-βCat cKO molars, as indicated by the presence of organized, parallel tdTomato^+^ dentinal tubules (Fig. S9A), suggesting that the cervical cementum defect is unlikely to arise secondarily from impaired dentin formation. In addition, to determine whether the cervical root abnormalities reflected aggressive root resorption, we performed TRAP staining to assess osteoclast activities. No TRAP^+^ multinucleated cells were detected along the cervical root surface corresponding to the AC region in either genotype (Fig. S9B), indicating that the tooth root surface abnormalities observed in Wif1-βCat cKO molars represent a developmental defect in cementum formation rather than active pathological resorption. Quantification confirmed that AC formation was completely abrogated in Wif1-βCat cKO molars (Fig. 5D, % of AC coverage per root surface), whereas CC formation on the external tooth root surface was only moderately reduced (Fig. 5D, CC area). A similar phenotype was also observed in M2 (Fig. S9C). Consistent with the structural role of AC in periodontal attachment, Picrosirius Red staining revealed dense collagen bundles inserting into the AC in Wif1-βCat cHet molars, whereas fiber insertion at the root surface was markedly reduced in Wif1-βCat cKO molars lacking AC (Fig. S9D). These findings demonstrate that loss of β-catenin in *Wif1*^+^ cells selectively disrupts AC formation.

To test whether β-catenin is also required for CC formation, we inactivated *Ctnnb1* in *Wif1*^+^ cells at a later developmental stage (P25), when these cells are already restricted to CC-forming fates (Fig. 4D). *Wif1-creER; Ctnnb1*^*fl/+*^*; R26R*^*tdTomato*^ (Wif1-βCat cHet-P25/Wif1^CE^-βCat^Het^-P25 cells) and *Wif1-creER; Ctnnb1*^*fl/fl*^*; R26R*^*tdTomato*^ (Wif1-βCat cKO-P25/Wif1^CE^-∆βCat-P25 cells) littermate mice pulsed at P25 were analyzed at 3 months. The Wif1-βCat cKO-P25 molars showed normal root and CC morphology (Fig. S8B, C), and Wif1^CE^-∆βCat-P25 cells differentiated normally differentiating into cementocytes within CC (Fig. S8D), indicating that canonical Wnt signaling is dispensable for *Wif1*^+^ cells to differentiate into CC-forming cementoblasts.

We next examined how β-catenin loss alters *Wif1*^+^ cell fate. To this end, we analyzed *Oc-GFP; Wif1-creER; Ctnnb1*^*fl/+*^*; R26R*^*tdTomato*^ (Wif1^CE^-bCat^Het^-P3 cells) and *Oc-GFP; Wif1-creER; Ctnnb1*^*fl/fl*^*; R26R*^*tdTomato*^ (Wif1^CE^-∆bCat-P3 cells) littermates (pulsed at P3) after the chase. We first assessed proliferation by EdU assays. Comparable numbers of EdU^+^ cells were observed between Wif1^CE^-βCat^Het^-P3 and Wif1^CE^-∆βCat-P3 cells after 7 days of chase at P10 (Fig. S8E), indicating β-catenin deletion does not affect the proliferation of apical *Wif1*^+^ cells. When chased to P25, however, striking lineage divergence was observed: in Wif1-βCat cKO molars, many Wif1^CE^-∆βCat-P3 cells aberrantly adopted periostin (POSTN)^+^ periodontal ligament-like fates on the external root surface, coinciding with the near-complete absence of cementum (Fig. 5E, right panel). In contrast, control Wif1^CE^-βCat^Het^-P3 cells properly differentiated into Oc-GFP^+^ cementoblasts and adjacent POSTN^+^ PDL fibroblasts (Fig. 5E, left panel). Quantitative analyses confirmed a significant reduction in Oc-GFP^+^ cementoblast differentiation and a corresponding increase in POSTN^+^ cell differentiation among β-catenin-deficient *Wif1*^+^ cells (Fig. 5F, G). Interestingly, β-catenin-deficient *Wif1*^+^ cells on the furcation side of the root remained capable of forming Oc-GFP^+^ cementoblasts within CC, consistent with the preserved CC formation in Wif1-βCat cKO molars (Fig. 5E, yellow arrowhead).

Together, these findings demonstrate that canonical Wnt/β-catenin signaling is indispensable for the differentiation of *Wif1*^+^ peri-epithelial apical cells into AC-forming cementoblasts, but not for their later differentiation into CC-forming cementoblasts. Thus, *Wif1*^+^ precursors generate two transcriptionally and functionally distinct cementoblast subtypes through differential utilization of a fundamental osteogenic signaling pathway.

## Discussion

Acellular cementum (AC) is indispensable for periodontal attachment, providing a mineralized interface into which Sharpey fibers insert to anchor the tooth securely to the periodontal ligament. Histologically, AC, also referred to as acellular extrinsic fiber cementum, is characterized by its organized collagen fiber insertion, gradual mineralization, and avascular, acellular matrix, features that confer exceptional mechanical anchorage and long-term stability rather than metabolic or reparative functions^9,32–34^. AC-forming cementoblasts secrete extracellular matrix proteins such as bone sialoprotein (BSP, encoded by *IBSP*) and osteopontin (OPN), which facilitate cell adhesion and nucleation of hydroxyapatite to maintain the thin cementum layer essential for periodontal attachment. Despite its importance, the molecular identity, developmental origin, and differentiation requirements of AC-forming cementoblasts have remained poorly understood.

Here, we identify AC as a product of a transcriptionally and functionally distinct subset of cementoblasts that can be generated only during the earliest stage of cementogenesis (see the concluding diagram, Fig. 6). By integrating spatial and single-cell transcriptomics, we demonstrate that AC-forming cementoblasts are noncanonical matrix-producing cells enriched in pathways related to cell-matrix organization and Wnt signaling. These cells are molecularly and spatially distinct from cellular cementum (CC)-forming cementoblasts, which predominantly express classical osteogenic programs. The distinct signatures of AC-forming cementoblasts likely reflect their specialization for forming a highly ordered, minimally cellular mineralized layer capable of anchoring periodontal fibers at the cervical root surface.

**Fig. 6:**
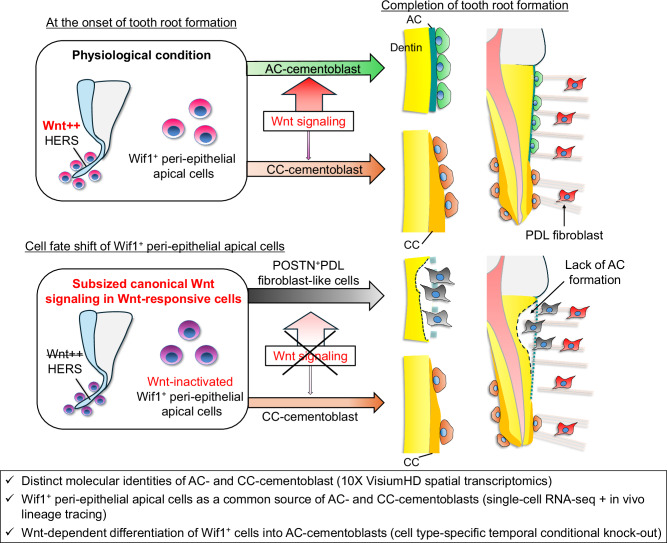
Wnt-dependent ontogeny of acellular cementum-forming cementoblasts on the tooth root surface. *Wif1⁺* peri-epithelial apical cells at the root elongation front serve as cementoblast precursor cells that generate both acellular cementum (AC)- and cellular cementum (CC)-forming cementoblasts. Under physiological conditions, *Wif1⁺* cells differentiate into AC-cementoblasts forming the thin acellular cementum that anchors periodontal fibers. As development proceeds and Wnt activity subsides, these cells adopt a Wnt-independent pathway to generate CC-cementoblasts forming thick cellular cementum with embedded cementocytes. Loss of β-catenin redirects *Wif1⁺* precursors to a POSTN*⁺* fibroblastic-like fate, abolishing AC formation.

A key finding of this study is that AC-forming cementoblasts arise from *Wif1*^+^ peri-epithelial apical mesenchymal cells through a canonical Wnt/β-catenin-dependent mechanism during the initial stage of root formation. Previous studies have shown that root-forming progenitor populations, such as *Gli1*^+^ mesenchymal cells, are regulated by Wnt signaling for proper root dentin formation^35,36^. Our findings extend this concept to cementoblast lineages, demonstrating that Wnt/β-catenin signaling also acts as a lineage determinant for AC-forming cementoblasts.

In vivo lineage tracing revealed that *Wif1*^+^ cells constitute a major source of both AC- and CC-forming cementoblasts, with early *Wif1*^+^ cells generating ~88% of AC-forming and ~79% of CC-forming cementoblasts. These contributions to AC-forming cementoblasts far exceed those previously attributed to PTHrP^+^ dental follicle cells (~17%)^13^ or CXCL12^+^ apical papilla cells (~47%)^15^, suggesting that *Wif1*^+^ peri-epithelial apical cells represent a previously unrecognized precursor population that does not simply correspond to the PTHrP^+^ dental follicle or CXCL12^+^ apical papilla cell populations. Given that *Wif1* is adjacent to HERS and that HERS releases Wnt ligands^15^, our findings support a model in which *Wif1*^+^ cells are positioned to robustly respond to Wnt signals emanating from HERS to initiate cementoblast differentiation during root elongation.

Loss-of-function experiments further demonstrated that canonical Wnt signaling is essential for AC formation. Conditional deletion of β-catenin in *Wif1*^+^ cells at the onset of cementogenesis abolished AC development and redirected *Wif1*^+^ cells toward a POSTN^+^ periodontal ligament-like fate, indicating that Wnt/β-catenin signaling acts as a lineage-determining cue. Notably, CC formation was largely preserved even in the absence of β-catenin, and *Wif1*^+^ cells pulsed later in development contributed normally to CC-forming cementoblasts. These findings indicate that canonical Wnt signaling is required specifically for the differentiation of AC-forming cementoblasts, while CC-forming cementoblasts arise through a Wnt-independent pathway. Together, our data reveal a Wnt-dependent bifurcation in cementoblast fate, demonstrating that Wif1^+^ cells act as bipotent cementoblast precursor cells whose differentiation into AC- or CC-forming cells is determined by their Wnt signaling status.

These studies provide a conceptual advance in our understanding of cementum formation by establishing a cellular and molecular framework for how distinct cementoblast types are generated along the root surface. Because AC lacks intrinsic regenerative capacity following periodontal destruction, defining the developmental and signaling requirements for AC-forming cementoblasts offers new potential strategies for regenerative intervention. Targeting canonical Wnt activation in *Wif1*^+^-derived progenitors or related precursor populations may provide a rational approach for selectively promoting AC regeneration to restore periodontal attachment.

In summary, our data delineate a Wnt-dependent ontogeny of AC-forming cementoblasts from *Wif1*^+^ peri-epithelial apical precursor cells. Through spatial, single-cell, lineage-tracing, and genetic analyses, we uncover a previously unrecognized molecular and developmental dichotomy between AC- and CC-forming cementoblasts. Canonical Wnt signaling serves as a molecular switch that directs *Wif1*^*+*^ precursors toward the AC lineage, revealing how a fundamental osteogenic signaling pathway is differently deployed to generate two distinct mineralized tissues on the tooth root. These insights provide a mechanistic basis for the formation, maintenance, and potential regeneration of the periodontal attachment apparatus.

## Methods

### Mouse strains

*Pthrp-mCherry* knock-in reporter mice have been previously described (JAX032872). *Rosa26-CAG-loxP-stop-loxP-*tdTomato (Ai14: *R26R*^*tdTomato*^, JAX007914), *Osteocalcin (3.8 kb)-*GFP (JAX017469), *Ctnnb1*-floxed (JAX004152), and C57BL/6J (JAX000664) mice were acquired from the Jackson laboratory. All procedures were conducted in compliance with the Guidelines for the Care and Use of Laboratory Animals, as approved by the University of Texas Health Science Center at Houston’s Animal Welfare Committee (AWC), protocols AWC-21-0070 and AWC-24-0075. All mice were housed under specific pathogen-free conditions and analyzed in a C57BL/6 background. Mice were housed in individually ventilated cages (Tecniplast, Buguggiate, Italy). Access to water and food (irradiated LabDiet 5053, St. Louis, Missouri) was *ad libitum*. Animal rooms were climate-controlled to provide temperatures of 21 °C ± 1 °C and 30–65% humidity on a 12-h light/dark cycle (lights on at 0600 Central Standard Time). Both male and female mice were used in the study, as no sex bias was observed. For all breeding experiments, *creER* transgenes were maintained in male breeders to avoid spontaneous germline recombination. Mice were identified by micro-tattooing or ear tags. Tail biopsies of mice were lysed by a HotShot protocol (incubating the tail sample at 95 °C for 30 min in an alkaline lysis reagent, followed by neutralization) and used for PCR-based genotyping (GoTaq Green Master Mix, Promega, and PTC Tempo 48/48, Bio-Rad). Perinatal mice were also genotyped fluorescently (using a BLS miner’s lamp) whenever possible. To evaluate cell proliferation, two doses of 5-ethynyl-2’-deoxyuridine (EdU) (Invitrogen A10044) were injected shortly before analysis, at 6 and 3 h prior to sacrifice. Mice were euthanized by over-dosage of carbon dioxide or decapitation under inhalation anesthesia in a drop jar (Fluriso, Isoflurane USP, VetOne).

### Generation of *Wif1-P2A-iCreER* 3’UTR knock-in mice

*Wif1-P2A-iCreER* 3’UTR knock-in mice were generated by the University of Michigan Transgenic Animal Model Core. Briefly, CRISPR/Cas9 was used to insert *iCreER*^*T2*^ immediately upstream of the stop codon in exon 10 of the *Wif1* gene. sgRNA that targets 5’-CCTACCCCACCATCTGAAAC-3’ (PAM CGG) was designed, and on-target activity and off-target risk were evaluated with CRISPOR. A circular donor plasmid (GenScript) carrying *P2A-iCreERT2-bGH poly(A)* was flanked by homology arms adjacent to the cut site (0.33 kb 5’ arm, 1.06 kb 3’ arm). The P2A element enables bicistronic expression of Wif1 protein and iCreER^T2^ under the control of the endogenous *Wif1* regulatory elements. The synthesized sgRNA was complexed with enhanced-specificity Cas9 protein (Sigma-Aldrich, ESPCAS9PRO) to form RNPs. RNPs and the donor plasmid were microinjected into fertilized mouse zygotes and transferred to pseudopregnant B6D2F1/J females (JAX 100006). G0 founder pups were genotyped using primers (Forward: 5’-CCTAGAGGTATAGCTCACATCAGGAG-3’, Reverse: 5’-TCCTGACTTCATCAGAGGTGGCATCC-3’) to detect the correct insertion. Positive founders were crossed to wild-type mice for germline transmission of the *Wif1-P2A-iCreER*^*T2*^*-bGH polyA* knock-in allele. The newly generated *Wif1-P2A-iCreER* knock-in mice are available from the corresponding author upon reasonable request.

### Tamoxifen

Tamoxifen (T5648; Sigma-Aldrich) was dissolved completely in 100% ethanol. Subsequently, a proper volume of sunflower seed oil (Sigma S5007) was added to the tamoxifen-ethanol mixture and rigorously mixed. The tamoxifen-ethanol-oil mixture was incubated at 60 °C in a chemical hood until the ethanol had completely evaporated. The tamoxifen-oil mixture was stored at room temperature until use. Tamoxifen was administered intraperitoneally at 0.25 mg per mouse at P3, P6, and P15, and at 1.0 mg/mouse at P25 and 8 weeks.

### Scanning electron microscopy (SEM)

Mandibles were collected from C57BL/6J mice at P25. After removal of the gingiva and soft tissues, hemimandibles were rinsed in PBS and kept moist on ice. Samples were sectioned in the sagittal plane using a cryostat (CM1950, Leica, Nußloch, Germany) until the cementum layer was clearly visible. The opposite, uncut side of each sample was then embedded in polymethyl methacrylate (PMMA; Ortho-Jet, Lang Dental Manufacturing, Wheeling, US). The cementum surfaces were polished using water-based diamond suspensions with decreasing particle size to achieve a flat and smooth surface, followed by ultrasonic cleaning in deionized water to remove any residual debris. Prior to scanning electron microscopy (SEM), the polished samples were coated with a thin layer of platinum/palladium (Pt/Pd) using a sputter coater (208HRD, Cressington, Watford, UK). SEM imaging was performed on a FERA FIB-SEM system (FERA 3, Tescan, Brno, Czech) operated at 25 kV.

### Histology and immunohistochemistry, and in situ hybridization

Samples were dissected under a stereomicroscope (Nikon SMZ-800) to remove soft tissues and then fixed in 4% paraformaldehyde overnight at 4 °C. They were subsequently decalcified in 15% EDTA for 1–14 days. Decalcified samples were cryoprotected in 30% sucrose/PBS solutions and then in 30% sucrose/PBS:OCT (1:1) solutions, each for at least overnight at 4 °C. Samples were embedded in an OCT compound (Tissue-Tek, Sakura) under a stereomicroscope and transferred on a sheet of dry ice to solidify the compound. Embedded samples were cryosectioned at 14 µm using a cryostat (Leica CM1860) and adhered to positively charged glass slides (Fisherbrand ColorFrost Plus). Cryosections were stored at −20 °C in a freezer until use. Sections were postfixed in 4% paraformaldehyde for 5 min at room temperature.

For immunohistochemistry, sections were blocked with 3% BSA/TBST for 30 min, and incubated with rabbit anti-POSTN polyclonal antibody (1:500, EMD-Millipore, ABT280) and rabbit anti-cytokeratin 5 (CK5) polyclonal antibody (1:200, Abcam, ab24647) overnight at 4 °C, and subsequently with Alexa Fluor 647-conjugated donkey anti-rabbit IgG (A31573) for 3 h at room temperature. For the EdU assay, sections were incubated with Alexa Fluor 647-azide (Invitrogen, A10277) for 30 min at 43 °C using the Click-iT Imaging Kit (Invitrogen, C10337). Sections were further incubated with DAPI (4’,6-diamidino-2-phenylindole, 5 μg/ml, Invitrogen D1306) to stain nuclei.

RNAscope in situ hybridization was performed using the RNAscope Multiplex Fluorescent kit V2 (323110) with the *Wnt5a* probe (428171) according to the manufacturer’s protocol. Briefly, sections were dehydrated with 100% ethanol and treated with hydrogen peroxide (H_2_O_2_) for 10 min at RT. Samples were subsequently treated with RNAscope Protease III for 30 min at 40 °C and washed with distilled water. Sections were treated with each target probe and hybridized for 2 h at 40 °C, followed by signal hybridization by AMP and amplification by HRP-C1 or HRP-C2. The TSA Vivid fluorophore 650 (Tocris Bioscience, 7527) was added to label the HRP probe, and sections were treated with HRP blocker. Stained samples were mounted in TBS using No. 1.5 coverslips (Fisher).

### Imaging

Images for fixed sections were captured by an automated inverted fluorescence microscope with a structured illumination system (Zeiss Axio Observer 7 with ApoTome.3 system) and Zen 3.4 (blue edition) software. The Filter Set 112 SBP was used with excitation (Ex), beam-splitter (Bs), and emission (Em) filter wheel consisting of Ex. 385/30, 469/38, 555/30, 631/33, 735/40, Bs. 405 + 493 + 575 + 654 + 761, Em. 425/30, 514/30, 592/25, 681/45, 788/38 nm. The objectives used were: Fluar 2.5×/0.12, EC Plan-Neofluar 5×/0.16, Plan-Apochromat 10×/0.45, Plan-Apochromat 20×/0.80, EC Plan-Neofluar 40×/0.75. Images were typically acquired as tile scans with a motorized stage and as Z-stacks consisting of five optical sections at 0.25 μm intervals centered on the focal plane, followed by maximum intensity projection (MIP). Differential interference contrast (DIC) was used for objectives with magnifications of 10× or higher. Lookup tables were adjusted separately for each channel of the merged fluorescence images for display purposes, and these adjustments were applied uniformly across the entire field of each channel. No gamma correction nonlinear adjustment, threshold manipulation or selective enhancement/removal of signal was performed. Samples intended for direct comparison were imaged on the same day under identical acquisition settings. Representative images of at least three independent biological samples are shown in the figures. Quantitative image analysis were performed using ImageJ2 v2, GraphPad Prism v10.3.0, and QuPath v0.5.1 as appropriate.

### Cellular-resolution spatial transcriptomics

Cellular-resolution spatial transcriptomics was performed by Visium HD (10X Genomics). Mandibles were collected from C57BL/6J mice at P25. After removing the soft tissues, samples were fixed overnight with RNase-free 4% PFA (15714S; Electron Microscopy Sciences). Samples were decalcified with RNase-free 0.5 M EDTA (AM9260G, Invitrogen) for 3 days. Decalcified samples were cryoprotected in 30% sucrose/PBS solutions and then in 30% sucrose/PBS: OCT (1:1) solutions, each for at least overnight at 4 °C. Samples were embedded in an OCT compound (Tissue-Tek, Sakura) under a stereomicroscope and transferred on a sheet of dry ice to solidify the compound.

Prior to preparing analytical sections for Visium HD, a small pilot section from each sample was processed with the CELLDATA RNAstorm (Biotium) workflow to assess RNA integrity. The isolated RNA was quality-checked using Agilent RNA 6000 Pico kit (#5067-1513) by Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, USA). Only samples with a DV200 value of 50% or higher advanced to library preparation. Subsequently, 10-µm fixed, frozen cryosections were cut and mounted onto Schott Nexterion Slide H-3D Hydrogel Coated Slides (PN-1800434; Schott North America) to minimize the risk of tissue detachment. Sections were H&E-stained using the Visium HD workflow, and bright-field images were acquired using NanoZoomer (Hamamatsu).

The samples were destained and permeabilized according to the protocol (CG000764), and the library preparation followed the protocol (CG000685). The quality of the final libraries was examined using the Agilent High-Sensitivity DNA Kit (#5067−4626) by Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, USA). The qualified libraries were sequenced using the paired-end sequencing on an Illumina NovaSeq X Plus (Illumina, Inc., USA).

Data were processed with Space Ranger v3 (10× Genomics Cloud analysis) using the Mouse (mm10) reference (2020-A) and the corresponding 10× Genomics Mouse probe set. Runs were performed using the HD count pipeline; bright-field images were utilized for tissue detection and alignment. Bin-based analysis at 8 × 8 µm^2^ resolution was used for all downstream analyses. Standard run-level QC metrics were summarized (Fig. S2A). Clustering and downstream analysis were performed using Loupe Browser v8. Using its default graph-based clustering on 8-µm bins, auto-generated clusters already separated major periodontal compartments (odontoblasts, dental pulp, PDL fibroblasts). To focus on cementoblasts, bins along the root surface were feature-filtered for *Pthlh* and *Bglap* (positive expression), extracted as a subset, and re-clustered in Loupe Browser with the same settings to resolve AC-cementoblasts and CC-cementoblasts. The result of pairwise differential expressions was exported directly from Loupe Browser for downstream GO/KEGG analyses. According to the 10× Genomics differential expression pipeline, statistical significance was assessed using a negative binomial test, and *P* values were adjusted for multiple comparisons using the Benjamini-Hochberg procedure.

### Cell preparation

Cells associated with the tooth root and cementum were collected using the following protocol. Gingival tissues of detached mandibles were removed entirely using sharp forceps, and dentoalveolar components, including molars, dental pulps, dental sacs, or periodontal tissues, were carefully resected using a disposable scalpel (No.15, Graham-Field). Molars (M1 and M2) were carefully extracted from sockets in a 35 mm dish containing 3 ml Ca^2+^, Mg^2+^-free Hank’s Balanced Salt Solution (HBSS, Sigma H6648). Cells were dissociated using HBSS containing 2 Wunsch units of Liberase TM (Roche), incubated at 37 °C for 15 min on a shaking incubator (ThermomixerR, Eppendorf). Single-cell suspensions were obtained by rigorous pipetting and filtration through a 70 μm cell strainer (BD) into a 50 ml tube on ice to create a single-cell suspension. Cells were pelleted and resuspended in an appropriate medium for subsequent purposes.

### Single-cell RNA-sequencing (scRNA-seq) analysis of FACS-sorted cells

Pthrp-mCherry⁺ cells were isolated by FACS-sorting from cells pooled from *Pthrp-mCherry* mandibles. Cell sorting was performed using a four-laser BD FACS Aria III (Ex. 407/488/561/633 nm) high-speed cell sorter with a 100-μm nozzle. Pthrp-mCherry⁺ cells were directly sorted into ice-cold Dulbecco’s phosphate-buffered saline (DPBS) /1% FBS. Cell numbers were quantified by Countless II automated Cell Counter (ThermoFisher) before loading onto the Chromium Single Cell 3’ microfluidics chip (10X Genomics Inc., Pleasanton, CA). The cDNA libraries were sequenced using the Illumina NovaSeq 6000. The sequencing data were first preprocessed using the Cell Ranger v6.1 (10× Genomics). Further downstream analysis steps were performed using the rliger v2.2.1.

New datasets from P15, P25, and 8 weeks were computationally integrated with a previously published P6 Pthrp-mCherry dataset (GSE120108) using the rliger package. The downstream analysis steps include normalization, identification of highly variable genes across single cells, scaling based on the number of UMIs, dimensionality reduction (PCA and UMAP), unsupervised clustering, and the discovery of differentially expressed cell-type-specific markers. Marker genes for cluster annotation were identified using runMarkerDEG() in rliger in a one-versus-rest framework, and direct comparisons between selected clusters were performed using runPairwiseDEG(). The default pseudoBulk method was used, which aggregates cells by biological replicate and applies the DESeq2 Wald test. Differentially expressed genes were defined as those with adjusted *P* values ≤ 0.05. The scRNA-seq dataset presented herein has been deposited in the National Center for Biotechnology Information (NCBI)‘s Gene Expression Omnibus (GEO).

We utilized VeloVAE to infer the RNA velocity of Pthrp-mCherry⁺ cells. Briefly, the preprocessing steps include filtering cells and genes based on mRNA counts, constructing a KNN graph using PCA, and calculating moments based on connectivity. By employing velovae.VAE() method, initializing the rate_prior parameter with priors for transcription, splicing, and degradation rates, and setting full_vb=True, we defined a FullVB veloVAE model. The model was trained using the train() method with default parameters. The only hyperparameter used by the FullVB model is the coefficient of the KL divergence between the rate parameter distributions, which is set to 1.0 by default. The RNA velocity embedding computed by the model was then projected onto the UMAP coordinates to plot the velocity vectors that define the direction of cell differentiation in the final velocity stream plot. To compute a global map of cellular fate potential, we performed cell fate mapping inference by carrying out the protocol from scVelo. We used *scv.tl.velocity_graph() to perform basic cell state categorization, followed by* scv.tl.terminal_states() to compute the root cells and endpoints, both using the default settings. These terminal cell state probabilities were plotted using the scv.pl.scatter() function on top of the UMAP coordinates.

To quantify the correspondence between the spatial (Visium HD) and single-cell (scRNA-seq) results, we computed Jaccard indices between DEG sets across modalities (*p*-value < 0.05; log2FC > 0). For the gene universe, we enumerated the genes detected in the Visium HD and the genes detected in the scRNA-seq datasets. The background was defined as the intersection of genes detected in both modalities and was used for all enrichment tests. The significance of overlap was evaluated using Fisher’s exact test on 2×2 contingency tables, and we report odds ratios along with adjusted *p*-values.

### Three-dimensional micro-computed tomography analysis of mouse samples

Mandibles, including molars and incisors, were placed in a 19 mm diameter specimen holder and scanned using a microCT system (µCT100 Scanco Medical, Bassersdorf, Switzerland). Scan settings were as follows: voxel size, 12 µm; 70 kVp; 114 µA; 0.5 mm AL filter; and integration time, 500 ms. Three-dimensional reconstruction and analysis of the μCT images were performed with the Dragonfly 3D world workstation software (Version 2024.1; Object Research Systems Inc., Montreal, Canada) and DICOM files. For the analysis, crown length was defined as the linear distance from the cusp tip to the CEJ along the long axis of the tooth, and root length was defined as the linear distance from the cusp tip to the root apex. When the roots were curved, the measurement followed the long axis of the root in perpendicular planes to ensure anatomical alignment. Measurements were obtained from the mesial and distal roots and averaged per mouse.

### Statistical analysis and reproducibility

Results are presented as mean values ± s.d. Statistical evaluation was conducted based on the One-way ANOVA with Tukey’s multiple-comparisons test or the Mann-Whitney U test. A *p*-value of <0.05 was considered significant. Representative images shown in the figures are from experiments independently repeated at least three biologically independent samples with similar results.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review file

Reporting Summary

## Source data

Source Data

## Data Availability

The data generated in this study are provided in the Source Data file. The raw data generated during and/or analyzed during the current study are available from the corresponding author on reasonable request. The Visium HD and single-cell RNA-seq data have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession numbers GSE326204 and GSE313714. The previously published P6 dataset used in this study is available in GEO under accession code GSE120108. Source data are provided with this paper.

# Supplementary material for: Wnt-dependent ontogeny of acellular cementum-forming cementoblasts on the tooth root surface
**Source:** Nat Commun. 2026 May 13;17:6362. doi: 10.1038/s41467-026-72712-1
**Supplement:** Supplementary file 1 — Supplementary Information

# Figure S1

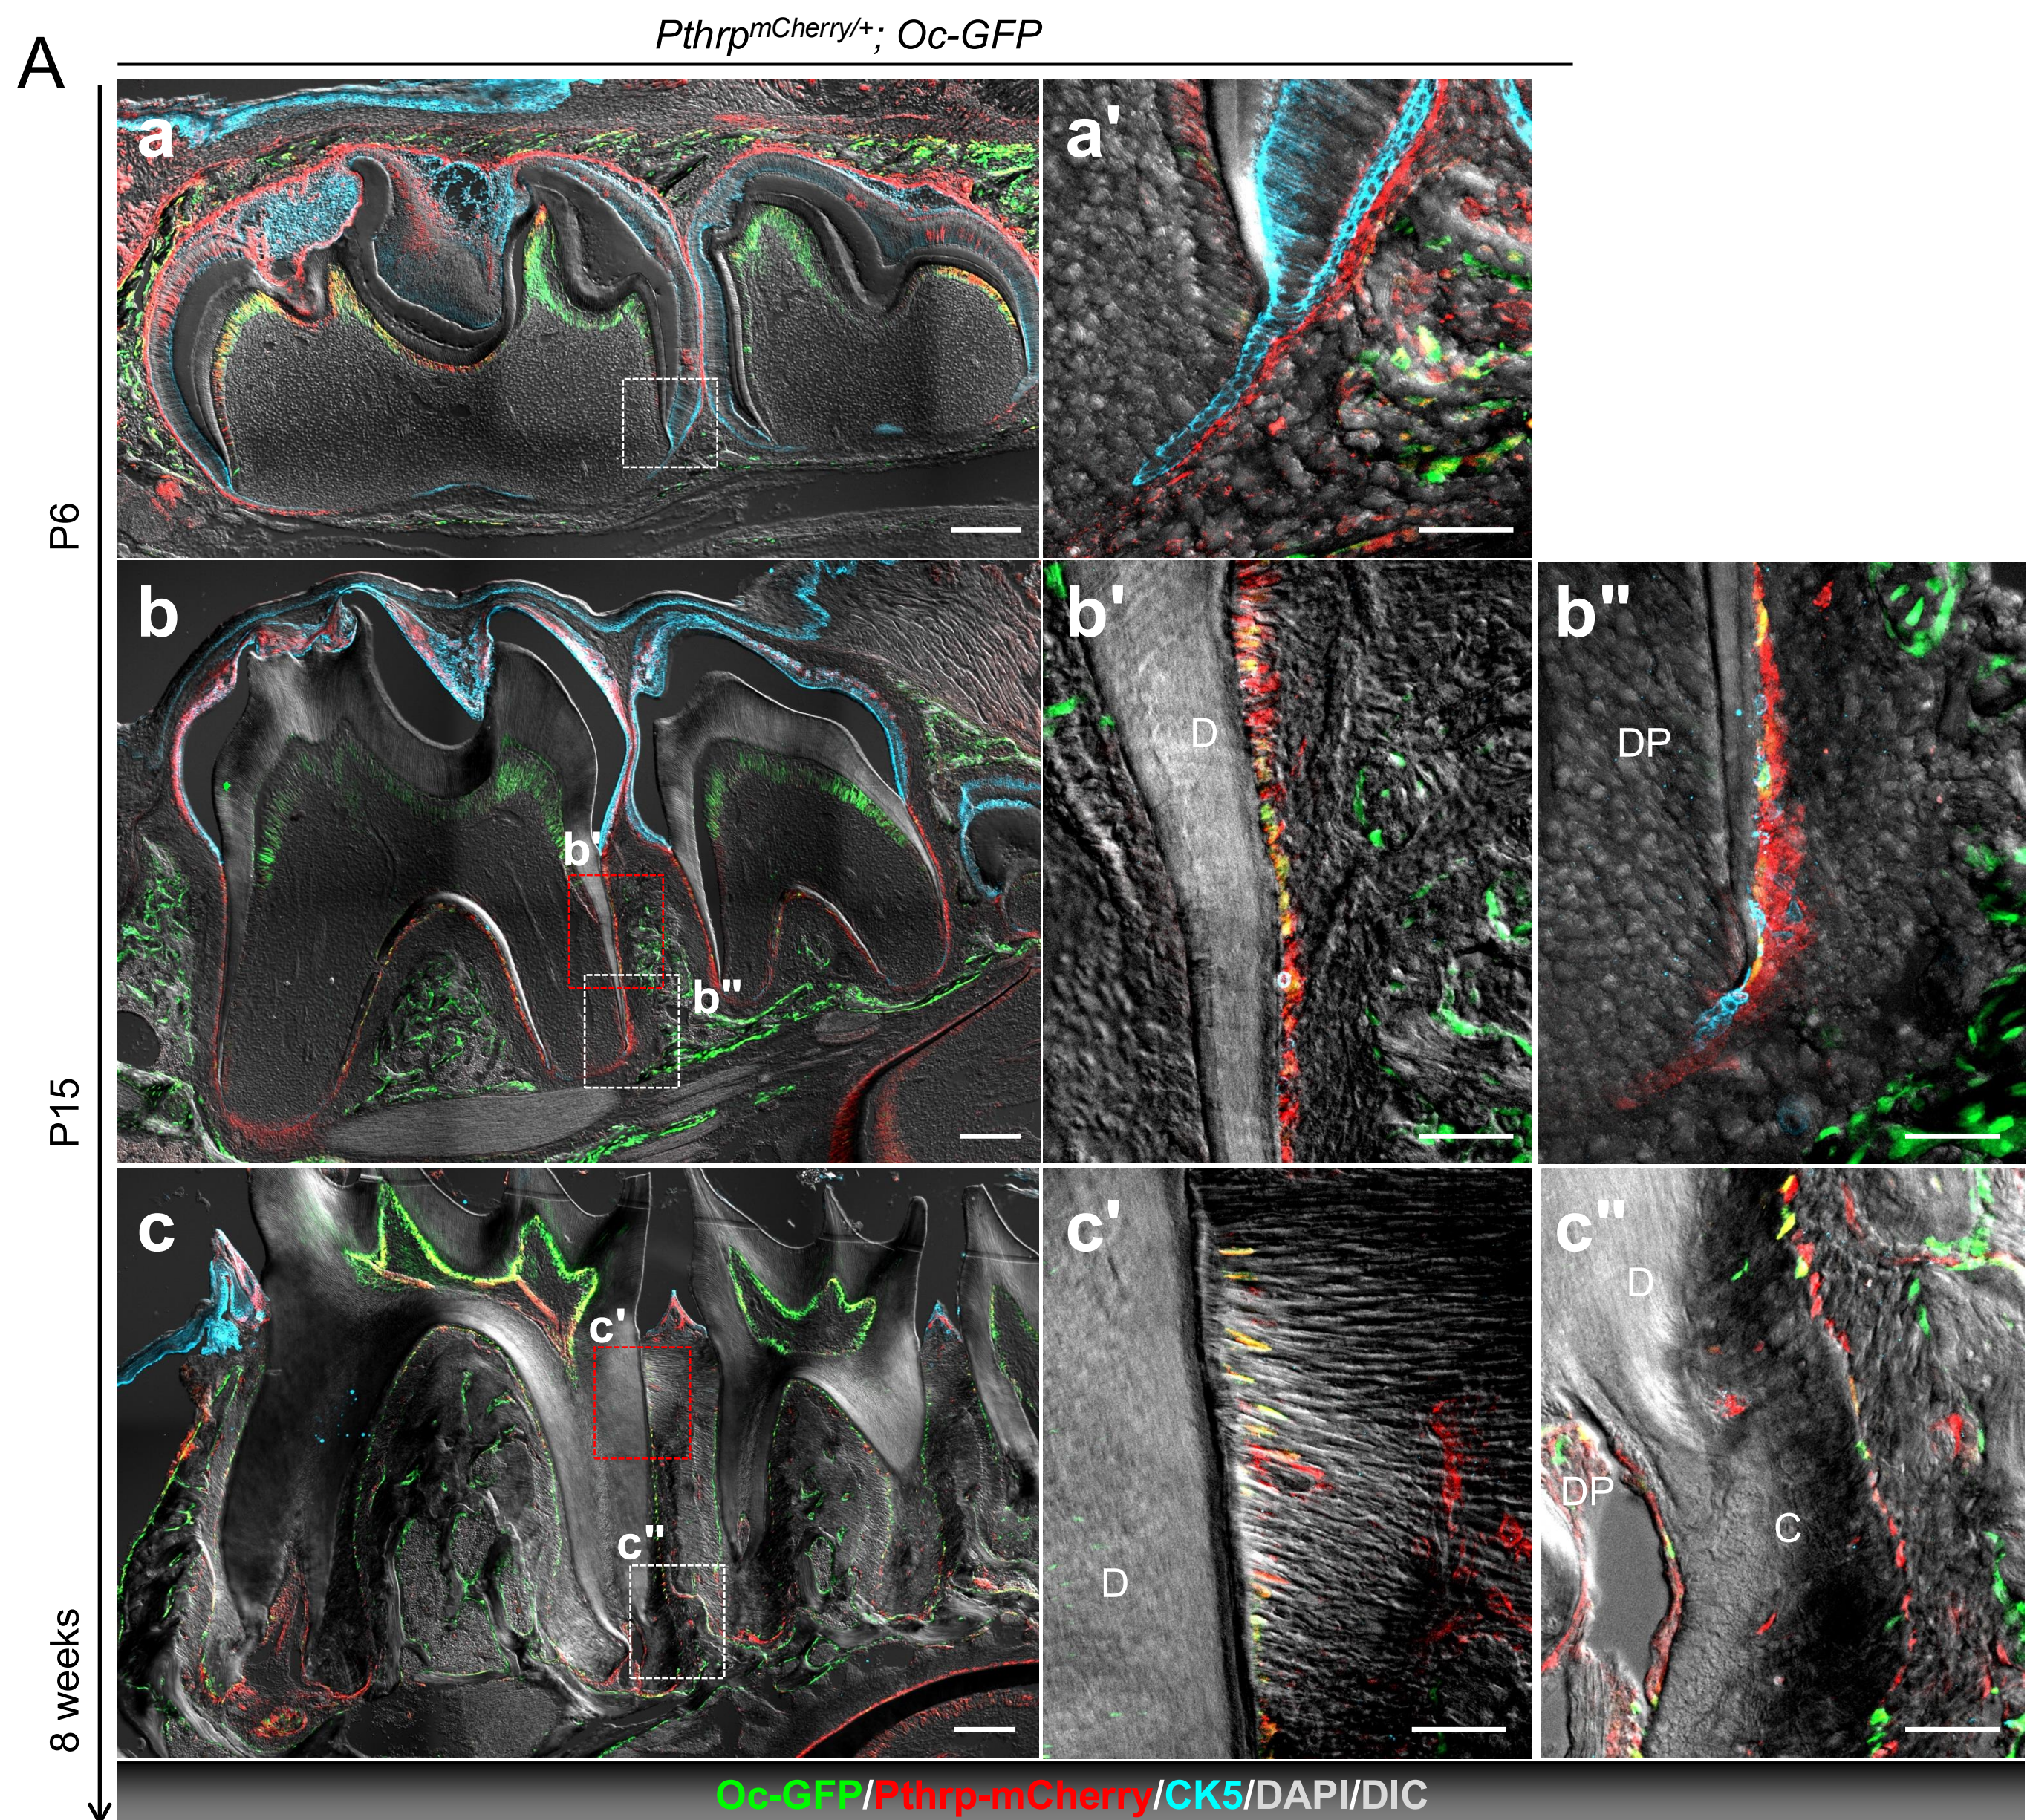

**Figure S1, related to Figure 1. PTHrP-expressing cementoblasts on acellular and cellular cementum in mouse molars**

Immunofluorescence staining for cytokeratin 5 (CK5) in mandibular molars from *Pthrp<sup>mCherry/+</sup>; Oc-GFP* mice. Sections at P6 (a,a'), P15 (b,b',b''), P8W (c,c',c''). Left panels: overviews of mandibular first (M1) and second (M2) molars. Right panels: higher magnification of HERS (a'), AC (b',c'), and CC (b'',c''). Green; Oc-GFP, Red; PTHrP mCherry, Cyan; CK5, Gray; DIC/DAPI. Scale bars; 200  $\mu$ m (low magnification), 50  $\mu$ m (high magnification). DP; dental pulp, D; dentin, C; cementum. Representative images of at least three independent biological samples are shown in the figures.

Figure S2

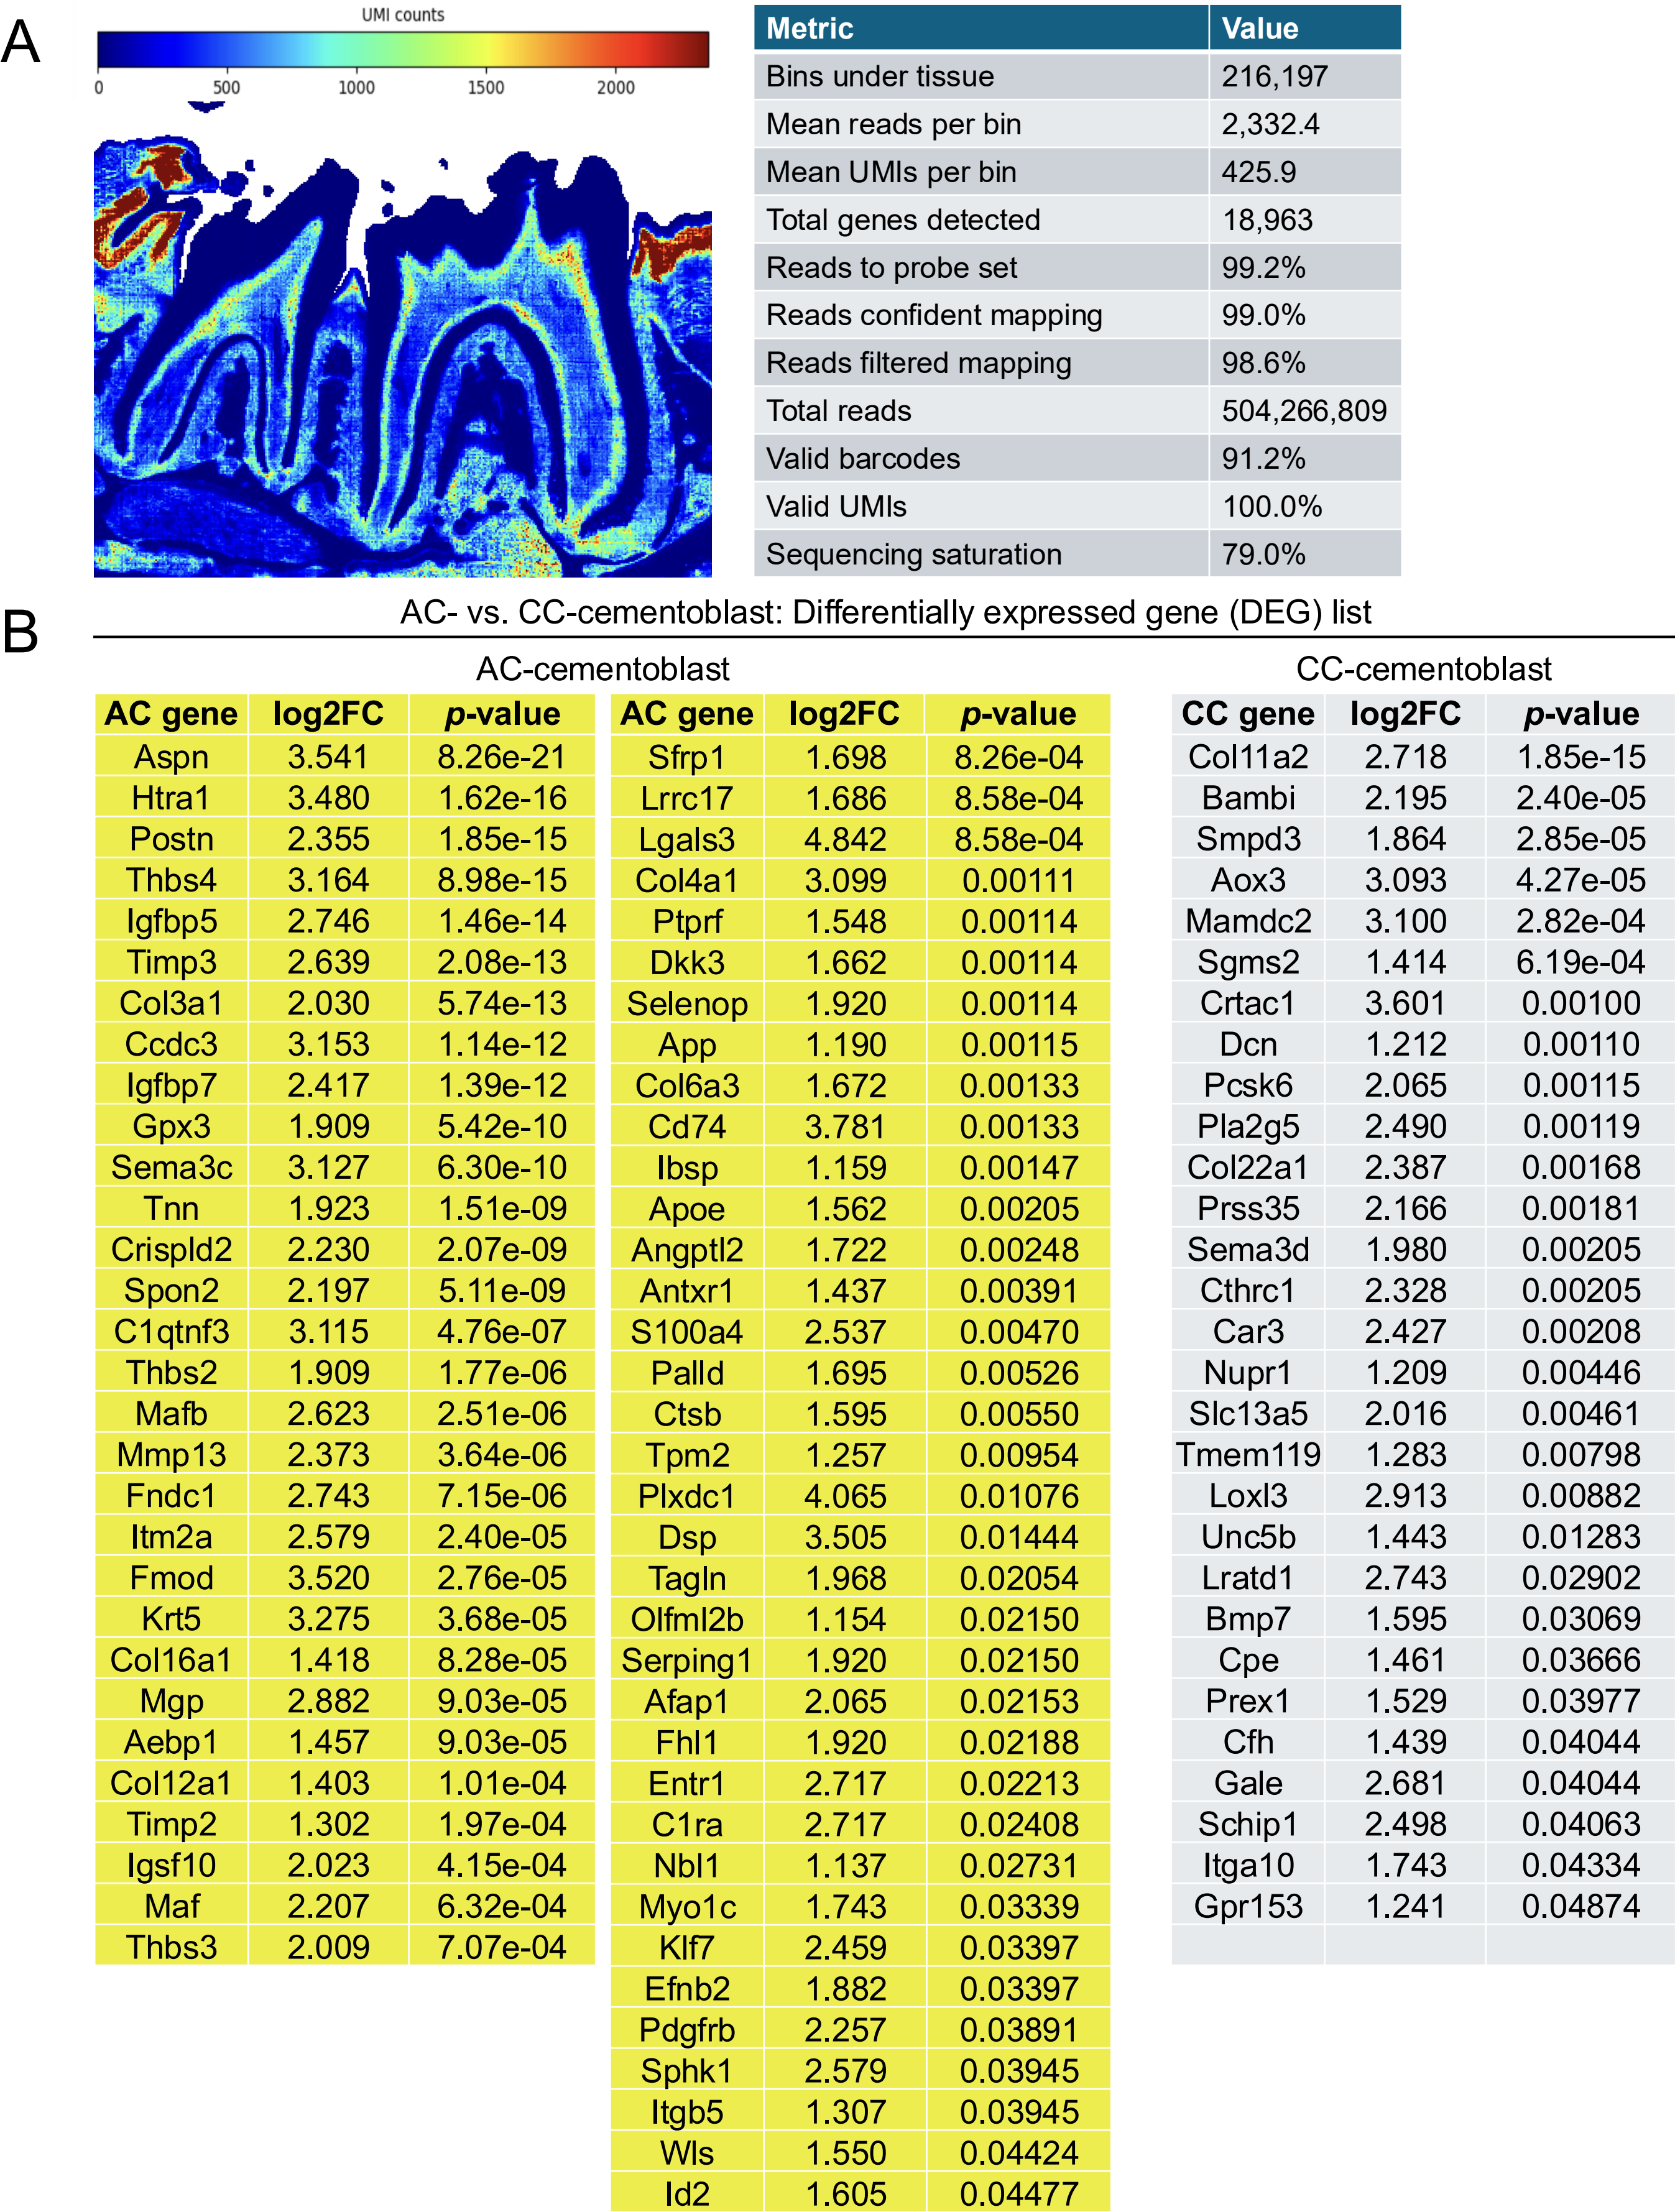

Figure S2, related to Figure 2. Spatial transcriptomic mapping identifies two cementoblast subtypes

(A,B) Visium HD spatial transcriptomic analysis of P25 mouse mandible. (A): 10X Visium HD data quality. UMI count heatmap (left) and Space Ranger summary metrics (right) for the dataset (8 × 8 μm bins). Key metrics: 216,197 bins under tissue; mean reads/bin 2,332; mean UMIs/bin 426; 18,963 genes detected; sequencing saturation 79%. UMI; unique molecular identifier. (B): The list of DEGs in AC- and CC- cementoblast. (*p*-value < 0.05; log2FC > 1)

# Figure S3

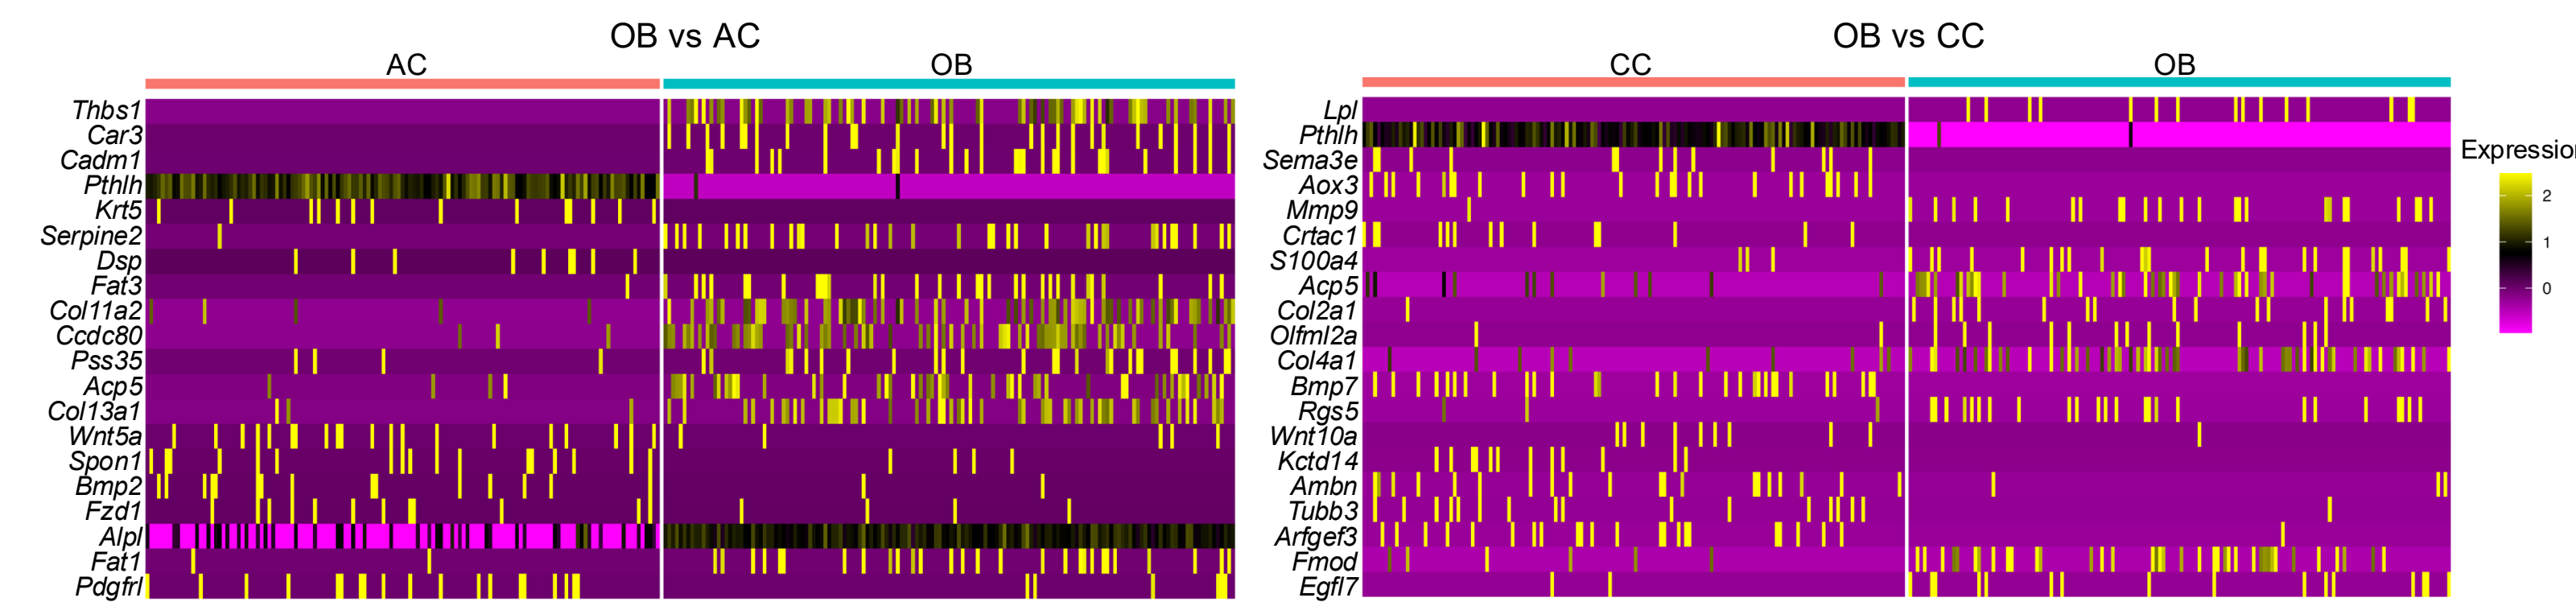

**Figure S3, related to Figure 2. Spatial transcriptomic mapping identifies two cementoblast subtypes**  
Spatial transcriptomic comparison of AC- and CC-forming cementoblasts with alveolar bone osteoblasts.  
Heatmap of selected differentially expressed genes for OB vs AC comparison (left) and OB vs CC comparison (right).

# Figure S4

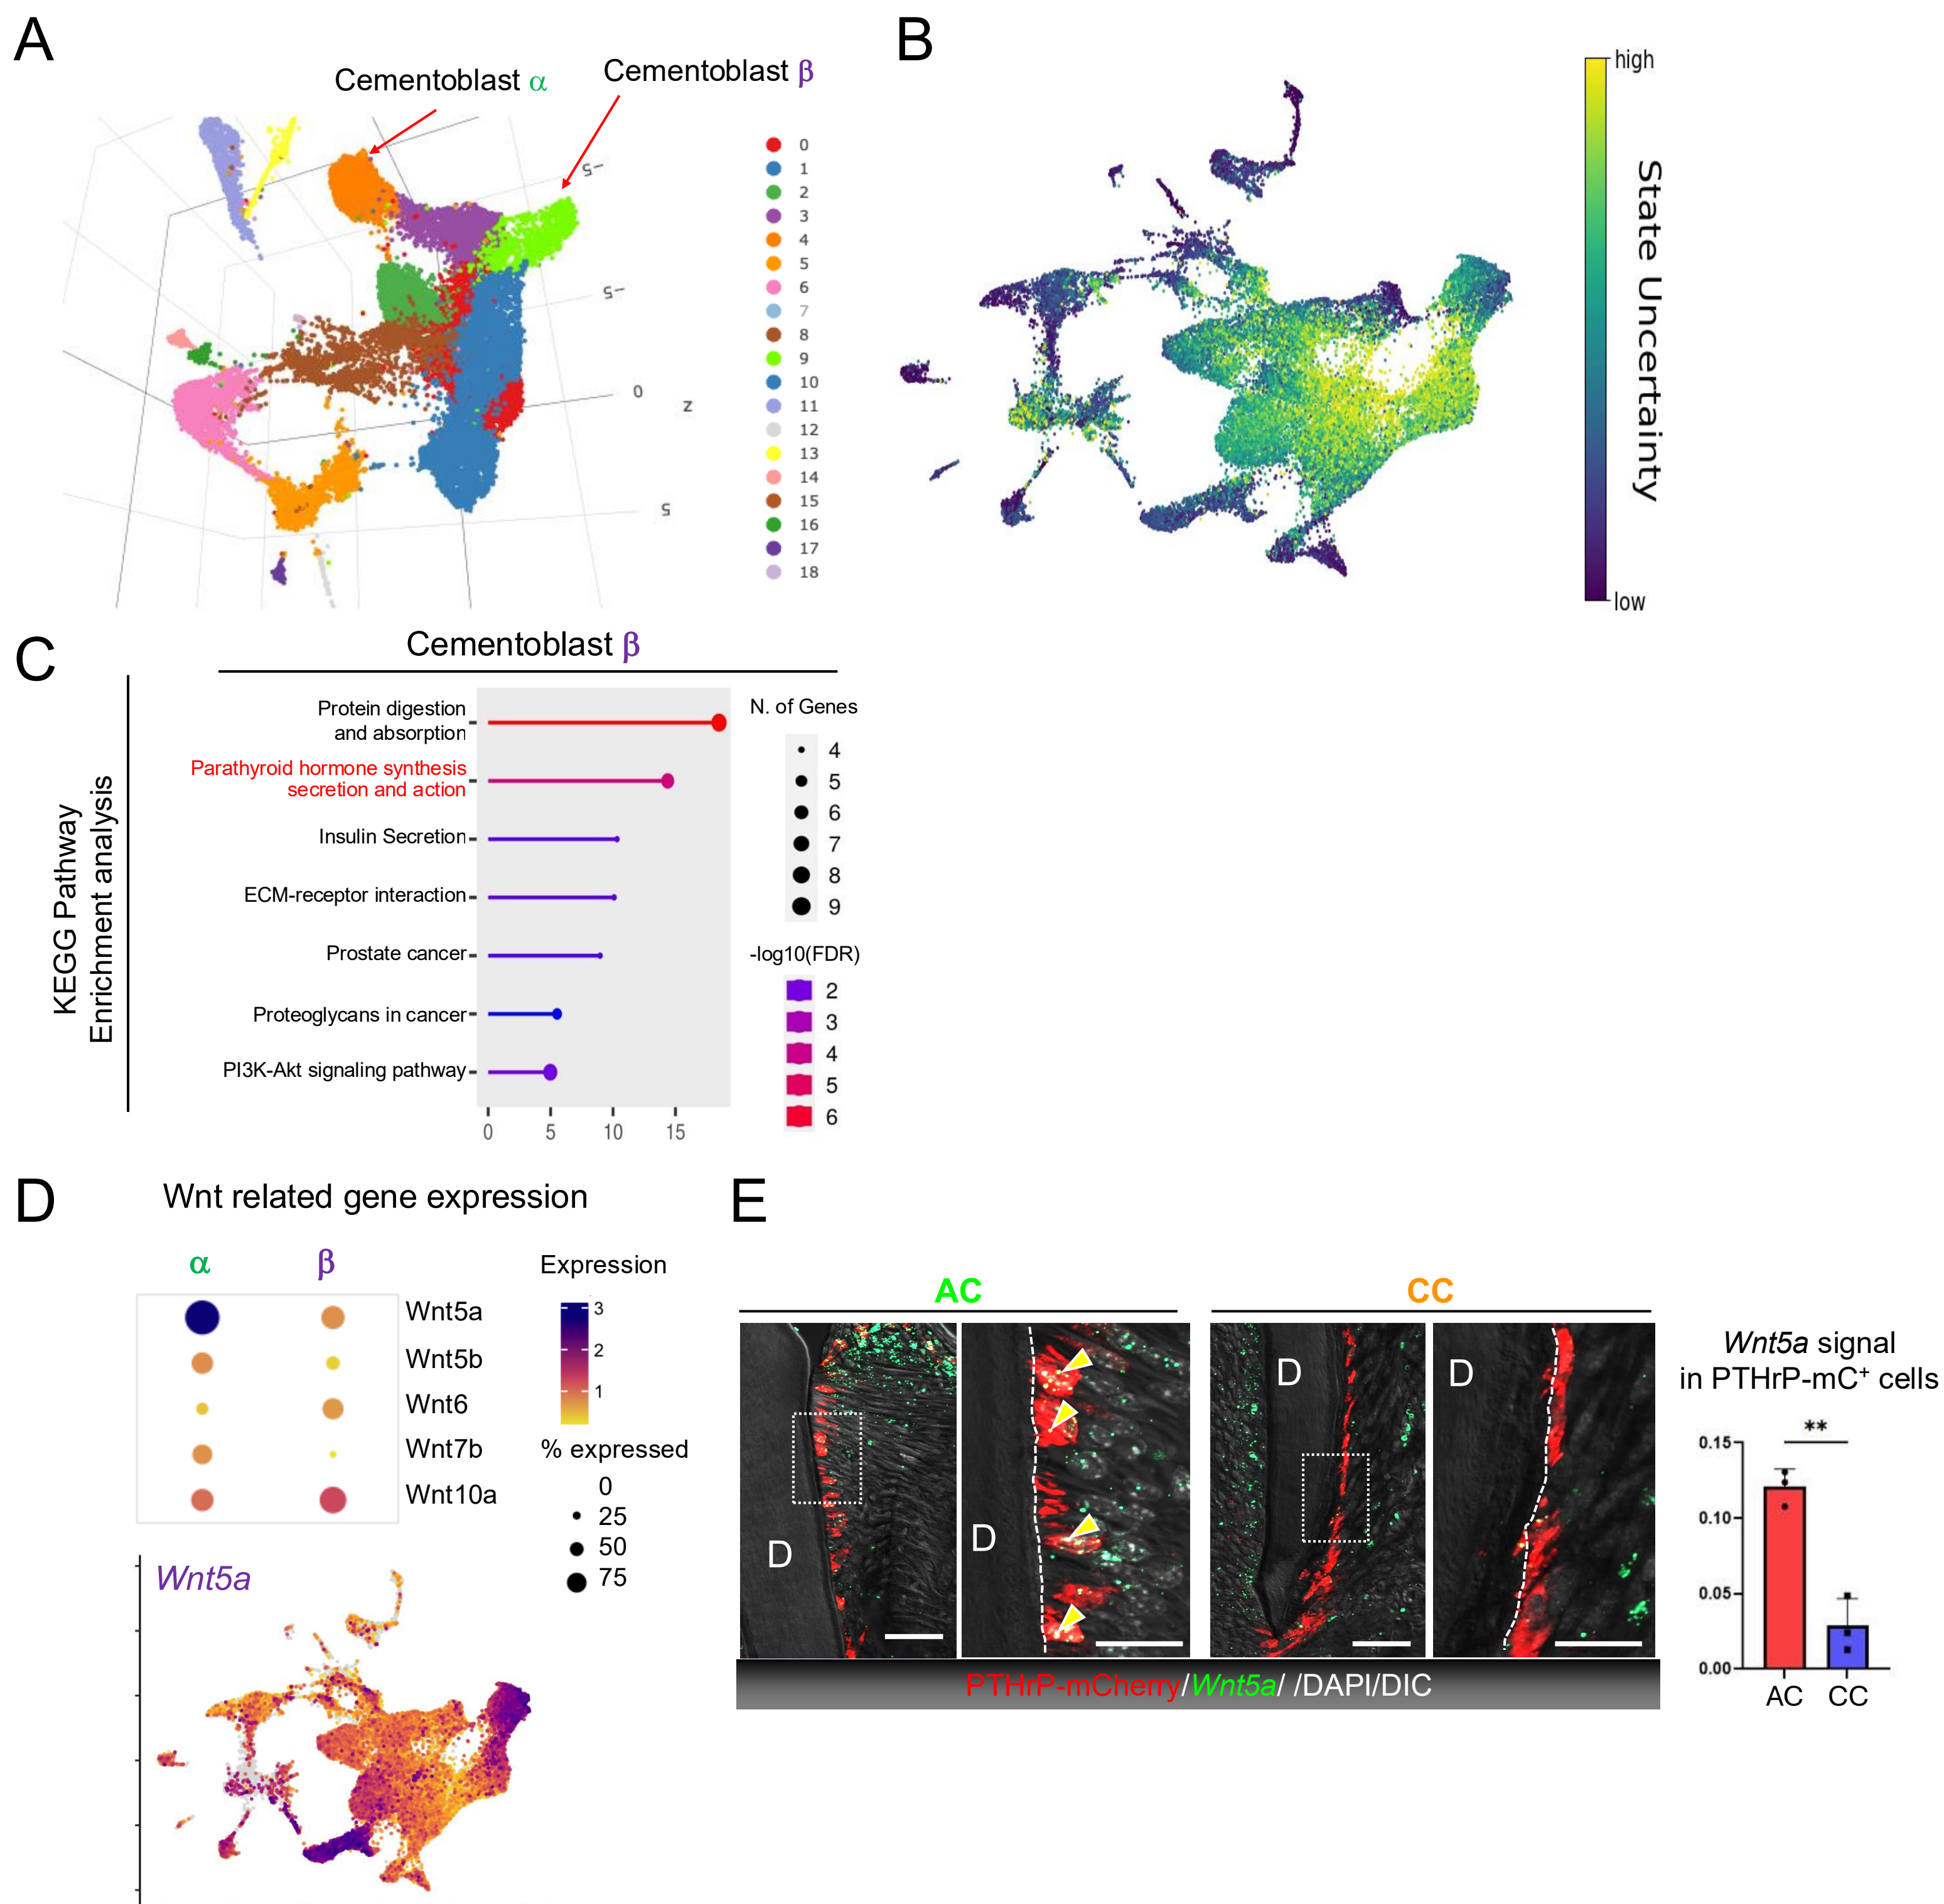

**Figure S4, related to Figure 3. Single-cell transcriptomic defines two cementoblast subtypes and their origin**

**(A)** 3D UMAP plot of the integrated single-cell dataset. *Cementoblast  $\alpha$*  (Cluster 4, orange) and *Cementoblast  $\beta$*  (Cluster 9, light green) are indicated.

**(B)** State uncertainty map of the integrated dataset. Cementoblast precursor clusters (0, 1, 3) are enriched for high-uncertainty cells.

**(C)** KEGG enrichment for Cementoblast  $\beta$ -specific DEGs (7 terms significant at FDR < 0.05).

**(D)** Expression of Wnt-related genes (top) and feature plot of *Wnt5a* (bottom) in the integrated dataset.

**(E)** RNAscope analysis for *Wnt5a* in AC and CC area of P25 M1, with quantification of *Wnt5a* signal in Pthrp-mCherry<sup>+</sup> cells. (mean  $\pm$  s.d.;  $n=3$  mice). Red: Pthrp-mCherry, Green: *Wnt5a*, Gray: DIC/DAPI. Scale bars: 50 $\mu$ m (low magnification) and 25  $\mu$ m (high magnification). D: dentin. \*\* $p<0.01$  (two-tailed Mann–Whitney U test). Representative images of at least three independent biological samples are shown in the figures.

# Figure S5

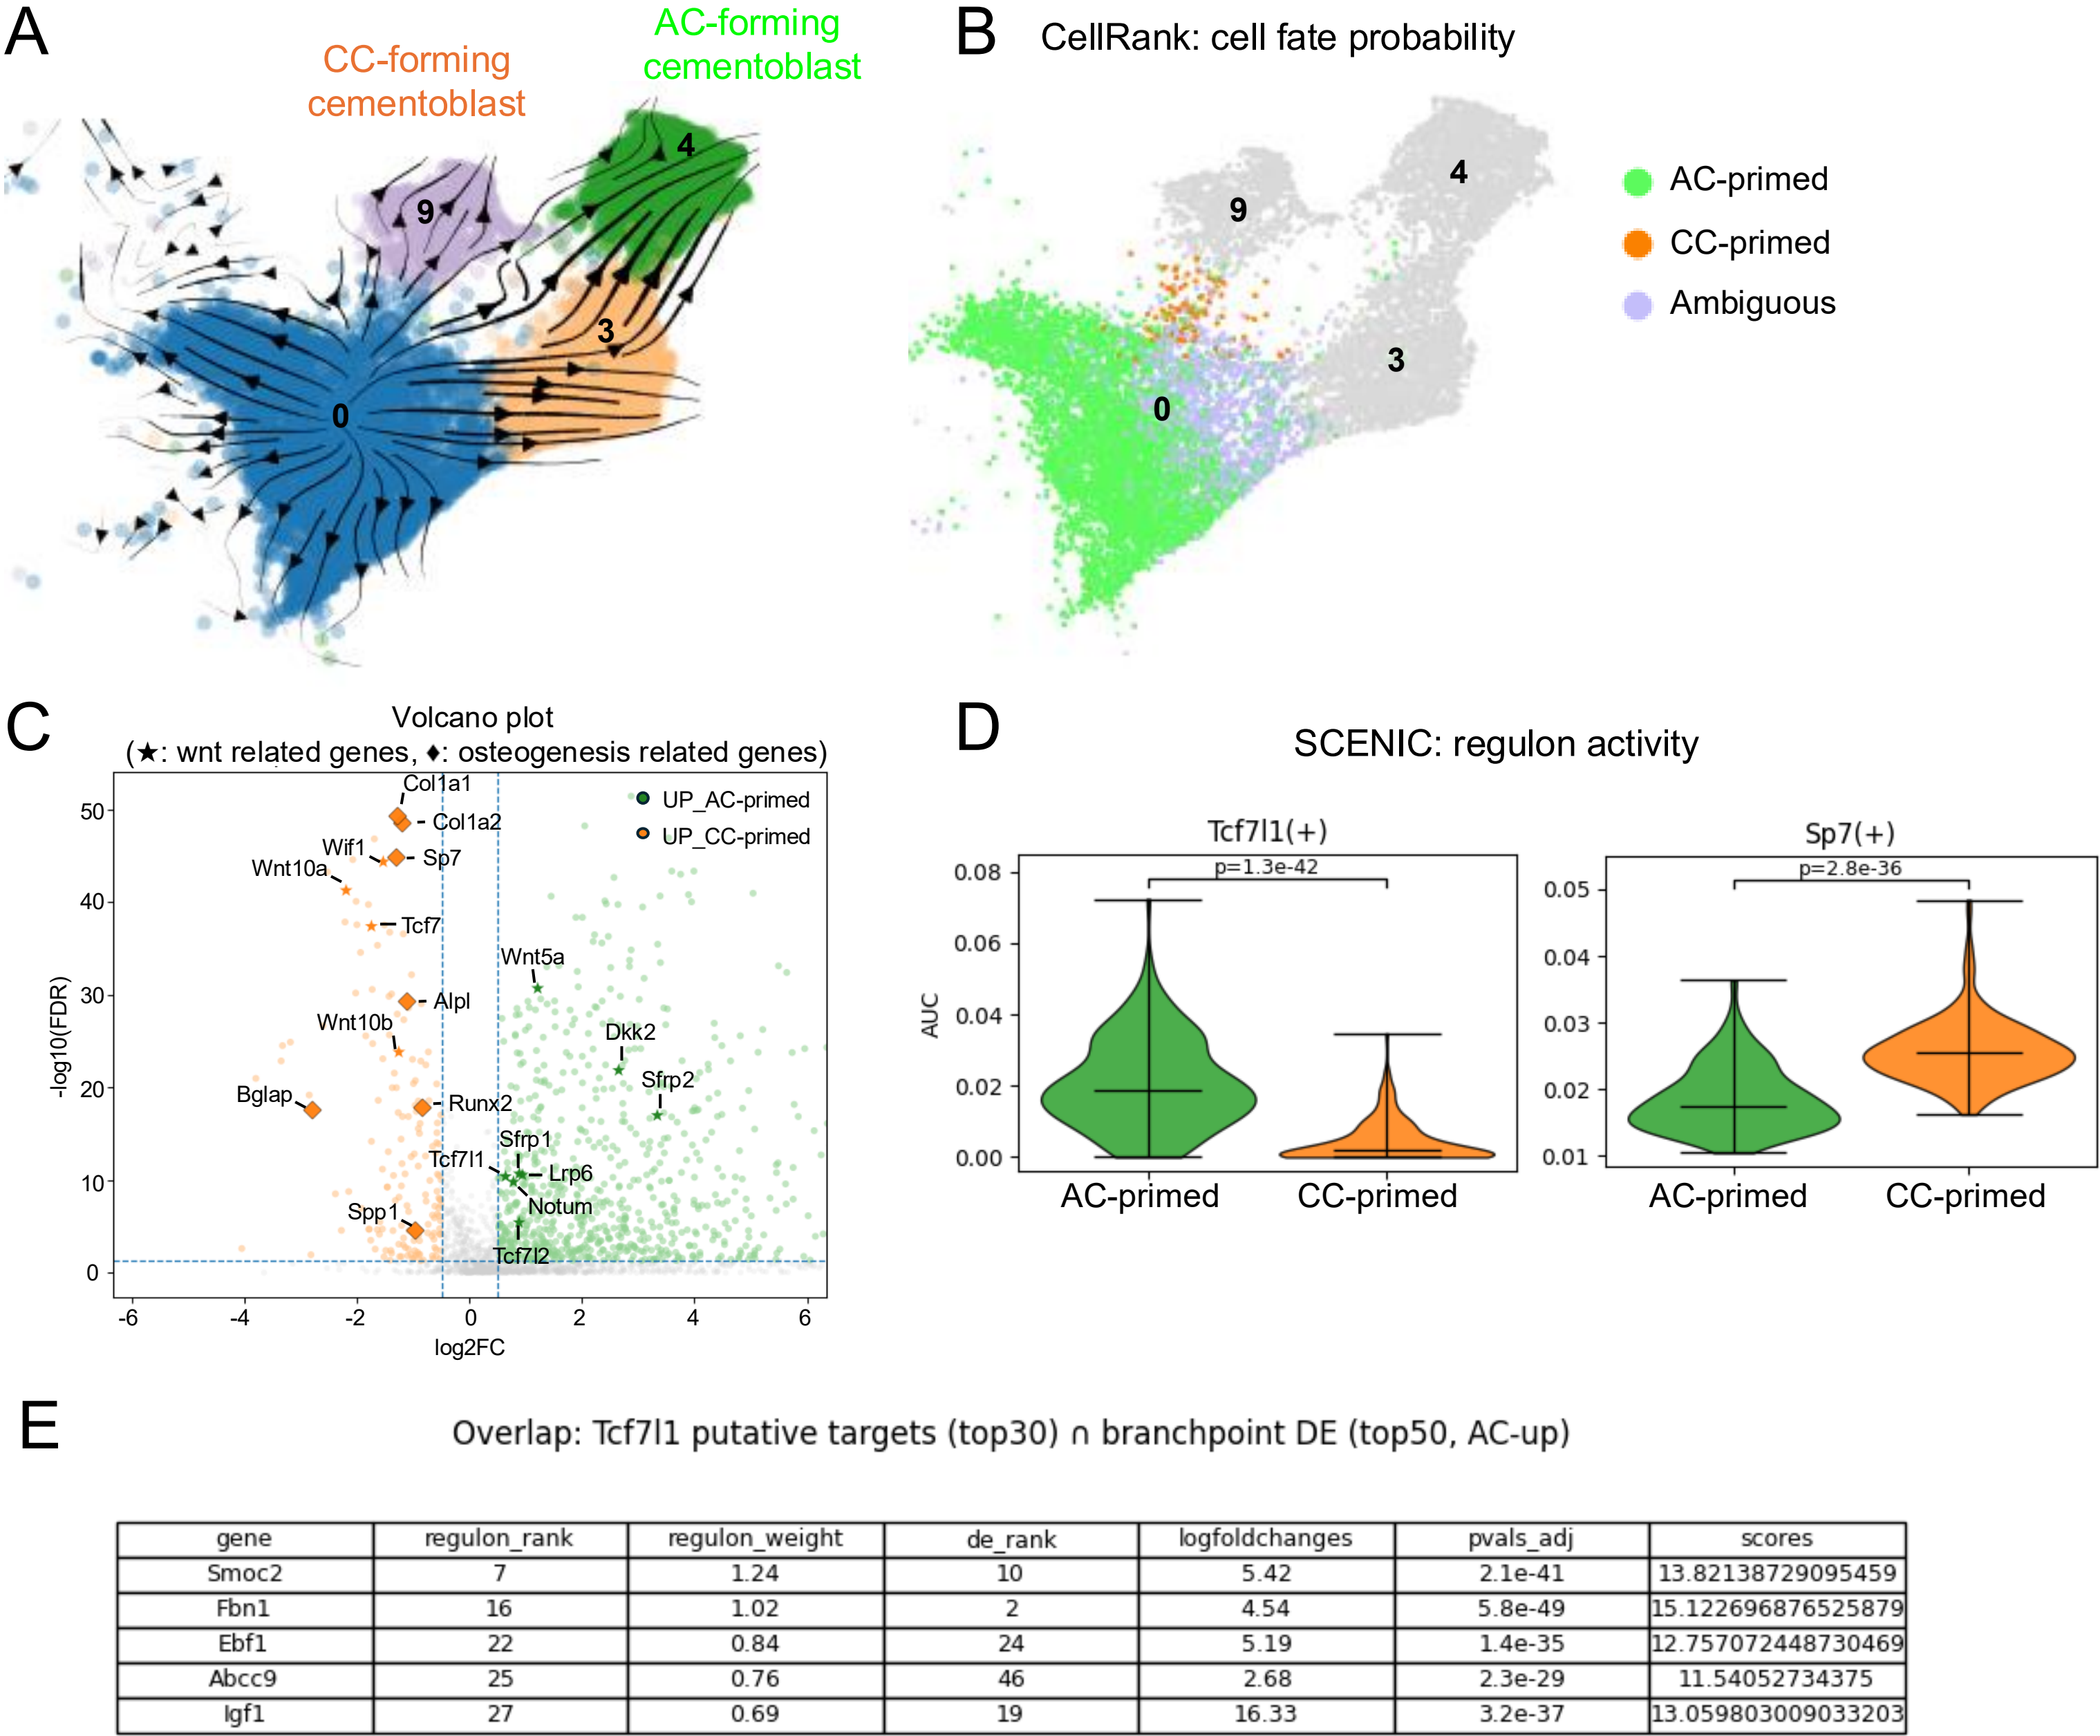

**Figure S5, related to Figure 3. Single-cell transcriptomic defines two cementoblast subtypes and their origin**

**(A)** Integrated RNA velocity vectors and UMAP plot of highlighted Clusters 0, 3, 4, and 9.

**(B)** CellRank-based fate probabilities computed for Cluster 0, *Wif1*<sup>+</sup> origin state, to estimate the probability of commitment toward AC- and CC-forming cementoblasts. Cells in Cluster 0 were categorized as AC-primed, CC-primed, or ambiguous based on fate bias ( $\Delta = p\_to\_AC - p\_to\_CC$ : CellRank-inferred fate probability).

**(C)** Volcano plot showing DEGs between AC-primed and CC-primed cells. ( $|\log_2FC| > 0.5$ ,  $FDR < 0.05$ ) The differential expression analysis was performed by comparing equal numbers of cells from the upper and lower tails of the fate-bias score ( $n = 200$  per group; AC-biased vs CC-biased). Wnt-related and osteogenesis-related genes are indicated.

**(D)** SCENIC regulon activity (AUC) in AC- and CC-primed cells.

**(E)** The overlap between putative *Tcf7l1* target genes (top 30 by regulon weight) and AC-upregulated DE genes (top 50) identifies candidate downstream effectors associated with AC priming.

Two-tailed. Two-group comparisons: Mann-Whitney U test;  $p$ -values are indicated.

# Figure S6

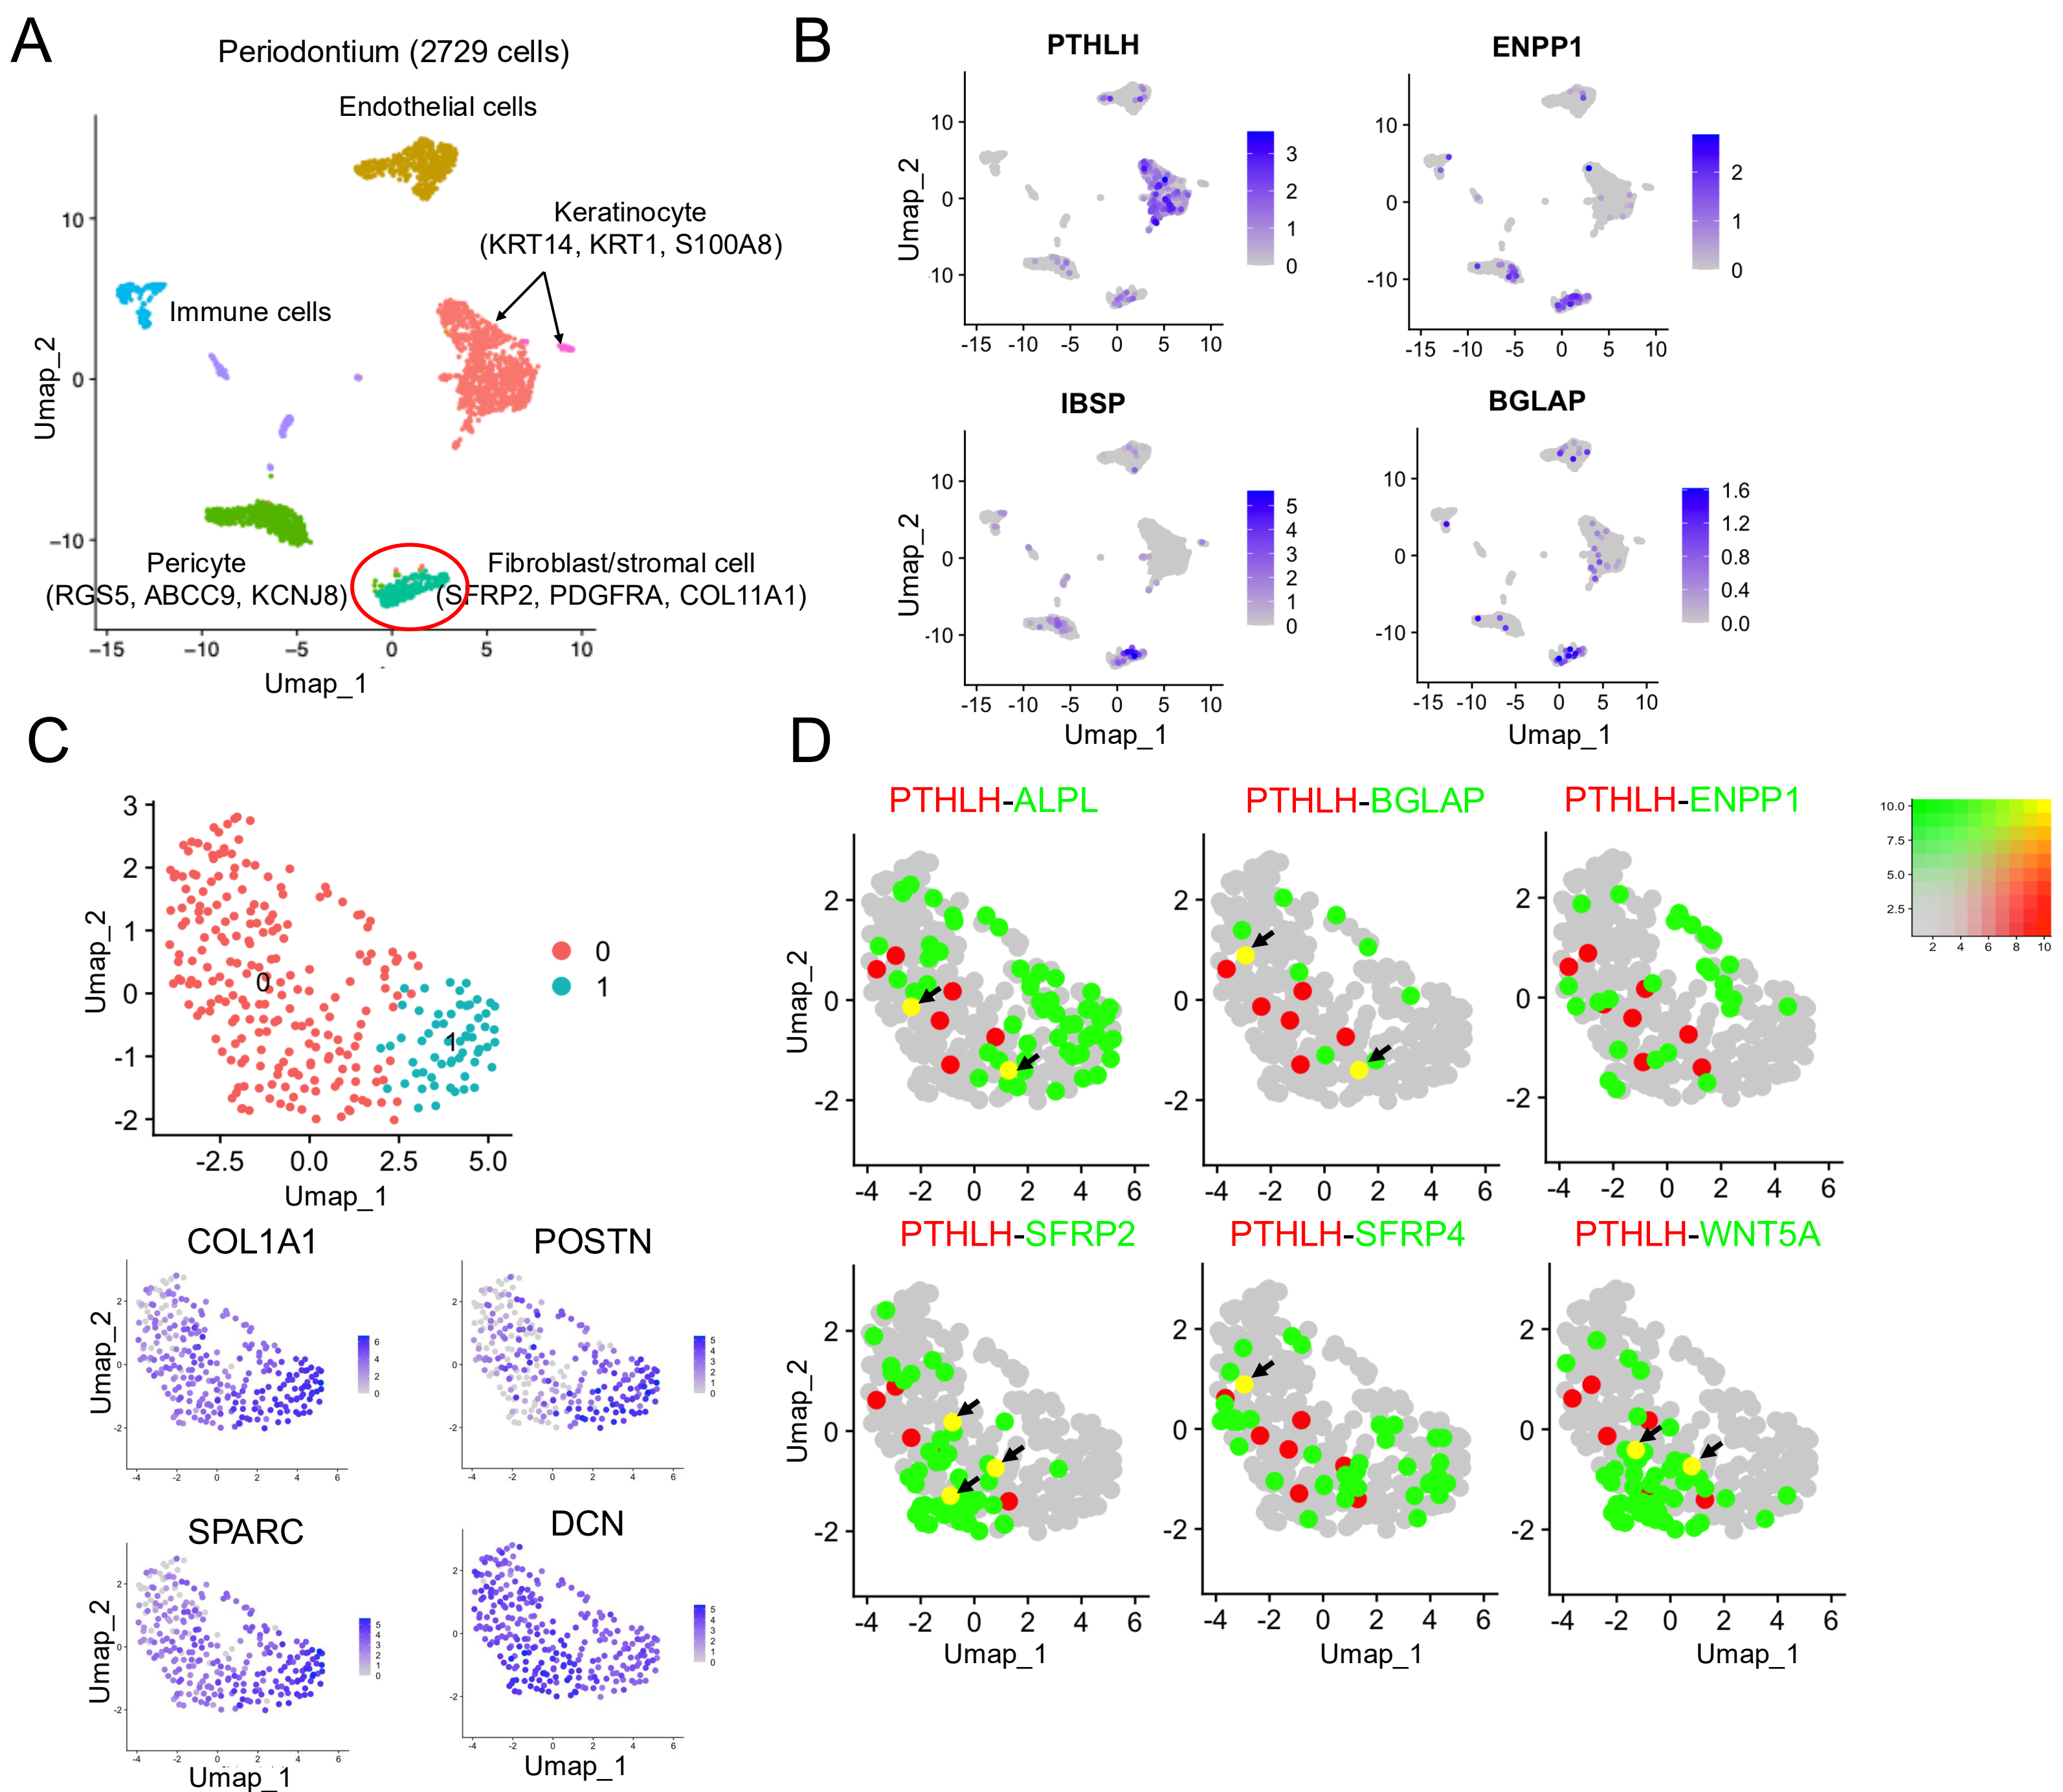

**Figure S6, related to Figure 3. Single-cell transcriptomic defines two cementoblast subtypes and their origin**

Reanalysis of human periodontium single-cell atlas [GSE161267] to identify a PTHrP<sup>+</sup> cementoblast subset.

**(A)** UMAP plot of human periodontium of third molars (2,729 cells).

**(B)** Feature plots of *PTHLH* (top left), *IBSP* (top right), *BGLAP* (bottom left), *ENPP1* (bottom right).

**(C)** UMAP plot of the fibroblast/stromal cell subset from (A).

**(D)** Co-expression of *PTHLH* and *ENPP1* (top left), *BGLAP* (top right), *SFRP2* (bottom left) and *WNT5A* (bottom right).

Arrows indicate co-expressing cells.

# Figure S7

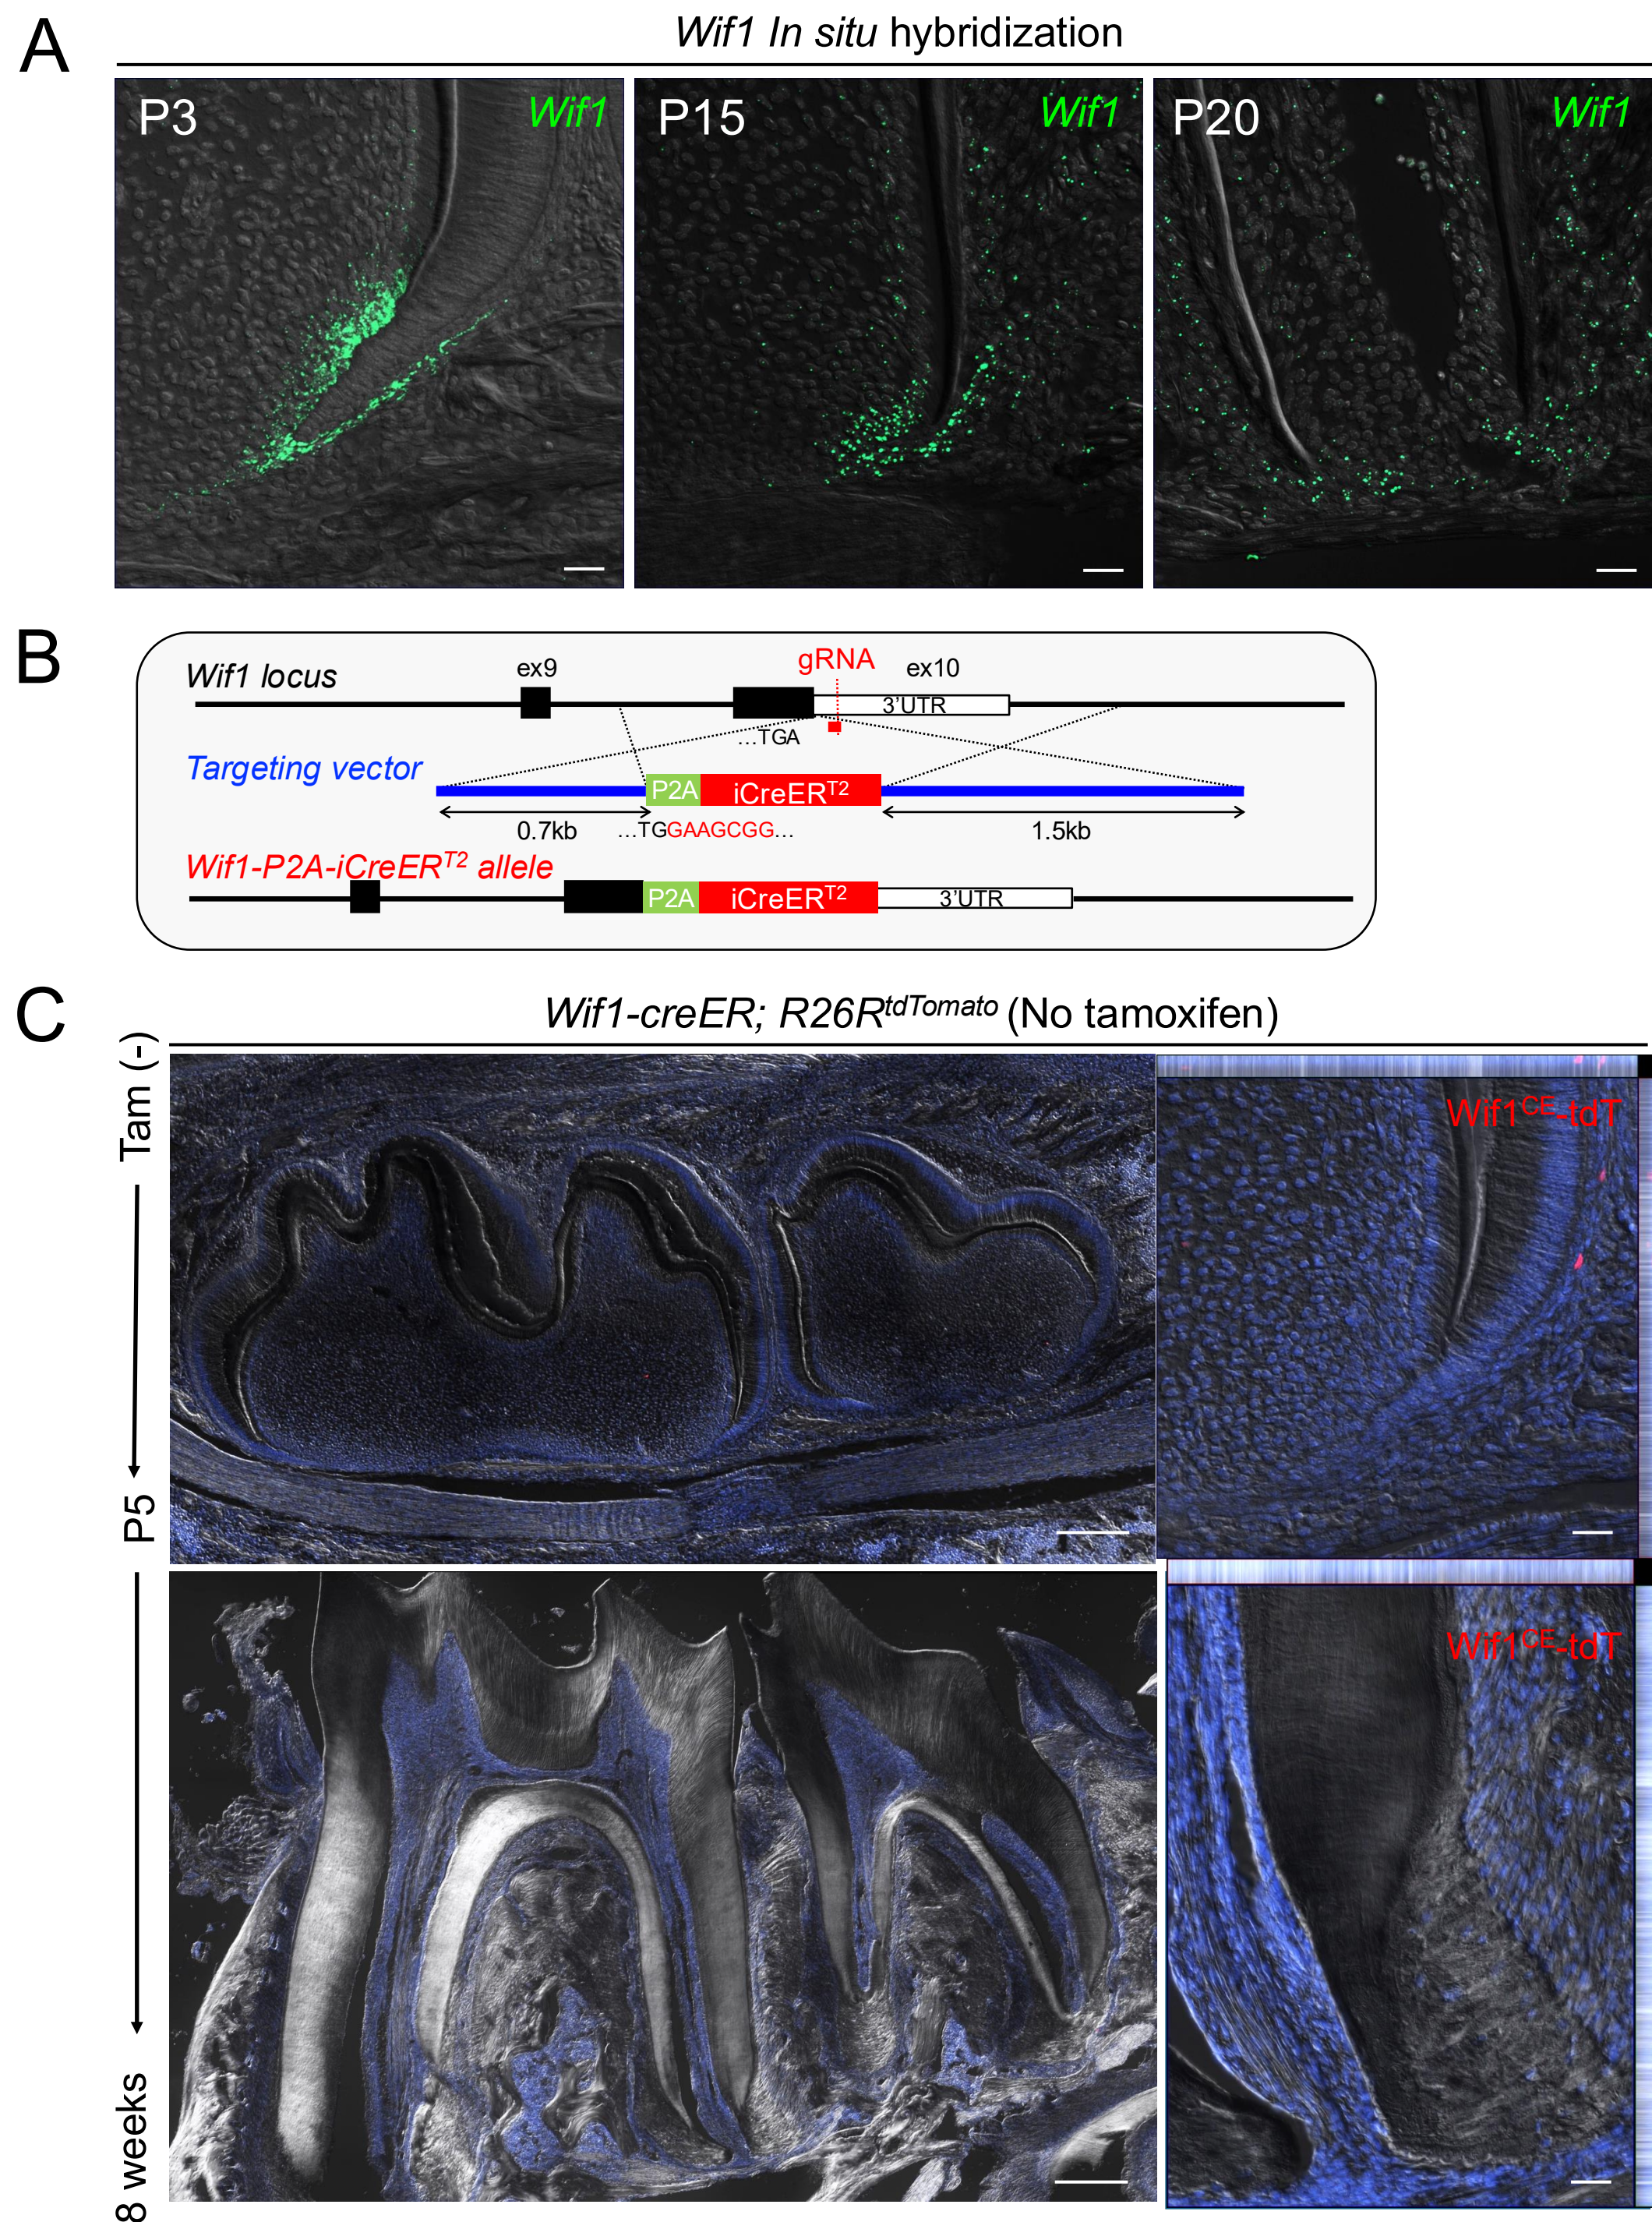

**Figure S7, related to Figure 4. *Wif1*<sup>+</sup> peri-epithelial apical cells give rise to cementoblasts in tooth root formation**

**(A)** RNAscope analysis for *Wif1* expression during tooth root formation. Enlarged images of HERS surrounding region (P3), apical root front (P15) and root apex (P20). Green: *Wif1* mRNA. Scale bars: 25  $\mu$ m.

**(B)** Schematic of the targeting strategy to generate a *Wif1-iCreER* knock-in allele.

**(C)** No-tamoxifen negative control (*Wif1<sup>creER/+</sup>; R26R<sup>tdTomato</sup>*). M1 sections collected without tamoxifen at P5 (top) and 8 weeks (bottom). No tdT signal was detected in the peri-epithelial apical mesenchyme, indicating minimal leakiness of the *Wif1-creER* allele. Red: *Wif1<sup>CE</sup>-tdT*, Gray: DIC/DAPI. Scale bars; 200  $\mu$ m (left), 25  $\mu$ m (right). Representative images of at least three independent biological samples are shown in the figures.

# Figure S8

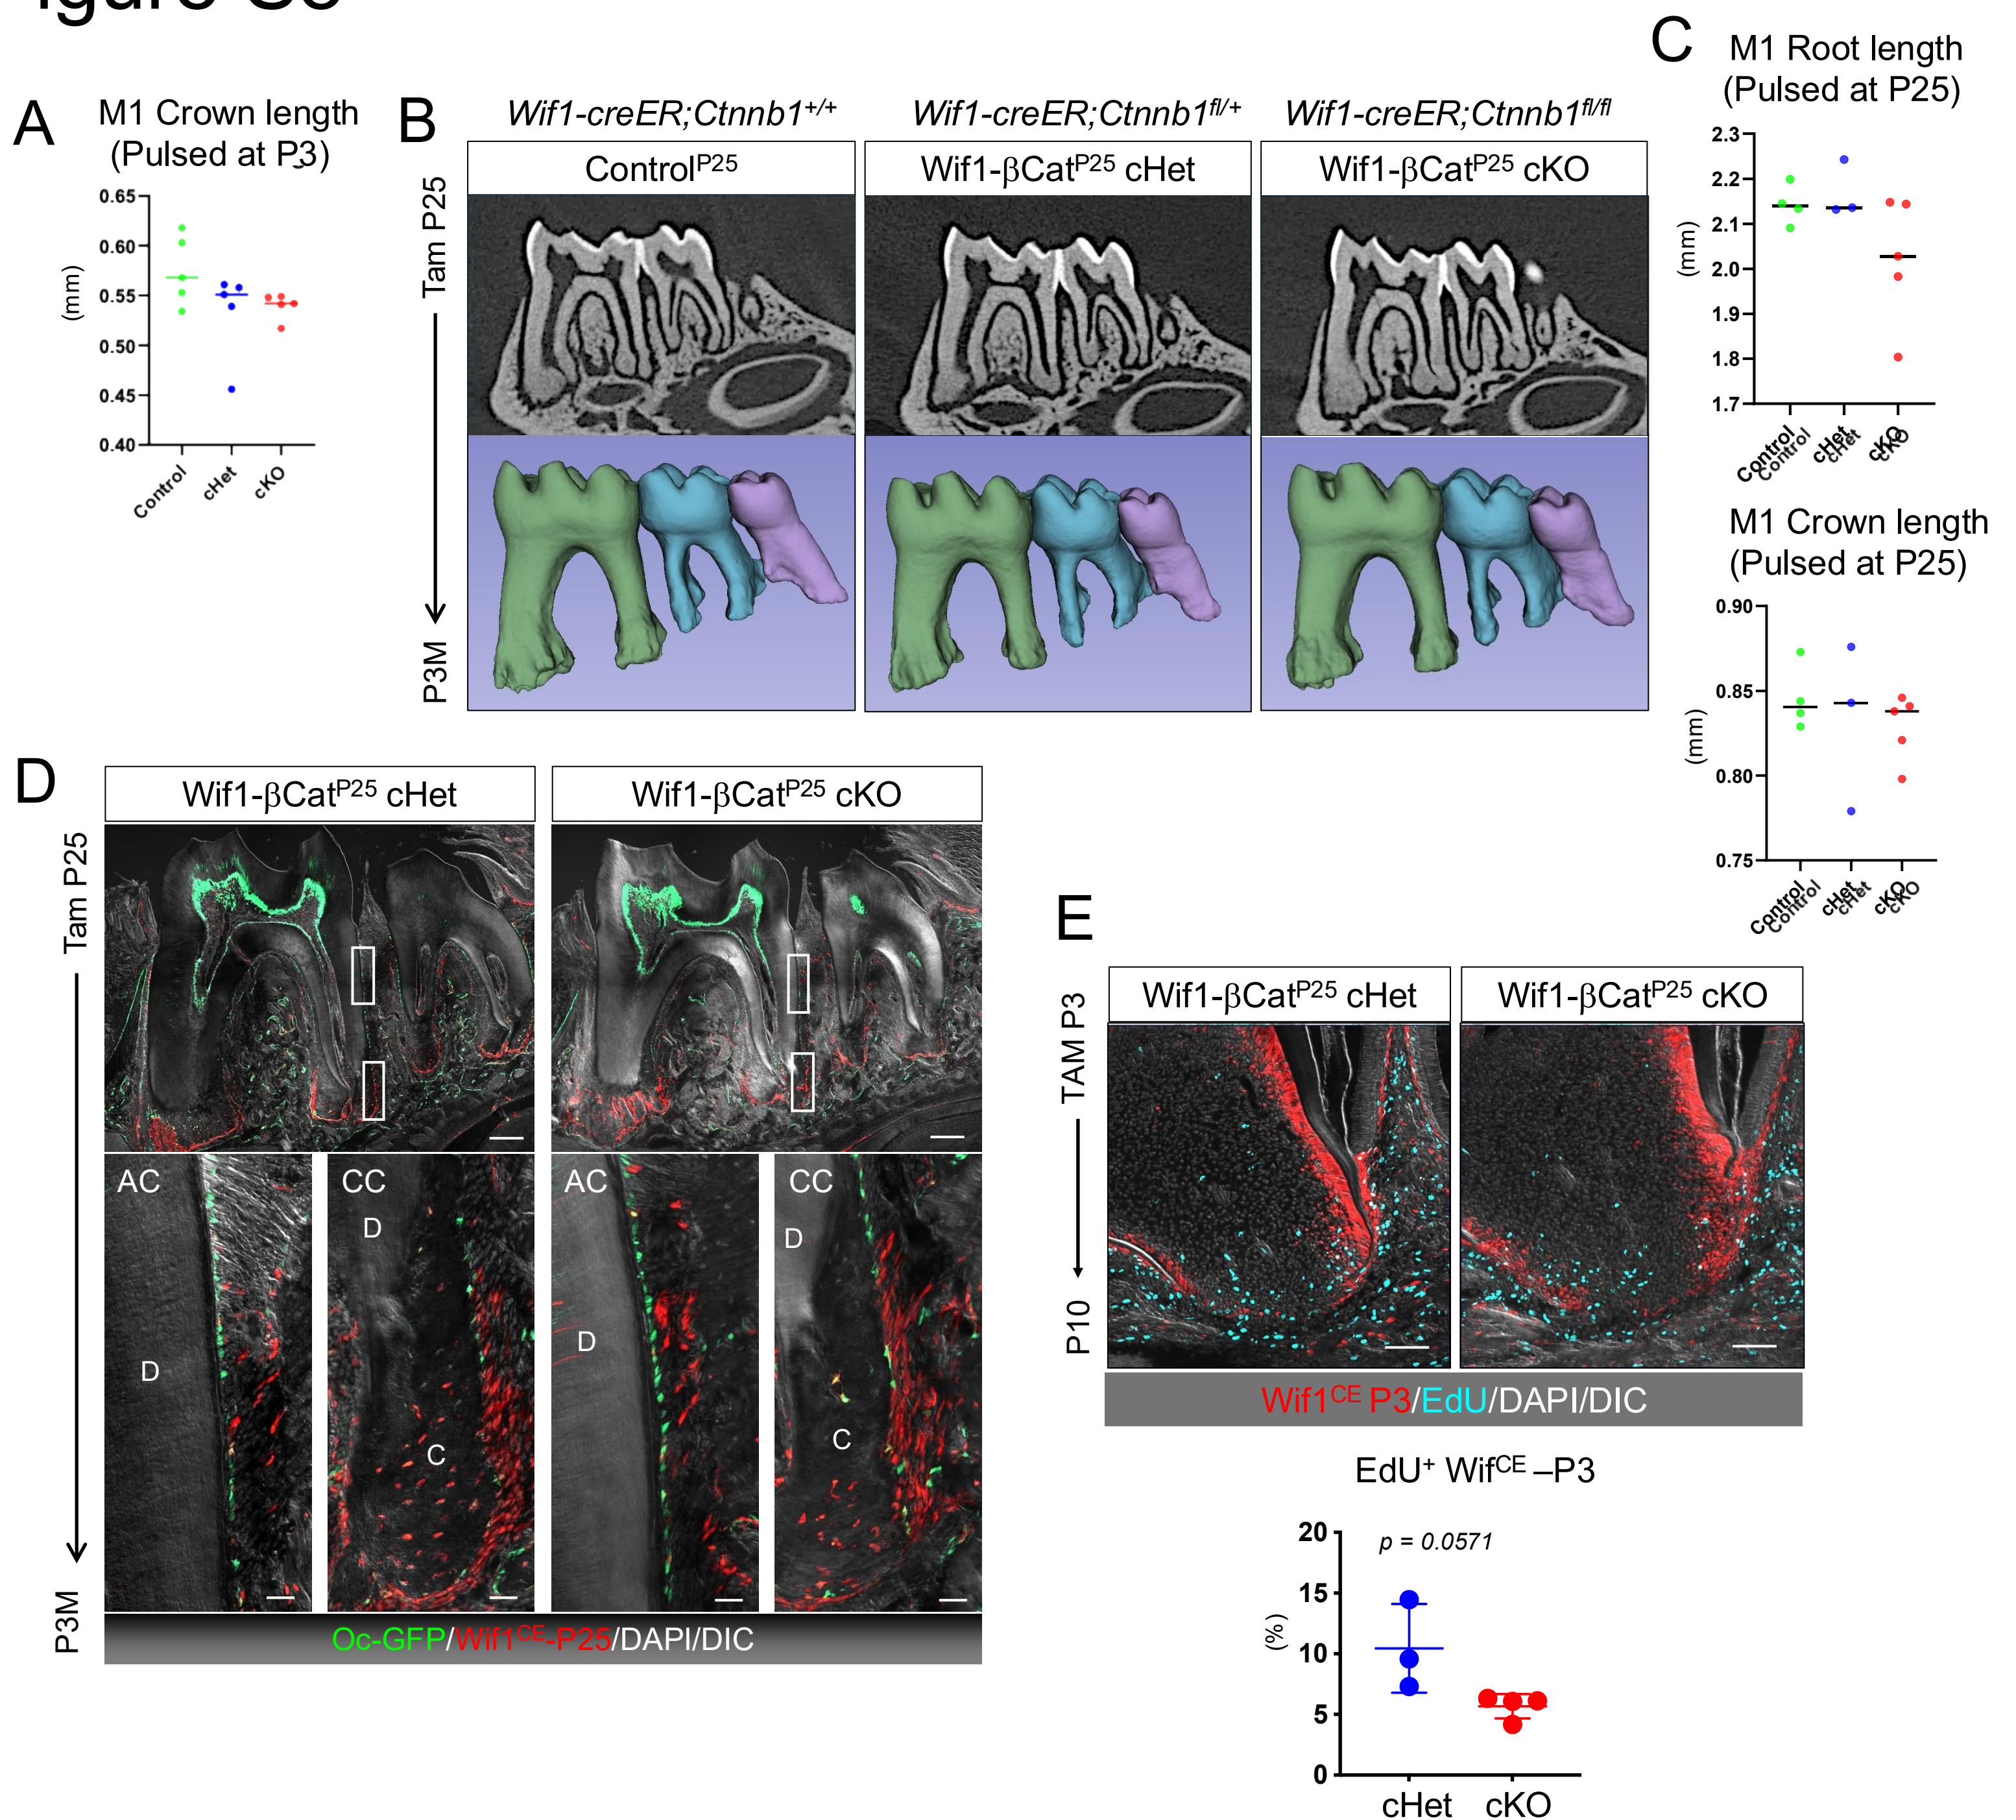

**Figure S8, R/T Figure 5. Canonical Wnt signaling dependency of acellular cementum formation by *Wif1*<sup>+</sup> cells**

(A) Quantification of M1 crown length at 3 months of age (pulsed at P3). (mean  $\pm$  s.d.;  $n=5$  mice, each group).

(B-D) Later-stage canonical Wnt signaling inactivation in *Wif1*<sup>+</sup> cells. P25-pulsed *Wif1-βCat* cont-P25, *Wif1-βCat* cHet-P25 and *Wif1-βCat* cKO-P25 littermates were chased to 3 months. (B): 3D-microCT cross-sectional slice (top) and 3D-rendered image (bottom) of each group. (C): Quantification of M1 root length and crown length. (mean  $\pm$  s.d.; Control:  $n=4$  mice, cHet:  $n=3$  mice, cKO:  $n=5$  mice). (D): Lineage tracing. Low magnification image of M1 (top) and enlarged images of AC (left), CC (right) of *Wif1-βCat* cHet-P25 and *Wif1-βCat* cKO-P25. Scale bars; 200  $\mu$ m (low magnification) and 25  $\mu$ m (high magnification). Red; *Wif1*<sup>CE</sup>-P25, Green; Oc-GFP; Gray; DIC/DAPI.

(E) Cell proliferation. EdU assays after 7 days of chase at P10 (pulsed at P3). EdU was administered twice (6 and 3 hrs) before analysis. Quantification of EdU<sup>+</sup>*Wif1*<sup>CE</sup>-tdT<sup>+</sup> cells per *Wif1*<sup>CE</sup>-tdT<sup>+</sup> cells is shown in lower graph. (mean  $\pm$  s.d.;  $n=3$  mice, each group) Scale bars; 50  $\mu$ m. Red: *Wif1*<sup>CE</sup>-P3, Cyan: EdU; Gray: DIC/DAPI. D: dentin, C: cementum. Two-group comparisons: Mann-Whitney's *U*-test.  $n \geq 3$  groups: one-way ANOVA with Tukey's multiple-comparisons test. Representative images from at least three biological replicates are shown in the figures.

# Figure S9

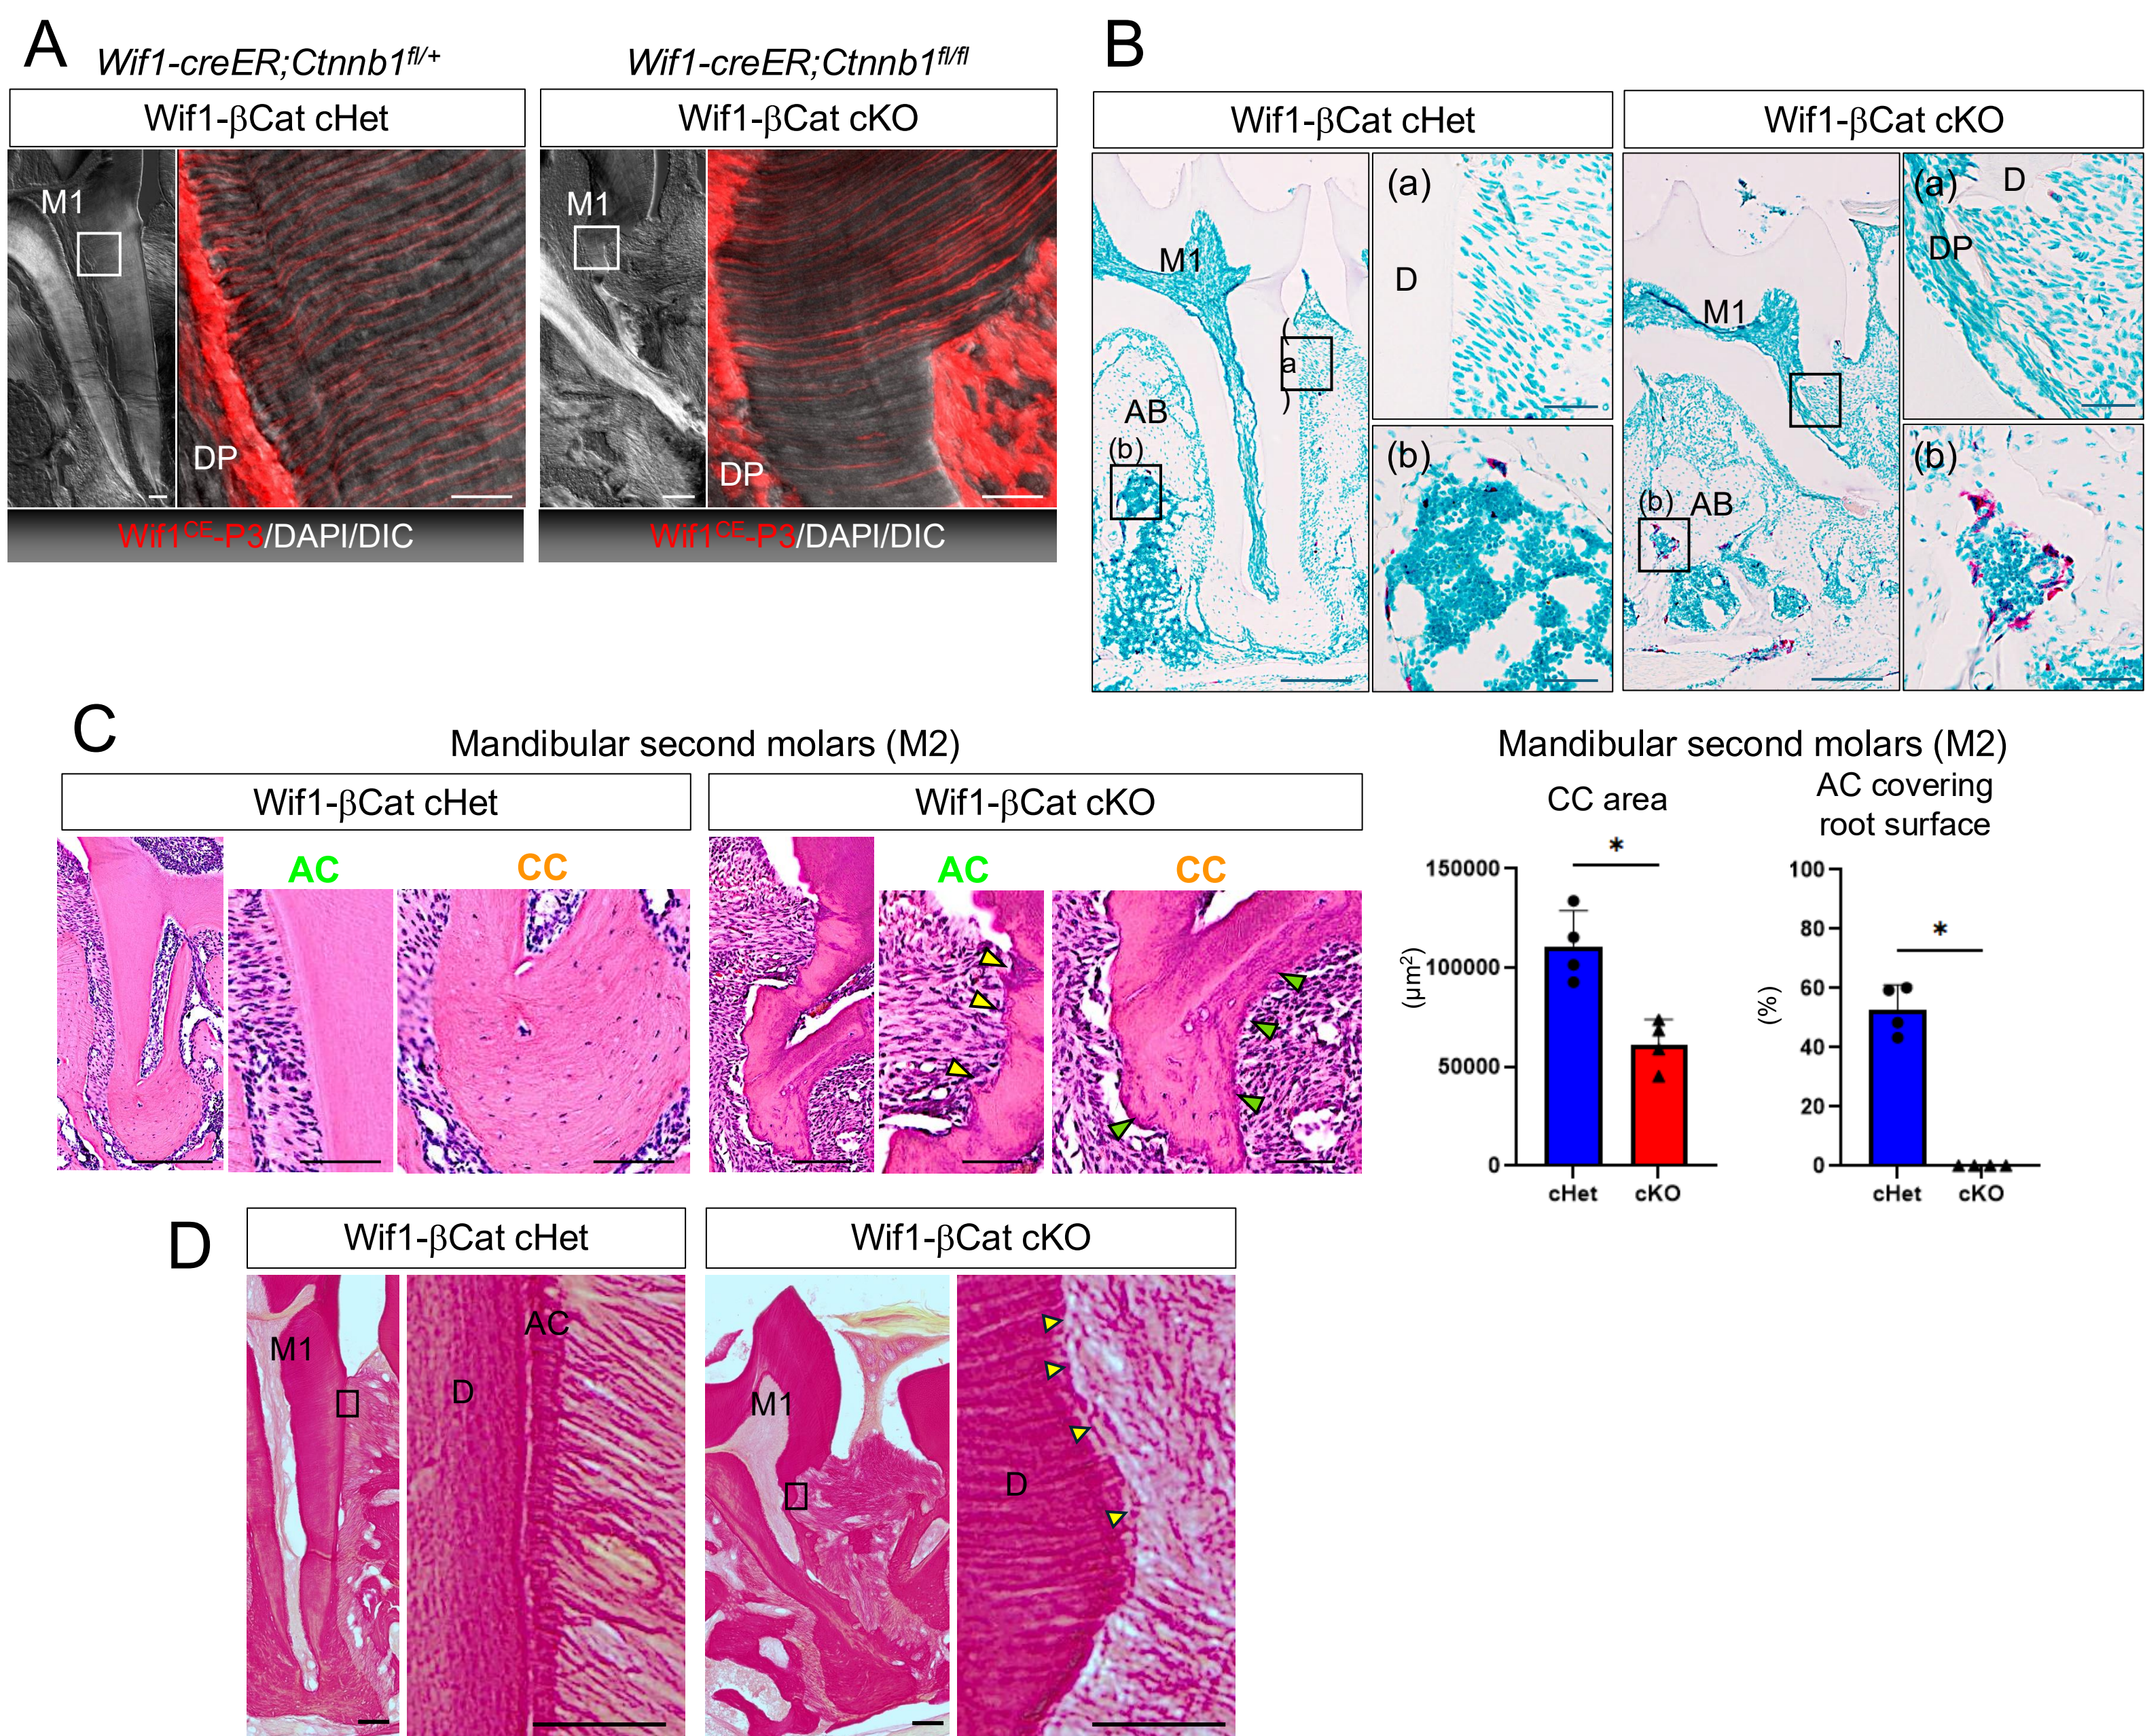

**Figure S9, R/T Figure 5. Canonical Wnt signaling dependency of acellular cementum formation by *Wif1*<sup>+</sup> cells**

First molar (M1) from *Wif1-βCat* cHet and *Wif1-βCat* cKO mice pulsed at P3 and analyzed after 3-month of chase.

**(A)** Dentinal tubule organization, M1. Representative fluorescent images. Boxed regions in the low-magnification images (left) are shown at higher magnification (right) to visualize dentinal tubules labeled by tdTomato. Red; *Wif1<sup>CE</sup>-P3*. Scale bars: 100 μm (low magnification) and 25 μm (high magnification). Scale bars: 25 μm. DP: dental pulp.

**(B)** TRAP staining, M1. Representative TRAP staining of mandibular molar sections. Higher magnification images of the cervical root surface (a) and alveolar bone (b). Scale bars: 250 μm (low magnification), 50 μm (high magnification). M1: first molar, AB: alveolar bone, D: dentin, DP: dental pulp.

**(C)** Second molar (M2) AC coverage. Right: quantification of AC coverage per M2 mesial root surface (left) and CC area of M2 mesial root. (mean ± s.d.; *n*=4 mice, each group) Scale bars: 250 μm (low magnification), 50 μm (high magnification). \**p*<0.05 (two-tailed Mann–Whitney U test).

**(D)** Picrosirius Red (PSR) staining, M1. High-magnification views of M1 cementum-PDL interface. cHet: dense PDL fibers (Sharpey's fibers) insert into AC. cKO: AC is absent with markedly reduced fiber insertion. Yellow arrowheads indicate the absence of AC. Scale bars: 100 μm (low magnification) and 25 μm (high magnification). D, dentin; M1, first molar; AC, acellular cementum. Representative images from at least three biological replicates are shown in the figures.

Table S1

| Cluster | Annotation                        | Key markers used for annotation           | Top markers                                      |
|---------|-----------------------------------|-------------------------------------------|--------------------------------------------------|
| 0       | Cementoblast precursor            | Ogn, Cxcl12, Sfrp1, Igf1, Igfbp4          | Ogn, Igfbp4, Igf1, Fbln1, Gpx3, Mfap4            |
| 1       | Cementoblast precursor            | Pcp4, Vcan, Bambi, Crabp1, Id1            | Pcp4, Hmgn3, Ptn, Vcan, Bambi, Id1               |
| 2       | Periapical cells                  | Hand2, Nts, Alx1, Tnn, Csrp2              | Csrp2, Nts, Hand2, Tnn, Lrrc17, Cald1            |
| 3       | Cementoblast precursor            | Alpl, Col16a1, Thbs4, Rora, Col1a1/Col1a2 | Col1a2, Col3a1, Sparc, Col1a1, Col16a1, Rora     |
| 4       | Cementoblast                      | Dmp1, Enpp1, Ibsp, Wnt5a, Ank             | Ibsp, Ank, Timp3, Bmp3, Aqp1, Sparcl1            |
| 5       | Mitochondrial transcript enriched | mt-Nd4, mt-Atp6, mt-Co3, mt-Co2, mt-Cytb  | mt-Nd4, mt-Atp6, mt-Co3, mt-Nd2, mt-Co2, mt-Cytb |
| 6       | Epithelial cells                  | Krt5, Krt14, Trp63, Epcam, Krt17          | Krt5, Krt14, Sfn, Dsp, Perp, Fabp5               |
| 7       | Periapical cells                  | Itgbl1, Htra1, Col18a1, Col4a1, Serpine2  | Htra1, Itgbl1, Wnt5a, Spon1, Col4a1, Col18a1     |
| 8       | Cycling/proliferating cells       | Mki67, Top2a, Stmn1, Hmgb2                | H2afz, Hmgb2, Stmn1, Ran, Smc2, Hmgb1            |
| 9       | Cementoblast                      | Dmp1, Ifitm5, Bglap, Phex                 | Col11a2, Col1a1, Smpd3, Ifitm5, Bglap, Sparc     |
| 10      | Periapical cells                  | Mgp, Nrp1, Prrx1, Ebf1, Cygb              | Mgp, Ebf1, Fbn1, Nrp1, Col4a1, Prrx1             |
| 11      | Hematopoietic/immune cells        | Ptprc, Lyz2, Csf1r, Tyrobp, Fcer1g        | Fcer1g, Tmsb4x, Tyrobp, Laptm5, Ctss, Ftl1       |
| 12      | Epithelial cels                   | Trp63, Pitx2, Wnt4, Dsc3                  | Wnt4, Dsc3, Trp63, Fxyd3, Runx1, Pitx2           |
| 13      | Hematopoietic/immune cells        | Ptprc, S100a8, S100a9, Ltf                | S100a8, Lcp1, S100a9, Tyrobp, Cd52, Tmsb4x       |
| 14      | Epithelial cells                  | Krt5, Krt14, Odam, Krt17                  | Krt14, Odam, Krt5, Perp, Spint2, Sfn             |
| 15      | Hematopoietic/immune cells        | Hba-a1, Hbb-bs, Alas2                     | Hba-a1, Hbb-bs, Hba-a2, Hbb-bt, Alas2, Snca      |
| 16      | Hematopoietic/immune cells        | Ptprc, Cd79a, Cd79b, Ebf1, Vpreb3         | Cd79b, Cd79a, Ebf1, Vpreb3, Ptprcap, Chchd10     |
| 17      | Endothelial cells                 | Pecam1, Cdh5, Kdr, Flt1, Vwf, Egfl7       | Egfl7, Pecam1, Cdh5, Ecscr, Col4a1, Ramp2        |
| 18      | Schwann/glia1 cells               | Plp1, Mpz, Pmp22, S100b                   | Plp1, Dbi, Itih5, Gpm6b, Cryab, Lgi4             |

# Supplementary material for: Wnt-dependent ontogeny of acellular cementum-forming cementoblasts on the tooth root surface
**Source:** Nat Commun. 2026 May 13;17:6362. doi: 10.1038/s41467-026-72712-1
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | ZEN 3 (blue edition, ZEISS), Space Ranger v3 (10x Genomics Cloud analysis), Cell Ranger 6.1 (10X Genomics), Scanco µCT Evaluation Program (SCANCO Medical) |
| Data analysis   | ZEN 3 (blue edition, ZEISS), ImageJ2 v2, GraphPad Prism v10.3.0, Loupe Browser v8, rIiger v2.2.1, Qupath v0.5.1                                            |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The spatial transcriptomic analysis and single-cell RNA-seq data presented herein have been deposited in the National Center for Biotechnology Information (NCBI)'s Gene Expression Omnibus (GEO), and are accessible through the GEO Series accession number, SuperSeries GSE313653 (spatial transcriptomic analysis), and SuperSeries GSE313714 (single-cell RNAseq) including GSM9372961, GSM9372962 and GSM9372963.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were based on prior experience with similar experiments in the field (Nat Commun 16(1):6061, 2025, Nat Communication 16(1):5510, 2025) and practical considerations. No statistical method was used to predetermine sample size. The number of biological replicates for each experiment is reported in the figure legends.                                                                                                                                                                                                                                                                           |
| Data exclusions | Some data were excluded based on pre-established quality-control criteria and only for technical or health-related reasons unrelated to the experimental intervention. Exclusions included failures in confirming correct genotypes or birth dates, poor tissue quality/processing failures, or spontaneous health issues (e.g., malnutrition). In all analyses, we used littermate controls with corresponding genotypes.                                                                                                                                                                                         |
| Replication     | For all data presented in the manuscript, we examined at least three independent biological samples (three different mice) to ensure the reproducibility. Representative images shown are from at least 3 mice per genotype/condition.                                                                                                                                                                                                                                                                                                                                                                             |
| Randomization   | Randomization was not applicable because animals were assigned to groups based on genotype (littermates).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Blinding        | Investigators were not fully blinded to group allocation during experiments and outcome assessment because group assignment was determined by genotyping prior to the start of experiments and animals were handled accordingly during housing, tissue collection, sample preparation, and data acquisition. However, samples were assigned coded numeric identifiers to reduce the ability to infer genotype from sample IDs during downstream quantification. Quantification (measuring and counting) was performed using the same criteria across all samples without preferential attention to group identity. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Rabbit anti-POSTN polyclonal antibody (1:500, EMD-Millipore, ABT280) and rabbit anti-cytokeratin 5 (CK5) polyclonal antibody (1:200, Abcam, ab24647)                                                                                                                                              |
| Validation      | All antibodies used in this study are commercially available and were used according to the manufacturers' recommendations. Validation information is provided by the suppliers (datasheets). Specific staining patterns were consistent with expected tissue localization and published reports. |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | We used genetically modified mice ( <i>mus musculus</i> ) for this study. Most of the mouse line have been backcrossed to C57BL/6 background. Mice with both sexes were used throughout their lifespan (up to 2 years of age). Mouse strains used in the study were as following: Wif1-P2A-iCreER knock-in mice were generated by CRISPR/Cas9-mediated insertion of iCreERT2 upstream of the Wif1 stop codon, allowing inducible Cre activity under endogenous Wif1 regulatory control. The founders were confirmed by PCR genotyping and bred for germline transmission. Pthrp-mCherry knock-in reporter mice have been previously described (JAX032872). Rosa26-CAG-loxP-stop-loxP-tdTomato (Ai14: R26RtdTomato, JAX007914), Osteocalcin (3.8kb)-GFP (JAX017469) and Ctnnb1-floxed (JAX004152) mice were acquired from the Jackson laboratory. Animal rooms were climate controlled to provide temperatures of 22-23°C, 40-65% of humidity on a 12 h light/dark cycle. |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Reporting on sex        | Data were not disaggregated by sex. The sample numbers reported in this Reporting Summary include both male and female mice. Sex was recorded for postnatal animals, but data from both sexes were pooled for analysis because the study was not powered or designed to test sex-specific effects.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Field-collected samples | No field collected samples were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Ethics oversight        | All procedures were conducted in compliance with the Guidelines for the Care and Use of Laboratory Animals approved by the University of Texas Health Science Center at Houston's Animal Welfare Committee (AWC), protocol AWC-21-0070 and AWC-24-0075.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

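Cells sorted for the Pthrp-mCherry reporter from pooled mouse mandibular molars at P15, P25 and 8 weeks were profiled by 10x Chromium 3' single-cell RNA sequencing, with 1 library per time point. For each library, the authors deposited the UMI counts per gene and cell that Cell Ranger gave (6.1.2 for P15 and 8 weeks, 6.0.1 for P25), which are whole numbers without normalization. The genome build and annotation behind them are not stated in the files, and gene positions were taken from a GENCODE annotation of GRCm38. The study's P6 library, RNA velocity, transcription factor networks and spatial data were not analysed here.

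The median number of genes per cell was 3747 at P15, 3806 at P25 and 2787 at 8 weeks, and the median mitochondrial share was 4.37%, 4.03% and 4.36%. All 27089 deposited cells were kept in the main setting. Genes were joined by identifier (21446 shared) or, as an alternative, by symbol (20843 shared). Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes were chosen after 43 named genes had been left out. Libraries were integrated by reciprocal PCA in Seurat 5.3.0 with 30 principal components, and cells were clustered with 20 neighbours at resolution 1. Scrublet with an expected share of 6% called 376 doublets at P15. Its automatic threshold called 0 at P25 and 8 at 8 weeks, so the 541 and 317 cells with the highest scores were used there.

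A cluster took the name of the list of Table S1 with the highest mean log2 fold over the other cells, taken over its 4 highest markers with a pseudocount of 10 CPM. At least 3 markers with a log2 fold above 1 were needed, and Dmp1 among them for the α-like and β-like names, and no competing list could have more markers among the 10 genes with the largest fold. This rule was set after the clusters were seen, as were the division into an early and a late α-like cluster, the clustering without α-like and β-like markers, the tests by sex of cells and the TMM scale for ratios of single libraries.

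Counts were summed per library and class with at least 20 cells. The 6 sums of α-like and β-like cells were compared with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test with robust estimates, Benjamini-Hochberg adjustment). Counts over all genes used an adjusted p under 0.05 and a log2 fold change above 1 in size. Calls of named genes and of gene lists used the adjusted p alone. DESeq2 1.42.0 was an alternative. The α-like and β-like sums of a library, each taken as deviations from the mean of its class, had a correlation across genes of 0.355 at P15, 0.604 at P25 and 0.349 at 8 weeks, so the library as a block was an alternative too. Both tools were tested on simulated data. TMM factors lay between 0.828 and 1.15. Shares carry Clopper-Pearson and levels Poisson intervals at 95%. For shares of cells with a UMI, each cell was thinned to 3000 UMIs.

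The named genes are those the paper names in its mouse single-cell results or for the spatial comparison of AC and CC, and the 5 genes most higher and the 5 most lower in α-like cells among genes past both thresholds, with the same direction in each library, at least 50 CPM in the higher class, and not used for clustering or naming. Lists of odontoblast, osteocyte, osteoclast, dissociation stress and sex genes, and of Wnt and other genes named in the paper, were written before the data were examined.

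Alternatives changed the resolution (0.5 and 2), the number of clustering genes (3000), the named genes among them, the integration, the cells kept (24287 cells with at least 500 genes and at most 20% mitochondrial UMIs, or 25855 without doublets), the removal of cells with Xist and Y-linked UMIs (P25 only), the join of genes, classes from marker UMIs, clusters and sums from separate random parts of the UMIs, sums thinned to 3189557 UMIs, size factors, low-count filter, test, block, the threshold on size and each library left out. R 4.3.3, Python 3.11.15, scanpy 1.11.5, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.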

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

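All tests in this part were chosen after the results were seen. So was the criterion for opposite directions, that the exact binomial interval of the α-like share of a gene's UMIs in a library excludes no difference, on opposite sides at 2 time points, which took the place of non-overlapping intervals.

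The mCherry reporter transcript, which the paper does not report on, was higher in Cementoblast α-like than in β-like cells, with a log2 fold change of 1.38 (standard error 0.24, adjusted p = 0.0101 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and the same direction in 3 of 3 libraries. Without the P25 library it was 1.47 with an adjusted p of 0.117 in edgeR. Free RNA is argued against, since the highest level in immune-like cells was 71.4 CPM at P15, where α-like cells held 1099 CPM and β-like cells 323 CPM. All cells were sorted for this reporter, and the sort gate was not tested as a cause. The transcript of Pthlh itself was also higher in α-like cells in 3 of 3 libraries (log2 fold change 1.63, adjusted p = 0.00253 from the same edgeR test). Without the P25 library its adjusted p in edgeR was 0.0725. This goes with a difference in Pthrp promoter activity between the classes, which stays open because transcript levels do not measure it directly.

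Y-linked UMIs showed that each library holds male cells, and the paper does not analyse the sex of cells. Xist was read at P25 only, so female cells were not shown at P15 and 8 weeks. Of the cells with at least 8000 UMIs, 40.8% carried at least 2 Y-linked UMIs at P15, 13.7% at P25 and 28.5% at 8 weeks. The share of cells read as male therefore differs between time points, also through depth, so a comparison of all cells between time points mixes sex and age. Cells with at least 2 Y-linked UMIs held another share of α-like cells than cells with none: 6.17% against 8.42% at P15, 12.0% against 8.95% at P25 and 7.84% against 17.3% at 8 weeks. The early cluster alone was lower in cells with Y-linked UMIs at each time point. Its shares were 5.80% against 8.21% at P15, 2.35% against 3.85% at P25 and 2.57% against 5.25% at 8 weeks. The higher α-like share at P25 came from the late cluster, at 9.60% against 5.10%, which at 8 weeks was lower, at 5.27% against 12.0%. Lower Y-linked levels in α-like cells would make male α-like cells count among the cells with none. With sex read from Xist and Y-linked UMIs at P25, 13.9% of male and 8.43% of female cells were α-like. This does not decide the question at P15 and 8 weeks, where the difference goes the other way, so this explanation and a difference between the mice of the pools cannot be told apart. The number of mice of each sex in a pool is not known here.

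Htra1 went opposite ways between time points, with a log2 ratio of α-like to β-like cells of -1.50 at P15, -0.92 at P25 and 0.44 at 8 weeks. The difference between time points was not tested, since each has 1 library. The growing share of the late cluster is argued against, because the early cluster alone gave -1.42 at P15 and 2.32 at 8 weeks by total counts. Free RNA cannot be told apart from expression, since immune-like cells at P15 held 35.6 CPM, above α-like cells at 15.5 CPM. A change with age stays open and untested.

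Fbn1 had a log2 ratio of -0.31 at P15, 0.31 at P25 and 1.05 at 8 weeks, opposite directions between P15 and the later time points, and this difference was not tested. The early cluster alone gave -0.25 at P15 and 0.85 at 8 weeks by total counts, which argues against the share of the late cluster as the cause. Free RNA cannot be told apart, as immune-like cells held 36.5 CPM at P15, against 79.0 CPM in α-like and 93.0 CPM in β-like cells. Without the 8-week library the log2 fold change of Fbn1 was -0.02. An effect of age stays open.

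Spp1 had a log2 ratio of 0.73 at P15, 0.09 at P25 and -1.03 at 8 weeks, and the difference was not tested. Free RNA is argued against: immune-like cells held 165 CPM at P15, and α-like and β-like cells 4278 and 2448 CPM. The share of the late cluster cannot be told apart from a change within the early cluster, whose log2 ratio by total counts was 0.81 at P15, 0.88 at P25 and -0.08 at 8 weeks. Without the 8-week library the log2 fold change of Spp1 was 0.32. An effect of age stays open.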

How the results depend on the processing

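The alternatives without the late cluster, without the early cluster and clustered without the α-like and β-like markers were chosen after the results were seen, and the others were set before the data were examined. With each library left out in turn, the genes higher in α-like cells numbered from 23 to 625 and those higher in β-like cells from 53 to 706, against 514 and 580 with the 3 libraries. The counts were lowest without the P25 library, which left 23 and 53 genes, and all of these were among the 514 and 580. At an unadjusted p under 0.05, 1896 genes passed without P25 and 3516 with the 3 libraries. Without the 8-week library, 211 and 275 genes passed. Each such fit compares fewer sums, but the fit without P15 compares as few and gave 625 and 706 genes. Fewer sums alone therefore do not account for the lower counts, and their cause was not tested. With classes from marker UMIs, 338 genes were higher in α-like cells, and the cause was not tested. With no threshold on size, 793 and 975 genes passed, since that alternative asks for less. The replicate block, which takes the library as a block because both sums of a library share a pool of mice, gave 635 and 690 genes, and without the threshold on size 1248 and 1484. Under the remaining alternatives, the numbers stayed within 1.5 times those of the 3 libraries, from 438 to 633 genes for α-like and from 387 to 783 for β-like cells. DESeq2's Wald test called 506 of the 514 and 577 of the 580 genes. Of the Wnt genes of Fig. S4D, from 0 to 2 were called higher in α-like cells with 1 library left out (0 without P25), and 2 or 3 under the other alternatives. Of the 11 genes named for AC-cementoblasts, from 8 to 10 were higher in α-like cells under each alternative.

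Leaving out the early or the late cluster lowers the α-like shares by construction, and among the alternatives set before the data were examined the shares moved mainly with the late cluster. At resolution 0.5 its cells joined a periapical-like cluster. With the libraries merged, with genes joined by symbol and when clustered without the markers it was unnamed, which by construction removes its cells from the α-like class. For the other shifts in shares the cause was not tested. At resolution 0.5, the α-like share of both classes was 33.4% at P25 and 33.9% at 8 weeks and the α-like share of all cells was 3.36% at P25 and 3.27% at 8 weeks. At resolution 2, the α-like share of both classes was 52.4% at P25 and the α-like share of all cells was 7.03% at P25 and 10.8% at 8 weeks. With 3000 clustering genes, the α-like share of both classes was 74.8% at P15, 54.0% at P25 and 62.1% at 8 weeks and the α-like share of all cells was 5.41% at P15, 7.80% at P25 and 10.1% at 8 weeks. With the named genes among the clustering genes, the α-like share of both classes was 70.6% at 8 weeks and the β-like share of all cells was 5.03% at 8 weeks. With the libraries merged without integration, the α-like share of both classes was 83.3% at P15, 36.0% at P25 and 40.0% at 8 weeks, the α-like share of all cells was 3.69% at P25 and 3.93% at 8 weeks and the β-like share of all cells was 1.15% at P15. With each library clustered by itself, the α-like share of both classes was 82.9% at P15, 46.5% at P25 and 56.9% at 8 weeks, the α-like share of all cells was 5.53% at P15, 5.34% at P25 and 7.65% at 8 weeks and the β-like share of all cells was 1.15% at P15. With cells of at least 500 genes and at most 20% mitochondrial UMIs, the α-like share of both classes was 68.4% at 8 weeks and the β-like share of all cells was 2.00% at P15. Clustered without the α-like and β-like markers, the α-like share of both classes was 36.2% at P25 and 40.7% at 8 weeks, the α-like share of all cells was 3.40% at P25 and 3.27% at 8 weeks and the β-like share of all cells was 6.00% at P25 and 4.78% at 8 weeks. With clusters from a random part of the UMIs and sums from the rest, the α-like share of both classes was 54.9% at P25, the α-like share of all cells was 7.36% at P25 and 9.00% at 8 weeks and the β-like share of all cells was 4.41% at 8 weeks. With genes joined by symbol, the α-like share of both classes was 35.6% at P25 and 37.2% at 8 weeks and the α-like share of all cells was 3.48% at P25 and 3.37% at 8 weeks. With classes from marker UMIs, the α-like share of both classes was 82.9% at P15, 51.2% at P25 and 62.0% at 8 weeks, the α-like share of all cells was 3.11% at P15, 3.90% at P25 and 3.79% at 8 weeks and the β-like share of all cells was 0.642% at P15, 3.72% at P25 and 2.33% at 8 weeks. Without the late cluster, the α-like share of both classes was 33.7% at P25 and 33.9% at 8 weeks and the α-like share of all cells was 3.33% at P25 and 3.22% at 8 weeks. Without the early cluster, the α-like share of both classes was 12.4% at P15, 46.7% at P25 and 57.8% at 8 weeks and the α-like share of all cells was 0.240% at P15, 5.75% at P25 and 8.57% at 8 weeks. Removal of cells with both Xist and Y-linked UMIs acts on the P25 library alone, from which it took 173 cells, and moved no share of P25 beyond its interval. Shares not given here stayed within their intervals under each alternative.

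The mean log2 ratio of Wif1 in Precursor 0-like against all other cells, 0.82, became 1.12 at resolution 2, 1.17 with 3000 clustering genes, 1.24 with doublets removed, 1.16 with clusters from a random part of the UMIs, 1.29 with genes joined by symbol and -0.66 with each library clustered by itself. The last value rested on the 37 cells of 8 weeks, with a log2 ratio of -3.46, and for the others the cause was not tested. Resolution 0.5 and classes from marker UMIs gave no value, since no class was then named Precursor 0-like.

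Of the 58 genes named, 39 passed the threshold on adjusted p in the edgeR test. Over all alternatives these genes had 1327 values. Of these values, 1140 kept their direction and their side of the threshold, 116 fell below it, 31 rose above it and 40 reversed. Across all alternatives, 7 genes neither changed direction nor crossed the threshold. Without P25, 31 genes fell below the threshold, and without the 8-week library 18 did. None of the 58 genes changed direction without P25. At resolution 0.5, the log2 fold change was 0.33 for Htra1, 0.33 for Ebf1, 0.09 for Smoc2, 0.14 for Spp1 and -0.09 for Tcf7. With the libraries merged without integration, the log2 fold change was 0.23 for Htra1, 0.71 for Ebf1, -0.06 for Fbn1, 0.07 for Igf1, 0.39 for Smoc2 and 0.22 for Spp1. With each library clustered by itself, the log2 fold change was -0.07 for Wnt10b. With doublets removed, the log2 fold change was 0.25 for Igf1 and -0.03 for Wnt10b. Clustered without the α-like and β-like markers, the log2 fold change was 0.25 for Htra1, 0.59 for Ebf1, 0.06 for Smoc2, 0.08 for Spp1 and -0.12 for Tcf7. With genes joined by symbol, the log2 fold change was 0.18 for Htra1, 0.30 for Ebf1, 0.02 for Smoc2, 0.09 for Spp1 and -0.09 for Tcf7. With classes from marker UMIs, the log2 fold change was 0.05 for Aspn, 0.26 for Htra1, 0.89 for Ebf1, 0.38 for Igf1 and 0.69 for Smoc2. Without the late cluster, the log2 fold change was 0.31 for Htra1, 0.33 for Ebf1, 0.08 for Smoc2, 0.14 for Spp1 and -0.08 for Tcf7. Without the early cluster, the log2 fold change was -0.18 for Sfrp4, -0.59 for Sfrp2 and 0.37 for Igf1. Across the 3 fits that each left out 1 library, the log2 fold change ran from -0.02 to 0.69 for Fbn1, from -0.52 to 0.32 for Spp1 and from -0.03 to 0.38 for Wnt10b. Fbn1 and Spp1 reversed without the 8-week library and Wnt10b without the P15 library. The changes without the late or early cluster follow from the cells left out, and for the others the cause was not tested. With the replicate block, Postn fell below the threshold and Timp2, Tcf7l2, Notum, Igf1, Wisp1 and Ctsk rose above it, and it changed no other call. DESeq2's size factors in edgeR changed no call of the 58 genes.

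In data simulated from these sums with 200 genes changed, edgeR recovered 178 of them with 19 false calls, DESeq2 184 with 43 and edgeR with the replicate block 173 with 28. The simulated sums were drawn independently, with no shared effect of a library, unlike the real sums. The false calls therefore do not show the error rates in these data, with or without the block. Dspp, Sall1, 4 genes of the osteoclast list and 3 of the osteocyte list did not pass the low-count filter. By TMM, Dspp held 76.0 CPM in the β-like sum of P15 and 113 CPM in that of P25, and at most 0.364 CPM in the 4 other sums. The 8-week library holds 38 immune-like cells, which limits the background estimate at that time point.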

Differences from the paper's values

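Unless stated otherwise, the alternatives named below were set before the data were examined. The paper's figure values were read by eye after the results were seen.

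The paper's number of clusters is 19, from libraries that include P6, and the clustering here gave 35. At resolution 0.5 it gave 26, within 1.5 times the paper's number, and none of the 8 other alternatives did.

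For Sfrp1 the paper's log2 fold change is about 4.2 in Fig. 3F, read by eye, and the value here was -1.11. None of the 20 alternatives closed this gap. DESeq2's Wald test, which the paper's methods name, gave -1.12. This comparison rests on the label beside the point in Fig. 3F, and whether the point belongs to another gene was not tested. At no time point was the Sfrp1 level of the higher class above that of immune-like cells beyond counting error.

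For Alpl the paper's value is about -2.3 in Fig. 3F, read by eye, against -3.26 here. The gap closed at resolution 0.5 (-2.27), with the libraries merged without integration (-1.94), with genes joined by symbol (-2.18) and with classes from marker UMIs (-2.41), and not under the 16 other alternatives. Alpl was at -2.31 without the late cluster and at -5.13 without the early cluster, both alternatives chosen after the results were seen. The gap thus depended on whether the late cluster was counted as α-like.

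For Dkk1 the paper's value is about -7.3 in Fig. 3F, read by eye, against -6.44 here. The α-like sums held 2, 0 and 1 Dkk1 UMIs, so each of these values rests on few UMIs, and the gap cannot be read as a difference in level. The gap closed with 3000 clustering genes (-6.82), with the named genes among the clustering genes (-7.02), with each library clustered by itself (-6.91), with cells of at least 500 genes and at most 20% mitochondrial UMIs (-7.04), with doublets removed (-6.95), with DESeq2's Wald test (-6.65) and without the 8-week library (-6.79). It did not close under the 11 other alternatives that gave a value.

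The log2 ratios of single libraries, whose SD sets the error in these comparisons, were first scaled by total counts and then by TMM, a change made after the values were seen. By TMM, Runx2 and Pthlh no longer differed from Fig. 3F.

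The paper describes cells at 8 weeks as contributing to the α and β clusters to a like extent, and α-like cells made up 65.3% of both classes here. Under the alternatives this share ran from 33.9% at resolution 0.5 to 70.6% with the named genes among the clustering genes. It was 37.2% with genes joined by symbol, 40.0% with the libraries merged and 56.9% with each library clustered by itself. The size and the side of this difference thus depended on the setting. Sfrp1 is on the α side of Fig. 3F and was lower in α-like cells in 3 of 3 libraries here.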

Other observations

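The tests of Dspp and of Mmp9 against osteoclasts, and the count of splits, were planned before the results were seen. The other tests in this part were chosen after.

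Of the 10 ways to split the 6 sums into groups of 3, 1 gave as many genes as the comparison of α-like with β-like cells, namely that comparison itself with 1094 genes, and the other 9 gave 0. The α-like and β-like sums of a library share a pool of mice, and 4 of the 10 splits part them in each library. Of these 4, the 3 other than the real one gave 0, and the remaining 6 splits part them in 1 library only. With 10 splits the share cannot fall under 0.1, so chance is not excluded by this count.

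Dspp lay on the β-like side, and odontoblasts among the β-like cells are a candidate explanation. Only 13 β-like cells at P15 and 19 at P25 held at least 2 Dspp UMIs. Nes was 6.09 times as high in these cells at P25 and 4.67 times at P15, and Wisp1 2.17 and 2.41 times, but Panx3 was at 0.142 of the level in the cells with no Dspp UMI at P25. At P15 the Panx3 ratio, 0.593, was within counting error, as were both ratios of Sall1. The paper states that the Pthrp reporter does not mark odontoblasts, and the levels of Pthlh and mCherry were looked at after the result was seen. The cells with Dspp held 33.7 CPM of Pthlh and 160 CPM of mCherry at P15, against 149 and 340 CPM in the cells with none. At P25 they held 24.8 and 47.1 CPM, against 170 and 321 CPM. Immune-like cells, as background, held 32.3 CPM of Pthlh and 71.4 CPM of mCherry at P15, and 48.1 and 54.0 CPM at P25. The cells with Dspp were thus above this background only for mCherry at P15. The lower reporter, Nes and Wisp1 go with odontoblasts, and Panx3 at P25 goes against them. With so few cells, odontoblasts and β-like cells that express Dspp cannot be told apart. Of the odontoblast list, 3 genes were tested and 3 were higher in β-like cells, 2 of them past the threshold. Of the osteocyte list, 2 were tested and both were higher in β-like cells.

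Mmp9 was higher in α-like cells through the late cluster, which held 91.2 CPM at P25 and 81.1 CPM at 8 weeks. RNA from osteoclasts is argued against, as the osteoclast gene Acp5 had a log2 fold change of -1.70. Of the osteoclast list, 3 genes were tested, 2 higher in α-like cells, and Mmp9 is among the genes the study picked. Free RNA is argued against, as the early cluster of the same library held 0.606 CPM at 8 weeks. Immune cells in the droplets are argued against, since the Mmp9 level of the late cluster would need 2823 CPM of Lyz2 at 8 weeks, where 3.62 CPM was found. With these excluded, expression of Mmp9 in the late cluster is a hypothesis, found and tested on the same data.

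The late α-like cluster was nearly absent at P15. Droplets that hold an early α-like and a periapical-like cell are argued against, as such a mixture would need 4949 CPM of Bglap at P25, against 43.6 CPM found. The Cell Ranger version and gene reference of P25 are argued against, since the cluster made up 8.57% of the cells at 8 weeks, in a library with the version and reference of P15. A different share of male cells in the P15 library is argued against. Of the cells with at least 8000 UMIs and at least 2 of them Y-linked, 0.370% lay in the cluster at P15 (interval 0.207% to 0.610%), 9.60% at P25 (7.86% to 11.6%) and 5.27% at 8 weeks (3.84% to 7.03%). Of such deep cells with no Y-linked UMI, the shares were 0.212% (0.0968% to 0.401%), 5.10% (4.56% to 5.69%) and 12.0% (10.5% to 13.8%). An effect of age stays open and untested, and with 1 library per time point it cannot be told apart from the preparation of the library.

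At P25, 173 cells held both Xist and Y-linked UMIs, 2.72% of the cells read as female, male or both. Scrublet's calls included 51.5% of the 173 cells. Whether these cells are doublets or hold free Xist or Y-linked RNA was not tested. Such cells made up 0.879% of the α-like and 4.79% of the β-like cells read as female, male or both. Cells of these classes without such a reading are left out of both shares. Doublets of 2 cells of the same sex carry no such sign. If the 173 cells were all doublets, 12.7% of the cells read as female, male or both would be doublets. The alternative with doublets removed took 6.03% of the P25 cells.

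Of the 8 dissociation stress genes, 3 were higher in α-like and 5 in β-like cells, with a median log2 fold change of -0.44 and 2 called, both higher in β-like cells. Of 17 Wnt genes named in the paper, 12 were higher in α-like cells (7 called) and 5 in β-like cells (3 called). Of these 10, only Sfrp2 and Dkk1 passed without the P25 library (adjusted p = 0.0462 each from edgeR), and the others had adjusted p from 0.0517 to 0.319. Tcf7 was among the 12 and turned to -0.09 at resolution 0.5. Of the 7 other genes named in the paper, 2 were higher in α-like and 5 in β-like cells, and Sp7 was the 1 called (log2 fold change -1.05, adjusted p = 0.00938 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 3 of 3 libraries). Without the P25 library its adjusted p was 0.0775 and without the 8-week library 0.0725, both from edgeR.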
